# Long non-coding RNA lncMGC mediates the expression of TGF-β-induced genes in renal cells via nucleosome remodelers

**DOI:** 10.3389/fmolb.2023.1204124

**Published:** 2023-05-30

**Authors:** Mitsuo Kato, Zhuo Chen, Sadhan Das, Xiwei Wu, Jinhui Wang, Arthur Li, Wei Chen, Walter Tsark, Ragadeepthi Tunduguru, Linda Lanting, Mei Wang, Roger Moore, Markus Kalkum, Maryam Abdollahi, Rama Natarajan

**Keywords:** long non-coding RNA, lncMGC, diabetic kidney disease, nucleosome remodelers, SMARCA5, epigenetic regulation

## Abstract

**Background:** MicroRNAs (miRNAs) and long non-coding RNAs (lncRNAs) play key roles in diabetic kidney disease (DKD). The miR-379 megacluster of miRNAs and its host transcript lnc-megacluster (lncMGC) are regulated by transforming growth factor-β (TGF-β), increased in the glomeruli of diabetic mice, and promote features of early DKD. However, biochemical functions of lncMGC are unknown. Here, we identified lncMGC-interacting proteins by *in vitro*-transcribed lncMGC RNA pull down followed by mass spectrometry. We also created lncMGC-knockout (KO) mice by CRISPR-Cas9 editing and used primary mouse mesangial cells (MMCs) from the KO mice to examine the effects of lncMGC on the gene expression related to DKD, changes in promoter histone modifications, and chromatin remodeling.

**Methods:** *In vitro*-transcribed lncMGC RNA was mixed with lysates from HK2 cells (human kidney cell line). lncMGC-interacting proteins were identified by mass spectrometry. Candidate proteins were confirmed by RNA immunoprecipitation followed by qPCR. Cas9 and guide RNAs were injected into mouse eggs to create lncMGC-KO mice. Wild-type (WT) and lncMGC-KO MMCs were treated with TGF-β, and RNA expression (by RNA-seq and qPCR) and histone modifications (by chromatin immunoprecipitation) and chromatin remodeling/open chromatin (by Assay for Transposase-Accessible Chromatin using sequencing, ATAC-seq) were examined.

**Results:** Several nucleosome remodeling factors including SMARCA5 and SMARCC2 were identified as lncMGC-interacting proteins by mass spectrometry, and confirmed by RNA immunoprecipitation–qPCR. MMCs from lncMGC-KO mice showed no basal or TGF-β-induced expression of lncMGC. Enrichment of histone H3K27 acetylation and SMARCA5 at the lncMGC promoter was increased in TGF-β-treated WT MMCs but significantly reduced in lncMGC-KO MMCs. ATAC peaks at the lncMGC promoter region and many other DKD-related loci including *Col4a3* and *Col4a4* were significantly lower in lncMGC-KO MMCs compared to WT MMCs in the TGF-β-treated condition. Zinc finger (ZF), ARID, and SMAD motifs were enriched in ATAC peaks. ZF and ARID sites were also found in the lncMGC gene.

**Conclusion:** lncMGC RNA interacts with several nucleosome remodeling factors to promote chromatin relaxation and enhance the expression of lncMGC itself and other genes including pro-fibrotic genes. The lncMGC/nucleosome remodeler complex promotes site-specific chromatin accessibility to enhance DKD-related genes in target kidney cells.

## 1 Introduction

MicroRNAs (miRNAs) and long non-coding RNAs (lncRNAs) play key roles in diabetic kidney disease (DKD) (Kato and Natarajan, 2014; Trionfini et al., 2014; Coellar et al., 2021). The microRNA-379 (miR-379) megacluster of miRNAs and its host transcript, lncRNA and lnc-megacluster (lncMGC), are regulated by transforming growth factor-β1 (TGF-β), increased in the glomeruli of diabetic mice, and promote features of early DKD (Kato et al., 2016). lncMGC was identified in human and mouse glomerular mesangial cells and is upregulated under diabetic conditions such as high glucose (HG) and TGF-β (Kato et al., 2016) treatment and in renal glomeruli of diabetic mice. HG induces TGF-β through the E-box in the promoter of the *TGFb1* gene mediated by transcription factors USF1/2 and ZEB1/2 (Zhu et al., 2005; Kato et al., 2011; Kato et al., 2013). Human lncMGC (hlncMGC) shares exons with other lncRNAs such as *MEG8* and *MEG9* (Charlier et al., 2001; Hatada et al., 2001; Seitz et al., 2004; Kato et al., 2016) and is significantly elevated in plasma samples from individuals with diabetes and diabetic nephropathy compared to healthy controls (Zhang et al., 2020). The hlncMGC was increased by HG treatment in human podocytes (Zhang et al., 2020) and human kidney mesangial cells by TGF-β or HG (Kato et al., 2016), demonstrating that the hlncMGC is upregulated in human kidney diseases. Mouse lncMGC shares exons with other lncRNAs such as *Rian* (RNA imprinted and accumulated in nucleus) and *Mirg* (Seitz et al., 2004). The hlncMGC (*MEG8/MEG9*) and mouse lncMGC (*Rian/Mirg*) are now well-known non-coding RNA accumulated in nucleus (Charlier et al., 2001; Hatada et al., 2001; Seitz et al., 2004; Kato et al., 2016). The abundance of lncMGC RNA is relatively low (three to four copies/cell in the control condition); however, an increase in lncMGC RNA by TGF-β or HG causes a significant increase of ∼40 miRNAs in the cluster and showed a significant impact on the development of DKD (Kato et al., 2016). Although lncMGC is an important regulator of the expression of the miR-379 megacluster as a host transcript, the molecular mechanisms by which it regulates TGF-β actions, genes, and functions related to DKD are not fully understood. Here, we identified nucleosome (chromatin) remodelers, (Clapier et al., 2017) such as SMARCA5 and SMARCC2, as lncMGC-interacting proteins, suggesting lncMGC regulates target genes via epigenetic mechanisms. Notably, our functional studies and integrative Omics profiling of the primary mouse renal mesangial cells from lncMGC-knockout mice revealed novel effects of lncMGC on the expression of TGF-β-regulated genes related to DKD via changes in promoter histone modifications and chromatin remodeling.

## 2 Materials and methods

### 2.1 Identification of lncMGC-interacting proteins

RNA pull down was performed as described (Das et al., 2018) with some modifications. The hlncMGC (GenBank MW802745, MW802746, and MW802747) sense and antisense strands were biotin-labeled after *in vitro* transcription using Biotin RNA labeling Mix (Cat No. 11685597910, Roche) and T3 or T7 RNA Polymerase (Cat No. EP011, Stratagene) from pCR4-TOPO (ThermoFisher Scientific). Biotinylated lncMGC sense and antisense RNAs were treated with RNase-free DNase I and purified on G-50 Sephadex Quick Spin columns (Cat No.11274015001, Roche). Biotinylation efficiency for sense and antisense strands was determined using a Biotin Chromogenic Detection Kit (Cat No. K0661, ThermoFisher Scientific, Carlsbad, CA). 1 μg of biotinylated RNA was denatured by heating to 60°C for 10 min and slowly cooled to 4°C. RNA was mixed with 1 mg of nuclear extract prepared from human kidney cell line HK2 in RNA immunoprecipitation (RIP) buffer (150 mmol/L KCl, 25 mmol/L Tris pH 7.4, 0.5 mmol/L DTT, 0.5% NP40, 100 mmol/L PMSF, and 1x protease inhibitor) and incubated at 4°C for 2 h. Then, 60 μL of washed streptavidin agarose beads (Cat No. SA10004, Invitrogen) was added to each binding reaction and incubated at 4°C for 2 h. The beads were washed five times in spin columns (Cat No. 69725 Pierce, ThermoFisher Scientific). Proteins were eluted using SDS buffer and separated on a 4–15% precast SDS gel (Cat No. 5671084, Criterion, BioRad, Hercules, CA) and stained with SimplyBlue^TM^ SafeStain (Cat No. LC6065, Life Technologies). Bands were excised and subjected to protein identification by the Mass Spectrometry Core at City of Hope National Medical Center. Gel-separated proteins were reduced with DTT (Cat No. R0861, ThermoFisher Scientific, Rockford, IL), alkylated with iodoacetamide (Cat No. A3221-10VL, Sigma, St. Louis, MO), and digested with a mixture of trypsin and LysC (Promega). Peptides were extracted from the gel, evaporated to dryness in a vacuum centrifuge, and resuspended in 0.1% formic acid. The digested peptides were analyzed by LC/MS using an Orbitrap Fusion Mass Spectrometer with an EasyNano1000 nanoflow UHPLC (ThermoFisher Scientific, San Jose, CA). The peptides were loaded onto a 75 µm × 2 cm PepMap trapping column packed with 3 µm C18 silica particles, 100 Å pore size, and then, eluted through a 75 μm × 25 cm PepMap analytical column packed with 2 µm C18 silica particles, 100 Å pore size (both ThermoFisher Scientific), using an 85-min buffer A/B linear gradient from 8% to 25% buffer B (buffer A: 0.1% aqueous formic acid, buffer B: 0.1% formic acid in acetonitrile). The MS spectra of the intact peptides were acquired in the Orbitrap, and the CID MS/MS spectra were acquired in the ion trap. Data were searched using Sequest in Proteome Discoverer 2.1 (ThermoFisher Scientific). The database used was a concatenation of the *Homo sapiens* RefSeq proteome and a database of common laboratory contaminant proteins and was searched separately in the forward (target) and reverse (decoy) direction. The search assumed tryptic specificity with a maximum of two missed cleavages, a precursor ion tolerance of 5 ppm, and a fragment ion tolerance of 0.6 Da. It assumed the quantitative carbamidomethylation of cysteine and potential oxidation of methionine and acetylation of the protein amino terminus. The search results were loaded into Scaffold version 4.8.4 for probability assignment. For mouse lncMGC, all of the procedures used were the same as hlncMGC except that mouse lncMGC (GenBank MW802743 and MW802744) and the mouse kidney cell line TCMK1 were used. The interaction of proteins identified by mass spectrometry was analyzed using STRING DB (https://string-db.org/).

### 2.2 *In vitro* transcription/translation assay

*In vitro* transcription/translation assay was performed to determine the coding potential of lncMGC using the T7 TNT quick-coupled transcription/translation system (Promega, Madison, WI, Cat. No. L1170) and transcend colorimetric non-radioactive translation detection system (Promega, Cat. No. L5070) following the manufacturer’s instructions. In brief, lncMGC lncRNA was subjected to *in vitro* transcription and translation from the full-length pCR4-TOPO construct. Then, 1 µL of the *in vitro* transcription/translation product was added to 15 µL of the SDS loading buffer, followed by protein denaturation at 90°C for 10 min and resolved using 4–15% SDS-PAGE gel. Protein products labeled with the biotinylated transcend tRNA were transferred and detected with streptavidin antibody and Western blue reagent following the manufacturer’s instructions. The T7 control DNA plasmid provided with the kit was used as a positive control.

### 2.3 Generation of lncMGC-KO mice

All animal studies were conducted according to protocols approved by the Institutional Animal Care and Use Committee at the Beckman Research Institute of City of Hope National Medical Center. CRISPR gRNA design software (CRISPR direct) was used to choose the sgRNAs targeting lncMGC, as mentioned previously (Naito et al., 2015; Kato et al., 2021). A mixture of two CRISPR single-guide RNAs (sgRNA) flanking the transcription start site of lncMGC (5′-GAG​UUA​GUG​UGG​CCU​UCA​UC-3′ and5′-GCACGGUGCUGAAAGAGAGG-3′ in equal amounts, 50 ng/μL total) and 50 ng/μL Cas9 enzyme (IDT, Coralville, IA, United States of America) was microinjected into the pro-nuclei and cytoplasm of fertilized C57BL/6J 1-cell embryos. The microinjected embryos were implanted into pseudo-pregnant recipient female mice to produce mutant mice. Mutant candidate mice were screened by performing PCR with DNA extracted from the tails of the surviving mice. Several founders had shorter fragments relative to the WT by fragment analysis (Schuelke, 2000; Kato et al., 2021) and the deletion was confirmed by sequencing. The founders confirmed to have the anticipated deletion crossed with WT C57BL/6 mice and subsequent litters tested for germline transmission of the lncMGC deletion. The heterozygotes were crossed with each other to obtain homozygotes. A significant decrease of lncMGC expression in homozygous lncMGC-KO mice was confirmed using qPCR. Several lines of mutants were obtained.

### 2.4 Isolation of mouse glomeruli and preparation of primary mouse mesangial cells

Glomeruli were isolated from freshly harvested mouse kidneys (Kato et al., 2016; Kato et al., 2021). The renal capsules were removed, and the cortical tissue of each kidney was separated manually. The cortical tissue was gently strained through a stainless sieve with a pore size of 200 μm. The glomeruli were collected and filtered sequentially through sieves with pore sizes of 150 and 75 μm. After several washes with cold PBS, the glomeruli remaining on top of the sieve were collected. Pooled glomeruli were centrifuged, and the pellet was collected for RNA, protein extraction, or for preparing MMC according to our reported methods (Kato et al., 2021). MMCs were maintained in Roswell Park Memorial Institute 1640 Medium supplemented with 10% fetal bovine serum and treated with 10 ng/ml TGF-β (R&D Systems) for 24 h. Passages 5–7 were used for experiments (Kato et al., 2016; Kato et al., 2021).

### 2.5 RNA immunoprecipitation assays

RIP assays were performed as previously reported (Kato et al., 2010; Kato et al., 2021). In brief, MMC from WT and lncMGC-KO mice were plated in four 10-cm Petri dishes (70% confluence), washed with PBS, and cross-linked by exposure to 50 J/m^2^ UV using a UV Stratalinker (Stratagene). The cross-linked cells were collected using 200 μL lysis buffer (provided in the miRNA Isolation kit, WAKO) per dish, gently mixed, incubated on ice for 10  min, sonicated (30 s × 5 with 30 s intervals) using a BIORUPTOR (Diagenode), and stored at −80°C. The lncMGC RNA-protein complex was immunoprecipitated with antibodies, IQGAP (Santa Cruz, sc-374307), NUMA1 (LSBio, LS-B12675), SMARCA5 (Boster Biol. Tech., A02687), DBC1 (Abcam, ab215852), BAT2 (Santa Cruz, sc-373747), MYBBP1A (Novus Biol., NB100-61050), YBX1 (LSBio, LS-B12352), KAP1 (Abcam, ab10484), Nucleolin (Abcam, ab134164), and SMARCC2 (Cell Signaling, #12760) by gently rocking at 4°C and washed with lysis buffer three times. RNAs were extracted using phenol-isoamyl alcohol and chloroform, precipitated with ethanol, washed with 70% ethanol, air dried, and dissolved in 10 μL nuclease-free water. The extracted RNAs were subjected to qPCR. The RIP-qPCR results (normalized enrichment) were calculated by the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001) and normalized to input RNA (purified from 5% of the same cross-linked RNA–protein complex).

### 2.6 Chromatin immunoprecipitation assays

ChIP assays were performed as reported (Kato et al., 2013; Kato et al., 2016). MMCs were left untreated or treated with TGF-β (10 ng/ml) and then cross-linked with formaldehyde. These MMCs were cross-linked with formaldehyde (final concentration of 1% in phosphate-buffered saline for 20 min at room temperature) and then quenched with 125 mM glycine (5 min at room temperature). The cross-linked chromatin was sheared and immunoprecipitated with antibodies against H3K27Ac (Abcam, ab4729) and SMARCA5 (Boster Biol. Tech., A02687). The ChIP-qPCR results (normalized enrichment) were calculated by the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001) and normalized to input DNA (purified from 5% of the same cross-linked chromatin).

### 2.7 RNA sequencing and data analysis

RNA sequencing libraries were prepared with KAPA mRNA HyperPrep Kit (Kapa Biosystems, Cat KR1352) according to the manufacturer’s protocol (Kato et al., 2016; Kato et al., 2021). The libraries were validated with the Agilent Bioanalyzer DNA High-Sensitivity Kit and quantified with Qubit followed by cluster generation and sequencing performed on a HiSeq 2500 platform to generate 51 bp single-end reads at the Integrative Genomics Core of City of Hope National Medical Center. The raw sequences were aligned to the mouse reference genome mm10 using TopHat v2.1.1 (Trapnell et al., 2009) with default parameters, and gene-level expression levels of all the mouse RefSeq genes (downloaded from USCS genome Browser, https://genome.ucsc.edu) were counted using HTseq-count (Anders et al., 2015) v 0.6.0 with settings -s reverse (strand-specific) and -a 10 (filtrating poor alignment reads). The counts were normalized by the trimmed mean of M value (TMM) method (Robinson and Oshlack, 2010), and between-group comparisons on the expression of each expressed gene (RPKM >1 in at least one sample) were performed using the Bioconductor package edgeR v.3.20.9 (Robinson et al., 2010). For each comparison, a different score was assigned to each gene, which is a negative-log-transformed *p*-value followed by negating for the downregulated gene (fold change <1). Pre-ranked GSEA analysis was performed on genes ordered by the resulting score (high to low) using GSEA v. 4.0.3 to identify positive/negative-associated KEGG pathways defined in MSigDB. Bubble plots were generated to reflect normalized enrichment score (NES) and enrichment *p*-values of the significant signatures using R package “ggplot2” (v3.2.0). Upregulated genes (total 479 genes) induced by TGF-ß, namely, TGF-ß upregulated genes, in WT MMCs were identified from the expressed genes (with PRKM >1 in at least three samples) with fold change >2 at FDR <5% when comparing the TGF-ß WT *vs.* SD WT group. Among these genes, those whose expression upregulation by TGF-ß were reversed or attenuated by KO were identified by cluster analysis. 

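In the deposited counts, 455 genes met the criteria of TGF-β upregulated genes, with an FDR from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on 3 WT-TGF and 3 WT-SD libraries. Among the alternatives, scaling by library size alone in place of TMM moved this number most, to 355 genes. The median log2 fold change of the 455 genes with TGF-β was 1.48 in WT MMC and 1.40 in the libraries labelled KO, where 441 of them also rose at FDR <5%, 362 of them with fold change >2, and 2 fell. In level, 137 of the 455 genes were lower in KO-TGF than in WT-TGF at FDR <5% (32 with fold change >2) and 231 were higher (38 with fold change >2). The difference between the TGF-β responses of the genotypes was tested itself, as the interaction of genotype and treatment: 136 genes had a smaller response in KO, 84 a larger one and 235 neither at FDR <5%. Of the 137 genes lower in KO-TGF, 64 had a smaller response, 18 a larger one and 55 neither, and 73 were already lower in KO-SD than in WT-SD. Of the 32 genes with fold change >2, 12 had a smaller response, 2 a larger one and 18 neither, and 21 were already lower in KO-SD. The number of 32 became 17 without WT-TGF replicate 1 and 19 without WT-TGF replicate 2 or 3. A gene with RPKM >1 only in WT-TGF cannot meet the limit of at least 3 libraries in these fits. The drop thus does not show how stable the 32 are. The 455 genes were chosen on the WT-TGF libraries that KO-TGF is then compared with. Their median difference in log2 response, KO minus WT, was -0.07, against -0.03 to 0.00 in 10 simulations in which KO equaled WT. For the 489 genes chosen in the same way on the KO libraries, the median difference was 0.14.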

IPA was applied to differentially expressed genes (DEGs) for gene ontology and pathway analyses. Motif analysis was performed by geneXplain (https://genexplain.com/).

### 2.8 ATAC sequencing and data analysis

A published Omni-ATAC protocol (Corces et al., 2017) was used for cell lysis, tagmentation, and DNA purification. The Tn5-treated DNA was amplified with 10 cycles of PCR in 50 μL reaction volumes. 1.8X AMPure XP bead purification was used for the PCR product cleanup. The libraries were validated with an Agilent Bioanalyzer DNA High Sensitivity Kit and quantified with qPCR. High-throughput sequencing on Illumina Hisq2500 was performed on the libraries followed by image analysis using real-time analysis (RTA) 2.2.38 software to generate paired-end sequences of 101 bp in-length. Raw reads were subsequently aligned to mouse genome mm10 using Novoalign (V3.02.07), followed by filtering reads located on mitochondria, not properly paired, of pair-end length > 2kb, mapping quality <20, or duplicated reads using Samtools. Genrich v0.5 was further applied to the resulting bam files of the three replicate samples in one group to identify the peak regions (open chromatin) for each group. To identify differentially enriched regions between the two groups, the peak regions of the two groups were combined (union) to generate common peak regions. Reads located in each common region were counted in each sample (three replicates per group) followed by quantile and TMM normalization and compared using edgeR. Differentially enriched regions including hyper-enriched regions and hypo-enriched regions for each comparison were identified as the common peak regions with fold change >1.5 and FDR <5%. To present the enrichment difference at the identified decreased–enriched regions between two groups of samples using heatmap, the coverage of each sample was calculated using all the paired reads using readGAlignmentPairs function provided in the GenomicAlignment R package after removing duplicate reads and scaled to a total of 50 million reads. For each hypo-enriched region between KO *vs.* WT under TGF-ß treatment, the 5 kb flanking region relative to its midpoint was divided into 500 bins (sub-regions), each of 20 bp in length. The average coverage of each bin was then calculated, resulting in a matrix with each row representing one region and each column representing one bin (which has the same location relative to the midpoint of the region). The average coverage of the triplicates in each group was calculated and represented by a heatmap. To get an aggregated profile of all the regions to present for each group, the coverage of each bin across all the regions was averaged and presented as a line plot. *De novo* motif analyses were applied to hypo/hyper-enriched regions to identify transcription binding sites enriched in the identified regions using the peak-motifs function in RSAT Metazoa (http://rsat.sb-roscoff.fr/).

### 2.9 ChIP sequencing and data analysis

ChIP-seq libraries were prepared with a KAPA DNA HyperPrep Kit (Kapa, Cat KK 8700) according to the manufacturer’s protocol. 5–10 ng of immunoprecipitated DNA underwent end-repaired A tailing and adaptor ligation. The final sequencing library was produced by 10 cycles of PCR reactions. The libraries were validated with the Agilent Bioanalyzer DNA High Sensitivity DNA Kit and quantified with Qubit and sequenced on Illumina NovaSeq to generate paired-end 101 bp sequences. Raw reads were subsequently aligned to mouse genome mm10 using BWA and peak calls. A bedgraph file for each sample was generated on the aligned reads after extending to 200 bp on each read and scaled to 50 million total reads. To make the heatmap and aggregate profile of H3K27ac signals at the ATAC hypo-enriched regions in KO-TGF-ß *vs.* WT-TGF-ß, the same approach, as described in ATAC-seq data analysis, was applied to obtain the average coverage of H3K27ac signals across each region (5 kb-flanking region relative to the midpoint) for the duplicate samples in each group and then the aggregated coverage across all the regions for each group.

### 2.10 siRNAs

Oligonucleotides for siRNAs and corresponding control oligos were obtained from Integrated DNA Technologies or ThermoFisher Scientific Inc. (Waltham, MA) and used as described (Kato et al., 2009; Kato et al., 2013). In brief, MMCs (∼10^6^/transfection) were transfected with siRNA oligos using an Amaxa Nucleofector (Lonza, Basel, Switzerland) according to the manufacturer’s protocols. siRNAs (double-stranded oligos) targeting mouse SMARCA5 and non-targeting siRNA controls were obtained from ThermoFisher Scientific. MMCs were trypsinized and resuspended in Basic Nucleofection Solution at 1 × 10^7^/ml. Subsequently, 100 μL of cell suspension (1 × 10^6^cells) was mixed with the siRNA or control oligonucleotides or ON-TARGET plus siRNA or NCs (ThermoFisher Scientific). The transfected cells were collected for RNA extraction. RNA was extracted from the cells, and the expression of coding genes, lncMGC, or miR-379 was examined using primers designed for each target.

### 2.11 Real-time qPCR

RT-qPCR analysis was performed as described (Kato et al., 2016; Kato et al., 2021). RNA was extracted using an RNeasy Mini Kit (Qiagen, Valencia, CA). miR-379 quantification was performed using the qScript miRNA cDNA Synthesis Kit (Quanta Biosciences, Gaithersburg, MD) and amplified using PerfeCTa SYBR Green SuperMix (Quanta Biosciences). For miRNAs, specific mature miRNA sequences were used as forward primers, and the universal primer provided in the kit was used as the reverse primer. U6 was used as an internal control. A GeneAmp RNA PCR Kit (Applied Biosystems, Carlsbad, CA) and POWER SYBR Green Mix (Applied Biosystems) were used for mRNA quantification. mRNA expression was normalized to Cypa as an internal control. Sequences of primers used in this study are shown in Supplementary Table S6.

### 2.12 Statistics and reproducibility

Statistical data analyses were performed using GraphPad Prism software (8.2.1). Normal distribution of each sample group was confirmed using the *χ* ^2^-test or Shapiro–Wilk test before comparison between groups. All data were expressed as the mean ± SEM, and statistical analyses were performed using Student’s *t*-tests (two-sided) to compare the two groups or analysis of variance (ANOVA) followed by *post hoc* Tukey’s test to compare multiple groups. For all experiments, the number of replicates is shown in the figure legends. Asterisks indicate significant difference (*p < 0.05, **p < 0.01, ***p < 0.001, and ****p < 0.0001).

## 3 Results

### 3.1 lncMGC-interacting proteins

The genomic structure of hlncMGC (GenBank accession numbers MW802745, MW802746, and MW802747), which covers miR-379 miRNA cluster from miR-379 (most 5′) to miR-656 (most 3’) on human chromosome 14q32.2, is shown in Supplementary Figure S1A (Kato et al., 2016). lncRNA actions are often determined by their protein-interacting partners (Kato and Natarajan, 2019; Statello et al., 2021). Therefore, as a first step, to identify hlncMGC-interacting proteins, hlncMGC (MW802745) was cloned into the pCR4-TOPO expression vector to express lncMGC RNA *in vitro* (Supplementary Figure S1A). No potential lncMGC protein was detected from the vector unlike the positive control luciferase protein, suggesting that hlncMGC RNA is not protein-coding (Supplementary Figure S1B). Very low or no ribosome occupancy (GWIPS-viz, https://gwips.ucc.ie/) (Ingolia et al., 2009) was detected at lncMGC and also other non-coding RNA regions (MEG3), although significant ribosome occupancy was detected at three coding regions (DLK1, PPP2R5C, and DYNC1H1) (Supplementary Figure S1C). Those results again suggest that lncMGC is not a protein-coding RNA, as reported previously (Charlier et al., 2001; Hatada et al., 2001; Seitz et al., 2004; Kato et al., 2016). *In vitro*-transcribed biotinylated hlncMGC RNA was mixed with the human kidney cell (HK2) lysate, and RNA–protein complexes were isolated (Supplementary Figure S2A). Isolated proteins were separated by SDS-PAGE (Supplementary Figure S2B) and analyzed by mass spectrometry (MS). MS data revealed 135 proteins specifically interacted with sense hlncMGC RNA (Figure 1A). The STRING database (https://string-db.org/) suggested that the hlncMGC-interacting proteins identified by MS were grouped into RNA processing factors, ribosomal proteins, and nucleosome remodeling factors (Figure 1B). Interestingly, among the nucleosome remodelers, SMARCA5 was in the center and appeared as a strong candidate hub protein (Figure 1B). The top 10 candidate interacting proteins were displayed in a heatmap (Figure 1C), with the ranking based on the numbers of sense (S) RNA-interacting peptides detected by MS. In HK-2 cells, the interaction of lncMGC and candidate proteins was further validated by RIP and qPCR (Supplementary Figure S2C) and relative affinities depicted as a heatmap (Figure 1D). The relative affinity of hlncMGC for SMARCA5 was higher than that reported for non-coding lncTCF7 (positive control for SMARCA5 interaction) (Wang et al., 2015) (Figure 1D).

**FIGURE 1:**
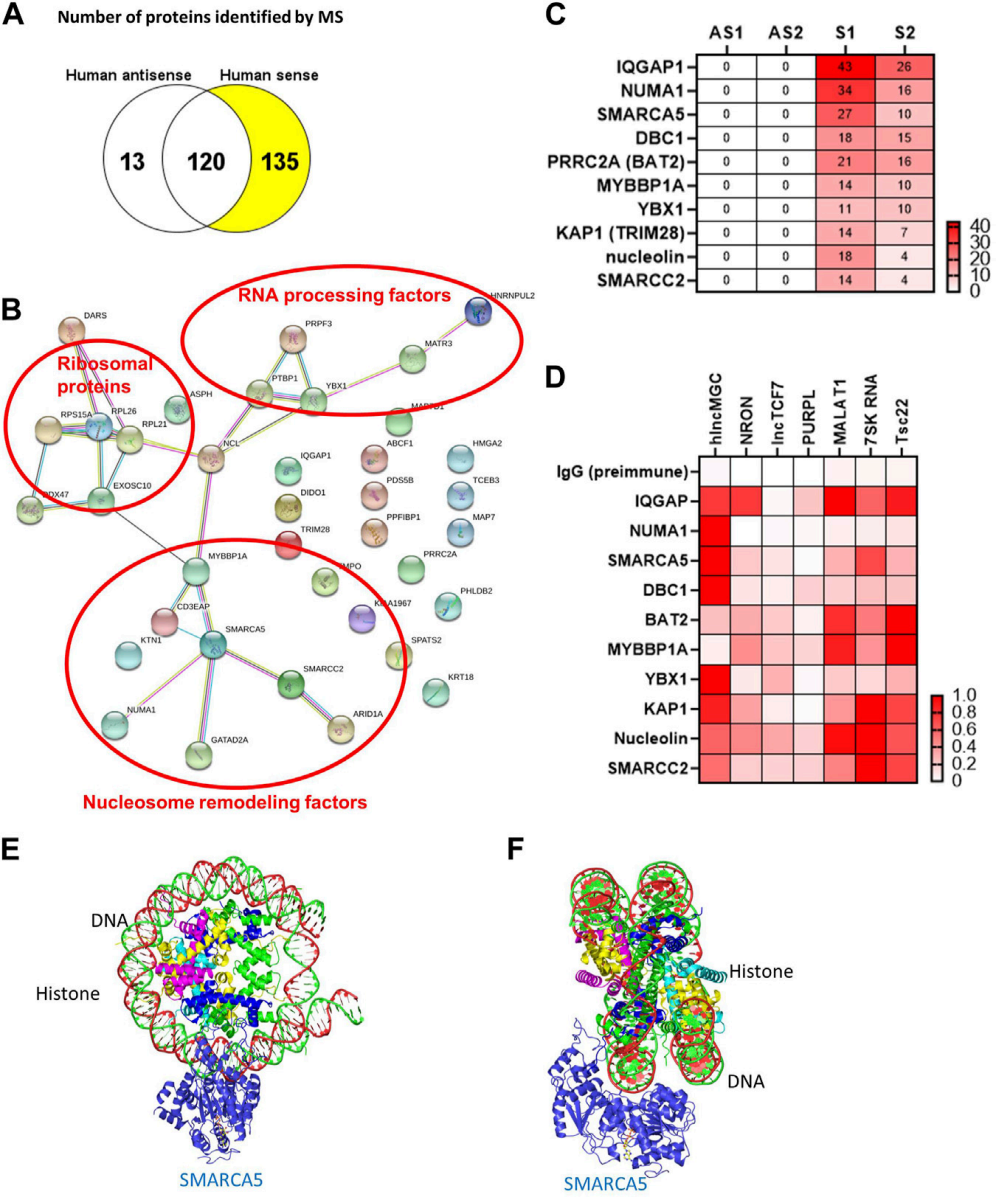
lncMGC-interacting proteins identified by RNA pull down followed by mass spectrometry. **(A)** *In vitro* transcribed RNAs (hlncMGC sense and antisense) were incubated with human HK2 kidney cell lysates and bound proteins isolated and analyzed by mass spectrometry (run in duplicate). 135 proteins were found to interact with sense lncMGC. **(B)** STRING DB (https://string-db.org/) groups the proteins into RNA processing factors (such as PRPF3 and PTBP1), ribosomal proteins (such as RPL26 and RPL21), and nucleosome remodeling factors. **(C)** Heatmap of top 10 candidate proteins based on the number of peptides detected by MS (AS1 and AS2 refer to duplicates from antisense; Supplementary S1 and S2 refer to duplicates from sense). **(D)** RNA immunoprecipitation was used to validate lncMGC binding to the top 10 proteins in HK-2 cells. lncRNA NRON for IQGAP and lncTCF7 for SMARCA5 were used as positive controls (Sharma et al., 2011; Wang et al., 2015). Heatmap of the mean of three independent qPCRs is shown. Normalized affinity was calculated as the ratio of lncRNAs/positive control or as the ratio of lncRNAs/lncRNA with the highest affinity to the target protein. **(E,F)** The structures of SMARCA5 along with histone/DNA are shown in e (from the front) and f (from the side). Protein Data Bank, https://www.ebi.ac.uk/pdbe/entry/pdb/6ne3/analysis#assembly_1.

We also performed RNA pulldown–MS experiments to identify mouse lncMGC-interacting proteins. The genomic structure of mouse lncMGC (MW802743 and MW802744), which covers the miR-379 miRNA cluster from miR-379 (most 5′) to miR-3072 (most 3’) on mouse chromosome 12qF1, is conserved and displays synteny with the hlncMGC genomic region (Supplementary Figure S3A). Mouse lncMGC (MW802744) was cloned into the pCR4-TOPO expression vector (Supplementary Figure S3B). *In vitro*-transcribed biotinylated lncMGC RNA was mixed with mouse kidney cell (TCMK-1) lysates, and RNA–protein complexes were isolated and analyzed by MS. The STRING DB again suggested groups of RNA processing factors and nucleosome remodeling factors as mouse lncMGC-interacting proteins (Supplementary Figure S4), similar to hlncMGC. SMARCA5 was again selected as a strong candidate because it was in the center of mouse lncMGC-interacting nucleosome remodelers (Supplementary Figure S4). These results suggest that lncMGC regulates the chromatin structure in kidney cells and that the function of lncMGC RNA is conserved from human to mouse. The structure of SMARCA5 along with histone/DNA is depicted in Figure 1E (view from the front) and Figure 1F (view from the side) (Protein Data Bank, https://www.ebi.ac.uk/pdbe/entry/pdb/6ne3/analysis#assembly_1). Through these interactions, SMARCA5 is suggested to unwind nucleosome structures to promote chromatin accessibility and allow gene transcription (Corona and Tamkun, 2004; Erdel and Rippe, 2011). Therefore, hlncMGC–SMARCA5 interactions may regulate chromatin remodeling and enhance the transcription of the lncMGC/miR-379 miRNA cluster as well as other lncMGC targets.

### 3.2 lncMGC-knockout cells to examine molecular actions of lncMGC

To study the molecular actions and function of lncMGC, we used the primary renal mesangial cells isolated from lncMGC-knockout mice, which were generated using CRISPR-Cas9 editing. Two guide RNAs (gRNAs) were designed (Naito et al., 2015; Kato et al., 2021) to delete the upstream region of miR-379 and within lncMGC (Supplementary Figure S5A). Several lines of mutant mice were obtained, and two of them (KO1, 37bp deletion and KO5, 56bp deletion) are schematically shown in Supplementary Figure S5A. Deletion of the indicated genomic region was confirmed by Sanger sequencing (Supplementary Figure S5B). We verified that 56 bp just downstream of INR (initiator, TSS) was missing in lncMGC-KO5 mice. The potential structures of WT and partial lncMGC-KO5 RNAs were predicted by The Vienna RNA Websuite (http://rna.tbi.univie.ac.at/) (Gruber et al., 2008). WT lncMGC RNA, the deleted sequence in the KO5, and partially deleted KO5 lncMGC RNA are shown in Supplementary Figure S5C. Based on our subsequent data, it is likely that the stem-loop structure (partly deleted in the KO5 RNA) may be important for the interaction with nucleosome remodelers such as SMARCA5 and the regulation of chromatin structures. We established primary cultures of MMC from these KO mice and tested the candidate gene expression (Supplementary Figures S5D, S5E). A significantly lower expression of lncMGC, miR-379, and Mirg lncRNA MMC (overlapping with the 3’ part of mouse lncMGC) was confirmed in lncMGC-KO5 compared to the WT MMC. lncMGC was not expressed in lncMGC-KO1 and KO5 MMC. There was a significant increase in lncMGC in the WT MMC after TGF-β (10 ng/ml for 24 h) (Kato et al., 2009; Kato et al., 2011) treatment (Supplementary Figure S5D). Furthermore, the induction of miR-379 and Mirg by TGF-β was also lost or attenuated in lncMGC-KO MMC, whereas both miR-379 and Mirg were increased by TGF-β in the WT MMC (Supplementary Figures S5E, S5F). lncMGC-KO5 MMC, which showed a trend toward lower miR-379 expression than KO1 MMC (Supplementary Figure S5E), was used for further studies.

### 3.3 Transcriptome analysis (RNA-seq) of WT and lncMGC-KO5 MMC reveals TGF-β- and DKD-related functions for lncMGC

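MMC are the contractile cells that support the capillaries of the glomerulus. They were cultured from WT mice and from mice of the KO5 line, which were edited with Cas9 around the transcription start site of lncMGC, and were either serum-depleted (SD) or treated with TGF-β at 10 ng/ml for 24 h. Each of the 4 groups (WT-SD, WT-TGF, KO-SD and KO-TGF) had 3 libraries. The authors aligned single-end reads to mm10 with TopHat and counted them on RefSeq genes with strand-specific HTSeq-count, and the deposited values are these counts, without normalization. The counts on genes ranged from 20063325 to 21048118 per library in WT-SD (median 20199333), from 20689625 to 22827706 in WT-TGF (median 21645505), from 19898050 to 21088986 in KO-SD (median 20993041) and from 20649931 to 21180806 in KO-TGF (median 20812410). A count of 3, taken as the floor of detection, was 0.144 CPM (counts per library size). The 3 libraries of a group differed by more than the sampling noise of their counts, with a chi-square per degree of freedom between 1.35 and 5.41 over 12 pairs, so no pair was taken for repeat copies of one library. This does not show whether they came from separate cultures. As in the paper's methods, genes with RPKM >1 in at least one library were kept (11530 of 25230 genes) and the counts were normalized by TMM. RPKM used exon lengths from GENCODE vM21. All 12 libraries then entered one fit with one mean per group. The biological coefficient of variation between libraries of a group was 0.0268, so small changes passed FDR <5%: 72.4% of the genes tested differed between WT-TGF and WT-SD. The paper's text does not name how many mice the libraries of each genotype came from, and the fit cannot separate the genotype from the cultures it was measured in. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1.

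lncMGC itself is not among the genes counted, so the deletion could not be checked in these libraries. The paper describes Mirg as a part of the end of lncMGC. Mirg lies on chromosome 12 of mm10 from 109734981 to 109749458 on the plus strand. Mirg had 2.33 ± 0.308 CPM (SD, n = 3) in WT-SD and 3.67 ± 0.547 CPM in the libraries labelled KO-SD, a log2 fold change of 0.68 (standard error 0.157, adjusted p = 6.51e-05 from edgeR's quasi-likelihood test on all genes with a count, with Benjamini-Hochberg adjustment). Mirg was 3.59 ± 0.153 CPM in WT-TGF and 4.27 ± 0.549 CPM in KO-TGF, where the libraries overlapped (log2 fold change 0.26, adjusted p = 0.145). The counts of Mirg thus do not check the genotype labels, and every direction given for KO is that of the libraries as labelled.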

To test the global transcriptomic effects of lncMGC, RNA-seq was performed on MMC isolated and cultured from WT and lncMGC-KO5 mice (Figure 2). The RNA-seq results showed differentially expressed genes with a significant decrease of extracellular matrix (ECM) genes, such as *Col4a3* and *Col4a4*, in KO5 MMC both in control (serum-depleted/SD) and TGF-β-treated cells, confirming that KO5 MMC have attenuated response to TGF-β (Figures 2A, B). 

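At FDR <5% and fold change >2, 369 genes were higher and 374 lower in the libraries labelled KO-SD than in WT-SD, and 159 were higher and 540 lower in KO-TGF than in WT-TGF. The number of lower genes moved most with no filter on low expression, to 1007 in SD and 1172 in TGF. Col4a3 and Col4a4 encode the α3 and α4 chains of type IV collagen and lie next to each other on chromosome 1 of mm10, Col4a3 (NCBI gene 12828) from 82586921 to 82722059 on the plus strand and Col4a4 (NCBI gene 12829) from 82448419 to 82587034 on the minus strand. Their annotated ends overlap, and the authors' counting used the strand. Col4a3 was 198 ± 5.87 CPM (SD, n = 3) in WT-SD and 13.2 ± 1.93 CPM in KO-SD, a log2 fold change of -3.91 (standard error 0.0526, adjusted p = 1.82e-31 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After TGF-β it was 473 ± 20.2 CPM in WT and 20.1 ± 0.508 CPM in KO, a log2 fold change of -4.56 (standard error 0.0478, adjusted p = 7.20e-34). Col4a4 was 118 ± 7.11 CPM in WT-SD and 9.99 ± 0.138 CPM in KO-SD (log2 fold change -3.56, standard error 0.0628, adjusted p = 1.53e-28), and 231 ± 7.32 CPM in WT-TGF and 17.1 ± 2.42 CPM in KO-TGF (log2 fold change -3.75, standard error 0.0556, adjusted p = 2.75e-30). No KO library reached the level of any WT library for either gene.

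**Figure D1:**
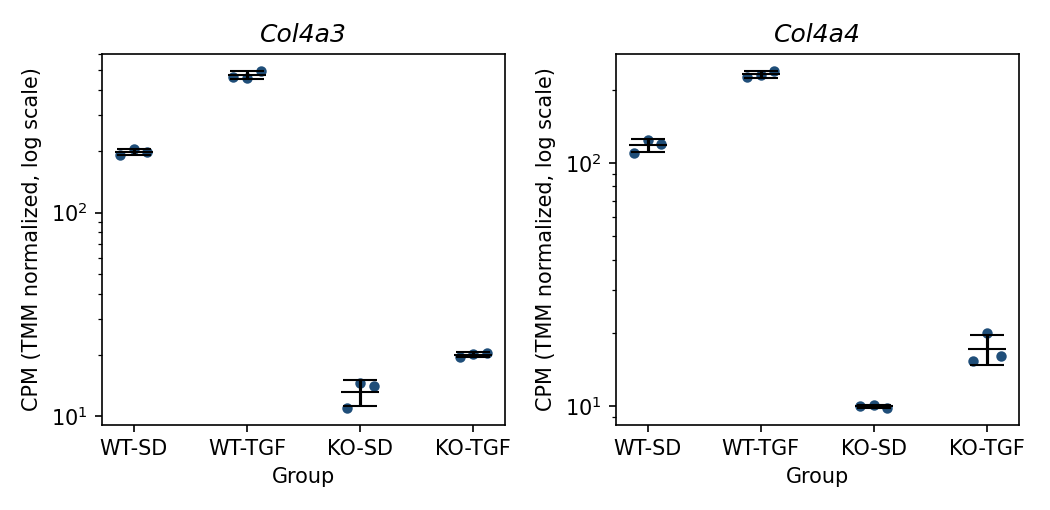
CPM of Col4a3 and Col4a4 in each library (points) with the group mean and SD (n = 3), on a log axis, for WT-SD, WT-TGF, KO-SD and KO-TGF. The KO libraries of Col4a3 lie between 11.0 and 20.5 CPM and the WT libraries between 192 and 496 CPM.

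Among genes with a mean of at least 5 CPM in the higher group and no overlap between libraries, the largest increases in KO-SD were those of Pi15 (log2 fold change 5.11), Cavin2 (3.82) and Ddr2 (3.42). The largest decreases were those of Gbp9 (-5.09), Lyz2 (-4.99) and Adgre1, which had no count in any KO library and was at least 53.4-fold lower. In KO-TGF, Dync1i1 was at least 39.9-fold higher than in WT-TGF, Ddr2 had a log2 fold change of 3.57 and Hoxc11 one of 2.95, while Lyz2 was at least 59.0-fold, C1qtnf7 at least 40.0-fold and Sim2 at least 39.9-fold lower. Lyz2 and Adgre1 are also markers of macrophages. The 27 collagen genes tested as a set had a median log2 fold change of 0.31 in KO-SD, with 17 higher and 10 lower, and of 0.01 in KO-TGF, with 14 higher and 13 lower. Camera, a test of whether a set shifts against the other genes, gave adjusted p = 0.0687 and 0.127 for them. The collagen median in SD was 0.09 without KO-SD replicate 3 and 0.43 without KO-SD replicate 2. In TGF it ranged from -0.03 without KO-TGF replicate 2 to 0.11 without WT-TGF replicate 2, and was -0.11 with scaling by library size alone, which called the set in both conditions. In SD the set was also called without KO-SD replicate 1, KO-TGF replicate 1 or KO-TGF replicate 3. The interaction of genotype and TGF-β passed FDR <5% for 2916 genes, with a more negative response in KO for 1916 and a more positive one for 1000. From the lower expression of ECM genes such as Col4a3 and Col4a4 in both conditions (Figures 2A, B), the paper concludes that KO5 MMC have an attenuated response to TGF-β.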

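Sets of genes for RIG-I-like receptor, NOD-like receptor and JAK-STAT signaling were written by hand, since the KEGG sets of MSigDB were not used here, and their shift between the genotypes was tested with limma's camera on log2 CPM. The study's own test was pre-ranked GSEA. The p-values were adjusted over 12 tests, of 6 sets in SD and in TGF. The 44 RIG-I-like receptor genes had a median log2 fold change of -0.14 between the libraries labelled KO-SD and WT-SD (adjusted p = 0.000561) and of -0.12 between KO-TGF and WT-TGF (adjusted p = 0.00243), with 24 genes lower and 6 higher in SD and 21 lower and 5 higher in TGF at FDR <5%. For the 45 NOD-like receptor genes the medians were -0.11 in SD (adjusted p = 0.00752) and -0.09 in TGF (adjusted p = 0.00989), with 20 genes lower and 11 higher in SD and 20 lower and 8 higher in TGF. The 78 JAK-STAT genes had medians of -0.06 (adjusted p = 0.0180) and -0.14 (adjusted p = 0.00752), with 35 lower and 18 higher in SD and 42 lower and 16 higher in TGF. The medians of all genes tested were 0.02 in SD and 0.00 in TGF. With scaling by library size alone in place of TMM, the medians in TGF were -0.24 for the RIG-I-like receptor set, -0.21 for the NOD-like receptor set and -0.26 for the JAK-STAT set. The NOD-like receptor median was -0.06 in SD without KO-SD replicate 1 and -0.05 in TGF without KO-TGF replicate 1. In the other direction, the 60 ribosomal protein genes had medians of 0.32 and 0.29 (adjusted p = 3.88e-08 in both conditions) and the 33 aminoacyl-tRNA synthetase genes of 0.13 (adjusted p = 0.00989) and 0.12 (adjusted p = 0.000561). The aminoacyl-tRNA synthetase median in TGF was 0.20 without KO-TGF replicate 1 and -0.01 with scaling by library size alone. All of these calls but that of the aminoacyl-tRNA synthetases in SD held under camera with the correlation estimated from the data. Fry, a rotation test that does not compare a set with the other genes, called every set in both conditions, the collagens included, and so does not set these apart.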

Gene set enrichment analyses (GSEA) comparing KO *vs.* WT MMC identified several gene sets related to inflammatory response, such as RIG-I-like receptor, NOD-like receptor, and JAK-STAT signaling, which were attenuated in KO *vs.* WT, basal and TGF-β treated cells (Figure 2C). Furthermore, Ingenuity Pathway Analyses (IPA) of differentially expressed genes (upregulated by TGF-β in WT MMC but downregulated in KO5 MMC), to elucidate DKD related pathways, revealed inclusion of genes associated with kidney damages and fibrosis (Figure 2D) and inflammation (TNF in the center and SMAD3) (Figure 2E).

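The counts cover 15 genes of the network in Figure 2E. Il4 had no count in any library and Casr at most 1, and 13 genes were tested. Il4 and Casr can thus not be genes that TGF-β raised here. The paper does not state that every gene of the network was itself raised. At FDR <5%, 4 of the 13 (Chuk, Ikbkg, Ticam1 and Vdr) were higher in WT-TGF than in WT-SD and 7 were lower. The 4 became 2 with scaling by library size alone. Against WT, 9 were lower in the libraries labelled KO-TGF and 10 in those labelled KO-SD. Of the 13 genes, 2 (Ikbkg and Vdr) both rose with TGF-β in WT MMC and were lower in KO-TGF than in WT-TGF. Vdr rose from 42.8 ± 0.809 to 72.5 ± 4.16 CPM (SD, n = 3) in WT and from 19.5 ± 2.62 to 41.6 ± 1.16 CPM in KO. It was lower in KO-TGF by a log2 fold change of -0.80 (standard error 0.0521, adjusted p = 2.89e-14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By the interaction in the same test, its log2 response was larger in KO, 1.09 against 0.76 (adjusted p = 0.00271). The response of Ikbkg did not differ (difference -0.05, adjusted p = 0.477). Tnf, at the center of the network, was 1.65 ± 0.304 CPM in WT-SD and 0.563 ± 0.242 CPM in WT-TGF (log2 fold change -1.54, adjusted p = 3.67e-05). No KO library had more than 3 counts of Tnf, which was at least 11.5-fold lower than WT in SD and at least 3.92-fold lower in TGF. Smad3 fell with TGF-β in both genotypes, from 153 ± 1.17 to 108 ± 1.79 CPM in WT (log2 fold change -0.50, adjusted p = 1.95e-15) and from 143 ± 3.17 to 102 ± 3.16 CPM in KO (log2 fold change -0.48, adjusted p = 7.21e-15). Between the genotypes its log2 fold change was -0.10 in SD (adjusted p = 0.00489) and -0.08 in TGF (adjusted p = 0.0293), and the difference in SD was not called with no filter on low expression. The difference in TGF was not called with no filter, with DESeq2 (log2 fold change -0.07), with a correction for GC content or without any one of the KO-TGF replicates or WT-TGF replicate 3, and was -0.04 without KO-TGF replicate 2. Myd88 fell in WT from 22.2 ± 0.509 to 18.6 ± 0.491 CPM (log2 fold change -0.26, adjusted p = 0.000176) and did not differ between KO-TGF and WT-TGF beyond the spread of the libraries (log2 fold change -0.05, adjusted p = 0.521).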

**FIGURE 2:**
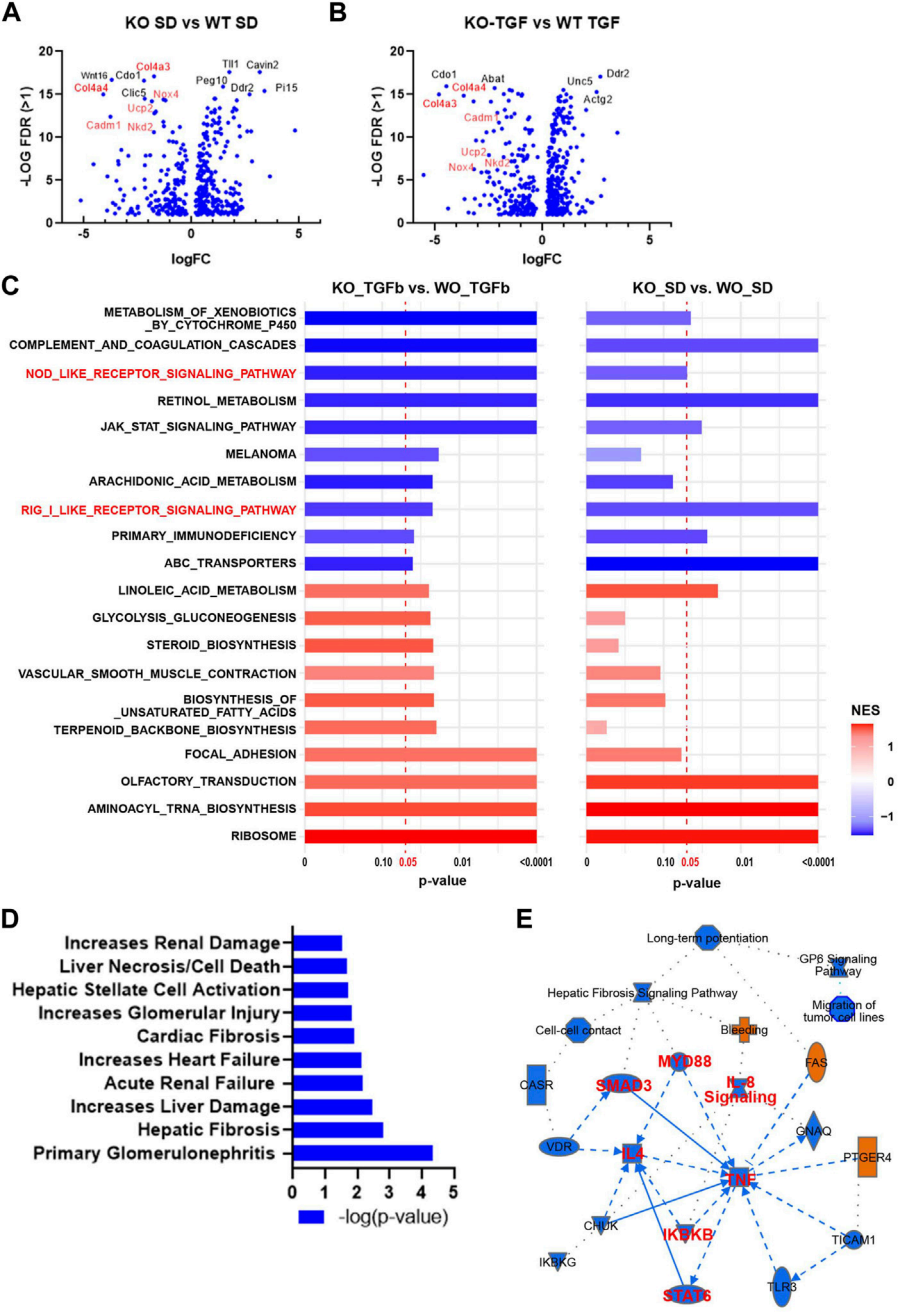
Differentially expressed genes and enriched gene sets and pathways identified by RNA-seq in WT MMC *vs.* lncMGC KO5 MMC. **(A,B)** Volcano plots showing DEGs in KO-SD *vs.* WT-SD (SD refers to serum-depleted control untreated cells) and DEGs in KO-TGF *vs.* WT-TGF. Results show a significant decrease of pro-fibrotic extracellular matrix (ECM) genes such as *Col4a3* and *Col4a4* in KO5 MMC compared to WT MMC at the baseline **(A)** and after TGF-β treatment (10 ng/ml for 24 h) **(B)**. **(C)** GSEA results for DEGs in KO-SD *vs.* WT-SD (left side), and KO-TGF-β-treated *vs.* WT-TGF-β-treated cells (right side). NOD-like receptor gene and RIG-I sets are highlighted (Red). NES, normalized enrichment score. **(D)** Ingenuity Pathway Analysis of DEG analysis (upregulated by TGF-β in WT MMC but decreased in KO5 MMC). IPA of DEG between WT and KO5 MMC (FC > 2, FDR<0.05, rpkm>1) shows enrichment of pathways related to increased renal damage/diseases including glomerular injury, primary glomerulonephritis, acute renal failure, and fibrosis. **(E)** IPA also shows enrichment of genes related to inflammation such as TNF, MYD88, and NF-kB and the TGF-β signal transducer Smad3.

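The 25 genes of Figure 3A include collagens, oxidative stress genes such as Nox4, and regulators such as Sox8 and Socs2. With TGF-β, 24 of them rose in WT MMC at FDR <5% by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all but Nlrx1. In the libraries labelled KO, 22 rose and 2 (Erg and Nlrx1) fell. All 25 were lower in KO-TGF than in WT-TGF, from a log2 fold change of -0.19 for Htr2b to -4.56 for Col4a3, and 19 were already lower in KO-SD than in WT-SD. The change in CPM with TGF-β was lower in KO than in WT for 24 genes, all but Col15a1. Among these 24, Nlrx1 rose in neither genotype and Erg fell in KO. On the log2 scale, where the lower starting level of KO drops out, the response was smaller in KO for 8 genes (Col4a3, Itga11, Htr2b, Erg, Sod3, Flt1, Hey1 and Ap1s2), larger for 6 (among them Cadm1, Col15a1, Sox8, Socs2 and Pcsk5) and not different beyond the spread between libraries for 11, by the interaction of genotype and treatment at FDR <5%. The numbers adjusted over the list alone were also 8 and 6, and since the study chose the list on these samples, they are not independent evidence. Leaving out KO-TGF replicate 2 gave the most genes with a smaller response, 10. Erg rose in WT from 2.02 ± 0.115 to 5.29 ± 0.800 CPM (SD, n = 3) and fell in KO from 2.28 ± 0.373 to 1.12 ± 0.342 CPM, a difference in log2 response of -2.41 (standard error 0.283, adjusted p = 6.48e-08). Flt1 rose from 18.9 ± 0.636 to 41.5 ± 2.07 CPM in WT and from 10.7 ± 0.174 to 13.5 ± 0.602 CPM in KO (difference in log2 response -0.80, adjusted p = 5.39e-08).

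**Figure D2:**
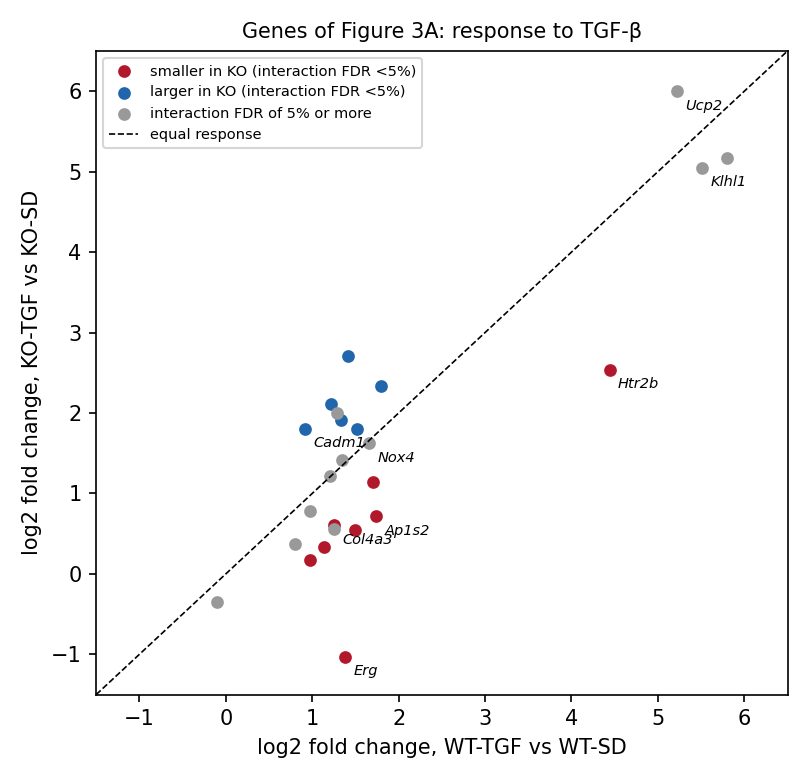
Log2 fold change with TGF-β of each of the 25 genes in WT MMC (horizontal axis) and in the libraries labelled KO (vertical axis), with the line of equal responses and colors by the interaction test. Of the 25 points, 8 lie below the line and 6 above it at FDR <5%.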

The heatmap shown in Figure 3A emphasized that genes involved in the pathology of DKD, including TGF-β, ECM, fibrosis, oxidative stress, mitochondria, inflammation, and ER stress pathways, are upregulated by TGF-β in WT MMC but attenuated in lncMGC-KO5 MMC, suggesting that lncMGC has widespread effects on gene expression regulated by TGF-β (Figure 3A). We further validated the differential expression of *Col4a3, Col4a4, Ucp2, Nox4,* and *Nkd2,* by RT-qPCR (Figures 3B–G). Significantly lower expression of these genes was detected in KO5 MMC compared to WT MMC in the TGF-β-treated condition by RT-qPCR, although no such decrease was detected in the control condition (SD). *Pai1* expression was not significantly reduced in KO5 MMC (Figure 3G), suggesting not all DKD-related genes may be regulated by lncMGC.

**FIGURE 3:**
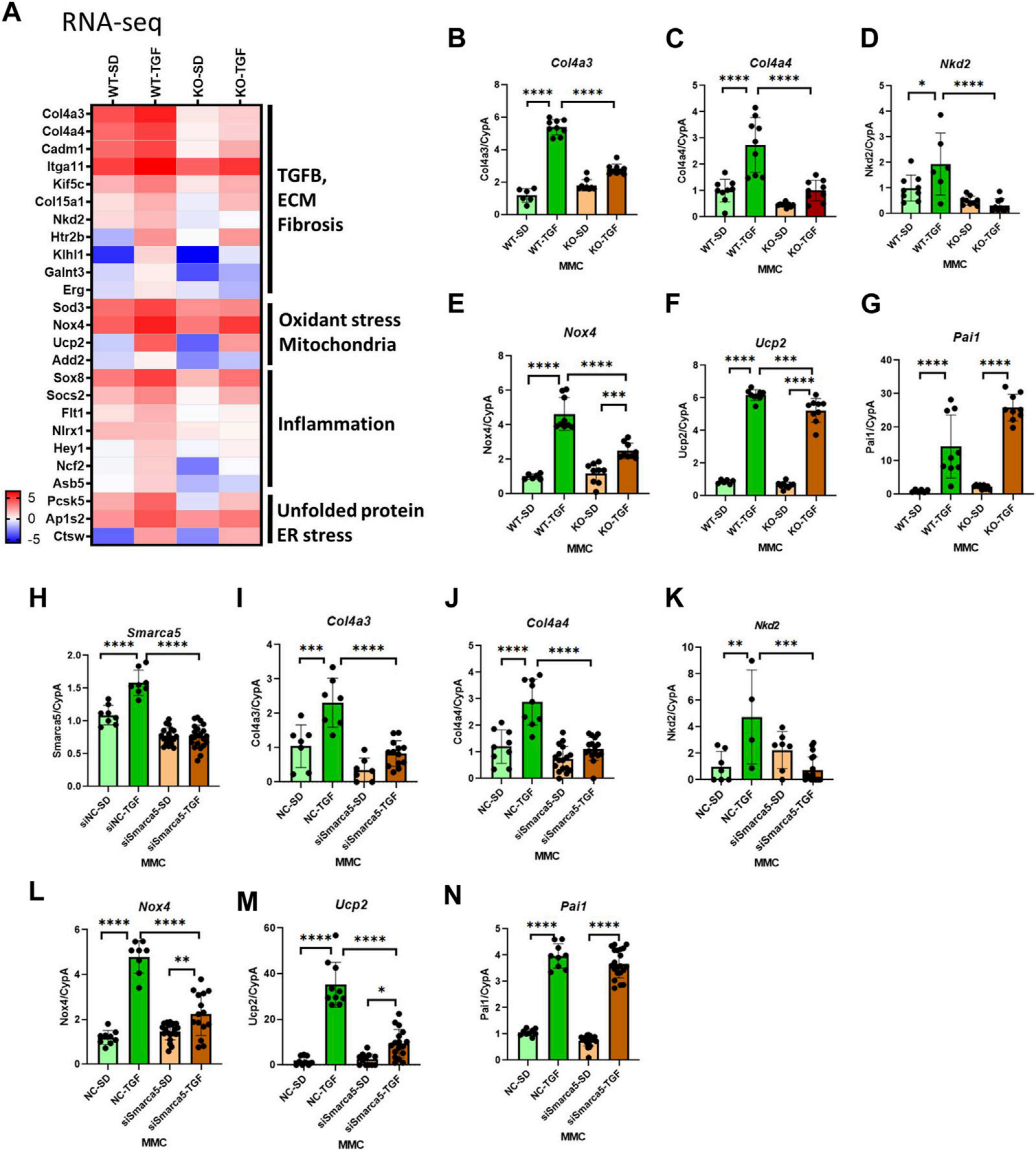
Differentially expressed candidate genes related to DKD from RNA-seq in WT and lncMGC KO5 MMC. **(A)** Heatmap (the mean of Log2RPKM from three independent samples) demonstrated genes associated with DKD among the DEGs. The changes in expression of *Col4a3, Col4a4, Ucp2, Nox4, Nkd2*, and *Pai1* were confirmed by RT-qPCR **(B–G)**. Effects of siSMARCA5 in WT MMC on the expressions of *SMARCA5* **(H)**, *Col4a3* **(I)**, *Col4a4* **(J)**, *Nkd2* **(K)**, *Nox4* **(L)**, *Ucp2* **(M)**, and *Pai1* **(N)**. Data are shown as the mean of three independent experiments calculated from triplicate qPCRs. One-way ANOVA with *post hoc* Tukey’s test for multiple comparisons; ±SEM; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; and ****p < 0.0001.

To determine if SMARCA5 is involved in the regulation of key DKD-related genes by lncMGC, we treated WT MMC with SMARCA5 siRNA (siSMARCA5) or a negative control siRNA (siNC) (Figures 3H–N). siSMARCA5 significantly decreased the expression of TGF-β-induced *Col4a3, Col4a4, Ucp2, Nkd2,* and *Nox4* in WT MMC (Figures 3H–M). However, the expression of some genes such as *Pai1* was not affected by siSMARCA5 (Figures 3N) and mirrors data in KO MMC (Figure 3G).

### 3.4 ATAC-seq analysis of WT *vs.* lncMGC-KO5 MMC suggests lncMGC may promote chromatin relaxation at TGF-β- and DKD-related genes

Because of the connection of lncMGC to nucleosome remodeling factors, we next analyzed its impacts on the chromatin structure by genome-wide mapping of chromatin accessible regions (open chromatin) using Assay for Transposase-Accessible Chromatin with high-throughput sequencing (ATAC-seq). The ATAC-seq results identified peaks at 6,919 loci in WT MMC more than KO5 MMC in the control untreated condition. After treatment with TGF-β, 3,862 loci were more accessible in WT *vs.* KO5 MMC, suggesting lncMGC can confer widespread alterations in chromatin and that this process is TGF-β sensitive. There was a significant decrease in global ATAC-peaks (intensities and average densities) from -5 kb to +5 kb at transcription start sites (TSS) in KO5 MMC compared to WT MMC in control (Figures 4A, B) and TGF-β-treated conditions (Figures 4E, F). Since histone H3K27 acetylation (H3K27ac) is a chromatin mark of active enhancers and gene expression (Creyghton et al., 2010; Kundaje et al., 2015) in parallel, we performed chromatin immuprecipitation-Seq (ChIP-seq) with the histone H3K27ac antibody (Figures 4C, D, G, H & Supplementary Figure S6). Similar to ATAC-seq, we observed significant decreases in global H3K27ac-peaks (intensities and average densities) from -5 kb to +5 kb at TSS in KO5 MMC compared to WT MMC in control (Figures 4C, D) and TGF-β-treated conditions (Figures 4G, H).

**FIGURE 4:**
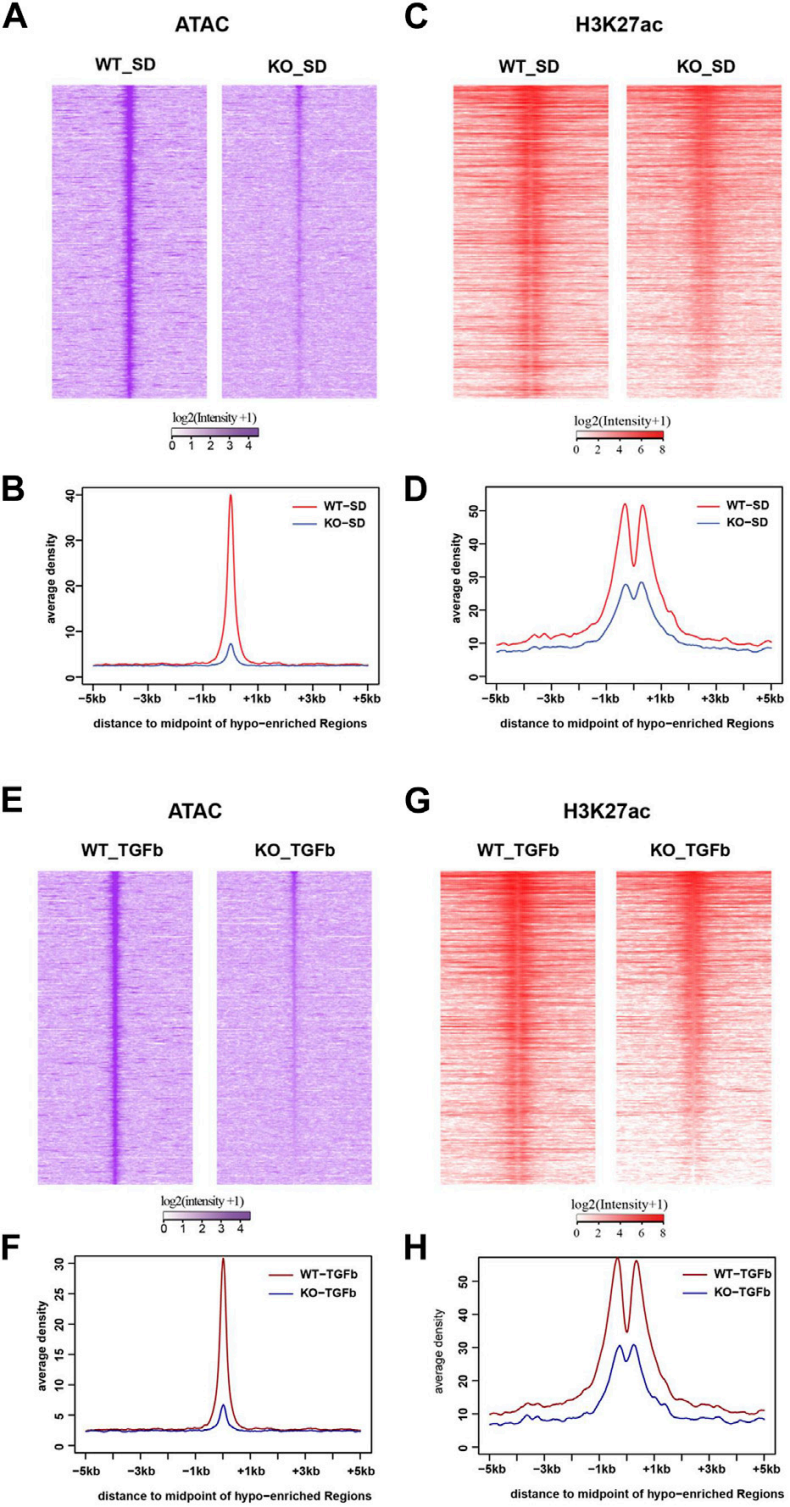
Genome-wide epigenetic regulation in WT and lncMGC KO5 MMC. **(A)**, **(B)** Global ATAC-peaks and H3K27ac peaks at TSS in KO5 MMC compared to WT MMC in the control condition **(A–D)** and TGF-β-treated condition **(E–H)**. Signal intensities, log2 (intensity+1), from upstream (-5 kb) to downstream of TTS (midpoint) of genes identified in this study **(A,C,E, and G)** and average densities are shown **(B,D,F, and H)**. Data are shown as the mean of triplicate ATAC-seq in each condition.

Heatmap ATAC-seq peak analysis indicated that gene loci involved in DKD show higher signals in WT MMC compared to lncMGC-KO5 MMC even after TGF-β treatment. Thus, lncMGC may be involved preferentially in the opening chromatin at the loci of DKD-related genes regulated by TGF-β (Figure 5A). We next checked the signals of ATAC-peaks nearby candidate genes involved in DKD (Figure 3A) and observed a significant decrease of ATAC-seq signals in KO5 MMC (Figure 5A) at genes decreased in KO5 MMC treated with TGF-β (Figure 3A).

**FIGURE 5:**
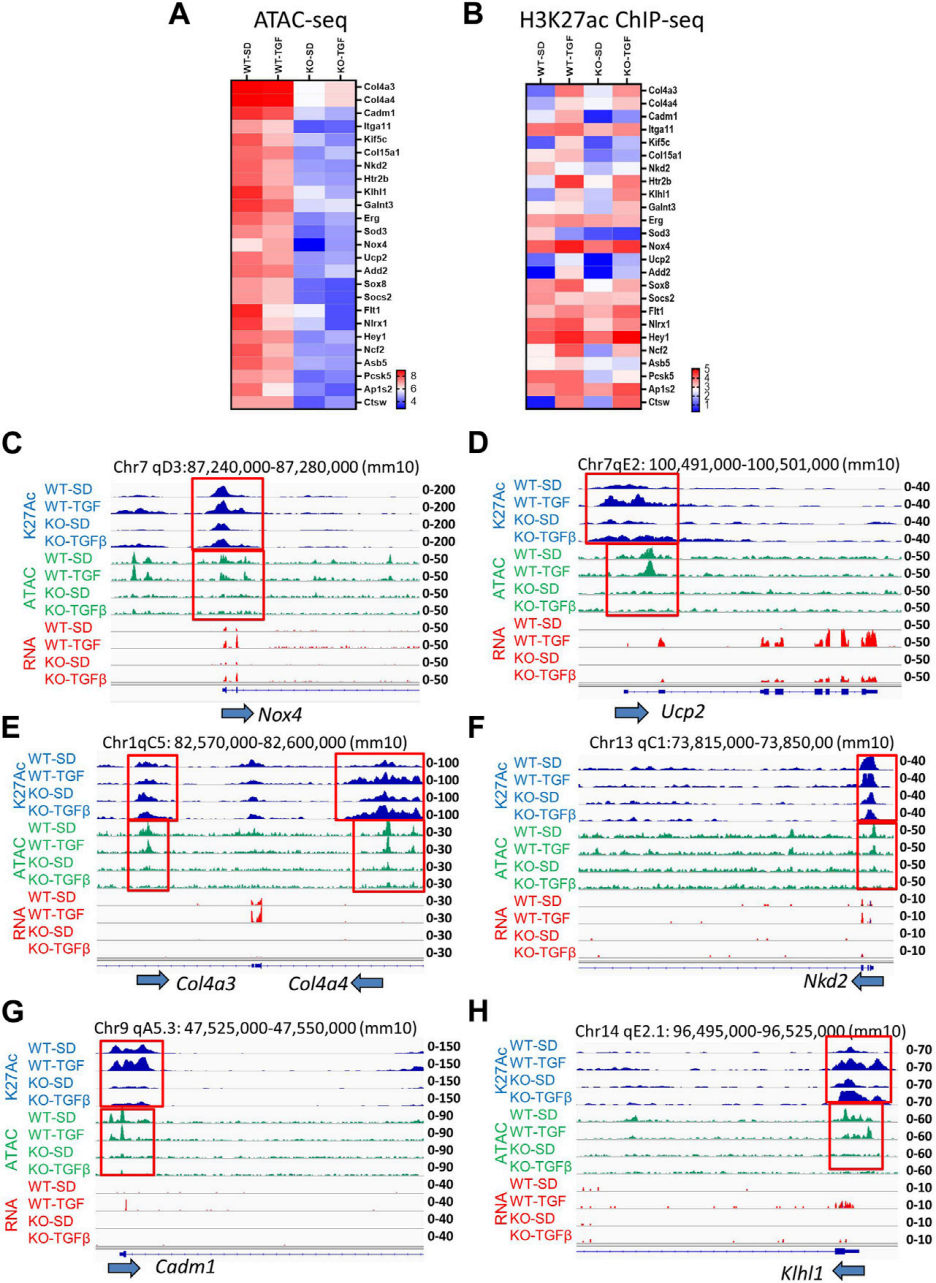
**(A)** Heatmap (the mean of Log2 reads from three independent samples) shows ATAC-seq results at candidate gene loci involved in DKD that were open in WT MMC but closed in lncMGC-KO5 MMC even in the TGF-β-treated condition. **(B)** Histone H3K27ac ChIP-seq in WT and lncMGC-KO5 MMC. Heatmap (the mean of Log2 reads from two independent samples) shows H3K27ac in gene loci involved in DKD that are open in WT MMC but closed in lncMGC-KO5 MMC even in the TGF-β-treated condition. **(C)** Genomic tracks of H3K27ac, ATAC-seq, and RNA-seq at the representative *Nox4* gene locus. The expression of *Nox4* was upregulated by TGF-β in WT MMC but this was significantly lower in KO5 MMC (RNA–seq, red). ATAC-seq tracks showing the promoter regions are open before TGF-β treatment in WT MMC but closed in KO5 MMC even after TGF-β treatment (ATAC-seq, green). H3K27ac was increased by TGF-β treatment in both WT and KO5 MMC (blue). The ATAC-peaks and H3K27ac peaks position relative to the promoter of the *Nox4* gene. **(D–H)** Similar genome tracks shown for other representative genes analyzed include *Ucp2, Col4a3, Col4a4, Nkd2* (Kuppe et al., 2021), *Cadm1* (Hagiyama et al., 2019), and *Klhl1* genes in WT and KO5 MMC (RNA-seq, red) with and without TGF-β (ATAC-seq, green). H3K27ac was increased by TGF-β treatment in both WT and KO5 MMC (blue).

We also observed H3K27ac signals at H3K27-enriched regions (H3K27ac-peaks) in the promoter or gene body of the DEGs related to DKD (Figure 3A), which also confirmed the overall correlation of H3K27ac signals with gene expression (Figure 5B) with some exceptions. H3K27ac levels were increased even in KO5 MMC treated with TGF-β. It is likely some TGF-β-regulated genes, such as *Col4a3, Col4a4, Ucp2, Nox4,* and *Nkd2,* were suppressed in KO5 cells (Figure 3A) because their chromatin was closed in the KO5 MMC (Figure 5A) even though H3K27 was acetylated (Figure 5B). Then, we more closely examined the genome tracks of RNA-seq, ATAC-Seq, and H3K27ac ChIP-seq at *Nox4(Oh et al., 2016)*, *Ucp2, Col4a3, Col4a4, Nkd2, Cadm1,* and *Klhl1* representative loci (Figures 5C–H). The expression of *Nox4* and *Ucp2* genes (associated with oxidative stress) was upregulated by TGF-β in WT MMC, but the induction was clearly lower in KO5 MMC (RNA-seq, red). 

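Nox4, on chromosome 7 of mm10 from 87244430 to 87398710, rose with TGF-β from 69.5 ± 1.92 to 219 ± 10.1 CPM (SD, n = 3) in WT MMC and from 41.3 ± 3.23 to 127 ± 2.44 CPM in the libraries labelled KO. The rise in CPM was 149.9 in WT and 85.8 in KO. On the log2 scale the fold changes were 1.66 in WT (standard error 0.0392) and 1.62 in KO (standard error 0.0444), and their difference of -0.04 was within the spread of the libraries (adjusted p = 0.734 for the interaction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its sign changed to 0.01 with a correction for GC content and to 0.02 without KO-SD replicate 1 or KO-TGF replicate 3. In level, Nox4 was lower in KO both in SD (log2 fold change -0.75, adjusted p = 8.46e-15) and in TGF (log2 fold change -0.79, adjusted p = 1.21e-17). Ucp2, on the same chromosome from 100493337 to 100499629, rose from 0.728 ± 0.165 to 27.5 ± 2.02 CPM in WT and from 0.139 ± 0.0435 to 9.33 ± 0.439 CPM in KO. Its log2 fold change was 5.22 in WT (standard error 0.125) and 6.00 in KO (standard error 0.225), and the interaction was not past the threshold (difference 0.78, adjusted p = 0.230). Ucp2 was lower in KO-SD by a log2 fold change of -2.34 (adjusted p = 2.24e-05), close to the floor of detection, and in KO-TGF by one of -1.56 (adjusted p = 4.10e-17).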

ATAC tracks showed that their promoter regions were open even before TGF-β treatment in WT MMC and closed in KO5 MMC even after TGF-β treatment (ATAC-seq, green). H3K27ac was slightly increased by TGF-β treatment in both WT and KO5 MMC (blue). IGV tracks show the overlap of H3K27ac peaks and ATAC-peaks at the *Nox4* promoter (Figure 5C), confirming ATAC-seq marks at regulatory regions. H3K27ac is an epigenetic mark of active promoters and enhancers (Creyghton et al., 2010; Kundaje et al., 2015). 

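The TGF-β response of genes related to kidney fibrosis was read in the same fit. Col4a3 had a log2 fold change with TGF-β of 1.26 in WT MMC and 0.61 in the libraries labelled KO (adjusted p = 4.45e-07 for the interaction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Col4a4 of 0.97 and 0.78 (adjusted p = 0.163). Nkd2, on chromosome 13 of mm10 from 73818534 to 73847631, rose from 7.68 ± 0.815 to 13.4 ± 0.700 CPM (SD, n = 3) in WT, a log2 fold change of 0.80. In KO it went from 2.82 ± 0.0554 to 3.66 ± 0.992 CPM, a log2 fold change of 0.38 with overlapping libraries (adjusted p = 0.0448), and this call was lost when any of several single libraries was left out, with a value of 0.17 without KO-TGF replicate 2. The interaction of Nkd2 was not past the threshold (difference -0.42, adjusted p = 0.121). Without KO-TGF replicate 2 the interactions of Nkd2 (-0.61) and Col4a4 (-0.27) were called. Cadm1, on chromosome 9 from 47530170 to 47862280, was 66.9 ± 2.99 CPM in WT-SD and 126 ± 7.31 CPM in WT-TGF, against 5.73 ± 0.305 CPM in KO-SD and 20.1 ± 1.25 CPM in KO-TGF. Its log2 fold change with TGF-β was 0.92 in WT and 1.81 in KO, a larger response in KO (difference 0.89, standard error 0.0989, adjusted p = 2.44e-08), while its level in KO-TGF was lower by a log2 fold change of -2.65 (adjusted p = 1.51e-27). Klhl1, on chromosome 14 from 96105265 to 96519034, rose from 0.181 ± 0.122 to 8.45 ± 0.971 CPM in WT and to 2.77 ± 0.801 CPM in KO, where no SD library had more than 3 counts and the rise was at least 19.3-fold. Klhl1 was lower in KO-TGF than in WT-TGF (log2 fold change -1.61, adjusted p = 2.12e-10), and its response could not be told from that of WT at this depth (adjusted p = 0.805 for the interaction).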

Genes associated with kidney fibrosis, such as *Col4a3, Col4a4, Nkd2* (Kuppe et al., 2021), *Cadm1* (Hagiyama et al., 2019), and *Klhl1*, showed similar trends (Figures 5D–H). Differentially expressed genes (upregulated by TGF-β but downregulated in KO5 MMC), such as Xylt1 (Tziastoudi et al., 2020), Pcsk5 (Petra et al., 2022), and Ap1s2 (Woroniecka et al., 2011; Zhong et al., 2013; Gong et al., 2016), also showed similar patterns in ATAC and H3K27ac (Supplementary Figure S7). 

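Xylt1, on chromosome 7 of mm10 from 117380979 to 117667630, rose from 11.0 ± 1.07 to 49.9 ± 1.45 CPM (SD, n = 3) in WT MMC and from 7.32 ± 0.480 to 29.4 ± 2.29 CPM in the libraries labelled KO. The log2 fold changes were 2.18 and 2.01, and their difference of -0.17 was not past the threshold (adjusted p = 0.285 for the interaction, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pcsk5, on chromosome 19 from 17432314 to 17837712, rose from 44.4 ± 1.62 to 154 ± 6.75 CPM in WT and from 6.03 ± 0.418 to 30.6 ± 1.88 CPM in KO, with log2 fold changes of 1.80 and 2.34 and a larger response in KO (difference 0.54, standard error 0.0914, adjusted p = 2.87e-05). Ap1s2, on chromosome X from 163908454 to 163933666, rose from 32.2 ± 1.96 to 107 ± 5.25 CPM in WT and from 31.5 ± 1.52 to 51.9 ± 2.04 CPM in KO, with log2 fold changes of 1.74 and 0.72 and a smaller response in KO (difference -1.02, standard error 0.0699, adjusted p = 7.94e-13). In KO-TGF the level was lower than in WT-TGF by a log2 fold change of -0.76 for Xylt1 (adjusted p = 5.23e-13), -2.34 for Pcsk5 (adjusted p = 1.42e-27) and -1.05 for Ap1s2 (adjusted p = 4.76e-19). Before TGF-β, Xylt1 (log2 fold change -0.59, adjusted p = 2.06e-06) and Pcsk5 (-2.88, adjusted p = 3.45e-25) were already lower in KO, whereas the Ap1s2 libraries overlapped (-0.03, adjusted p = 0.675), although a correction for GC content called Ap1s2 lower, at -0.15, and its sign changed without WT-SD replicate 1 (0.02).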

*Nlrx1* (related to mitochondrial immunity and inflammation) (Moore et al., 2008; Tattoli et al., 2008; Arnoult et al., 2009; Nagai-Singer et al., 2019) showed significantly lower expression and ATAC-peaks in KO5 MMC (Supplementary Figure S8). This was in line with a more closed chromatin in KO5 MMC and in parallel significantly lower expression of *Nlrx1,* despite relatively high levels of H3K27ac. These results support the notion that the chromatin status dictates the expression of the TGF-β-regulated genes more than H3K27ac. Yet, other genes, such as *Pai1, Ctgf,* and *Il11,* showed high expression in KO5 MMC treated with TGF-β like WT, suggesting not all genes regulated by TGF-β are similarly regulated by lncMGC (Supplementary Figure S9A–S9C).

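Nlrx1, on chromosome 9 of mm10 from 44252713 to 44268599 on the minus strand, was 14.1 ± 0.731 CPM (SD, n = 3) in WT-SD and 5.91 ± 0.655 CPM in the libraries labelled KO-SD, a log2 fold change of -1.26 (standard error 0.0991, adjusted p = 2.56e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After TGF-β it was 13.2 ± 1.51 CPM in WT and 4.63 ± 0.559 CPM in KO, a log2 fold change of -1.51 (standard error 0.110, adjusted p = 5.06e-13). The WT libraries with and without TGF-β overlapped (log2 fold change -0.10, adjusted p = 0.273), although scaling by library size alone called this decrease, at -0.26. In KO the change with TGF-β was -0.35 on the log2 scale (adjusted p = 0.0165), and the call was lost without KO-SD replicate 2 or KO-TGF replicate 3.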

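Ctgf, listed in the counts as Ccn2, rose with TGF-β by a log2 fold change of 2.36 in WT MMC and 2.25 in the libraries labelled KO and did not differ between KO-TGF and WT-TGF (log2 fold change 0.02, standard error 0.0250, adjusted p = 0.489 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a value that became -0.10 with scaling by library size alone. The difference in response of -0.11 (adjusted p = 0.0230) was not called with DESeq2, at -0.08, or with the likelihood ratio test. Its call was also lost without KO-SD replicate 1, WT-SD replicate 1, WT-TGF replicate 1 or any one of the KO-TGF replicates, with values of -0.064 without KO-SD replicate 1 or KO-TGF replicate 3 and -0.065 without KO-TGF replicate 2. Il11 rose from 1.27 ± 0.255 to 62.6 ± 2.92 CPM (SD, n = 3) in WT and from 1.25 ± 0.169 to 55.7 ± 1.11 CPM in KO. Its responses, 5.62 and 5.48 on the log2 scale, did not differ beyond the spread of the libraries (adjusted p = 0.721), and its level in KO-TGF was lower by a log2 fold change of -0.17 (standard error 0.0444, adjusted p = 0.00213).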

### 3.5 lncMGC regulates its own promoter

Interestingly, the promoter region of lncMGC showed ATAC-peaks in WT MMC even before treatment of TGF-β, but very low ATAC-peaks in KO5 MMC even after TGF-β treatment (Figure 6A and Supplementary Figure S10). TGF-β increased H3K27ac in WT but not in KO cells (Figure 6A). Therefore, an open chromatin status also appears critical for the expression of lncMGC.

**FIGURE 6:**
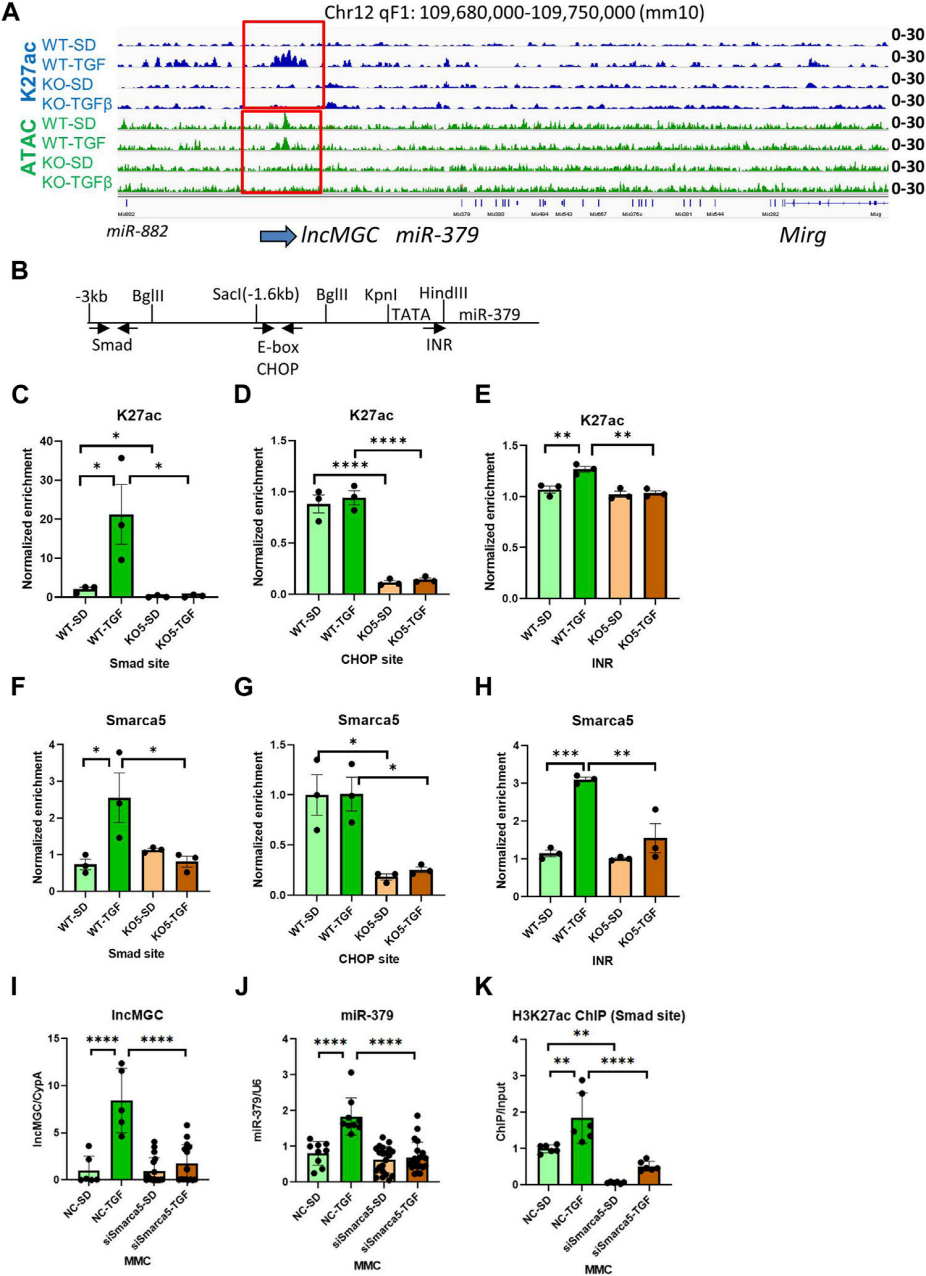
Autoregulation of lncMGC expression. **(A)** H3K27ac at TSS of lncMGC shows clear increase in WT MMC treated with TGF-β but no increase in KO5 MMC under basal or TGF-β-treated conditions. ATAC-seq tracks show a decrease of ATAC-peaks at TSS of lncMGC in KO5 MMC compared to WT MMC in control and TGF-β-treated conditions. **(B)** Schematic of the genomic region of the promoter of mouse lncMGC/miR-379 cluster depicting Smad and CHOP binding sites and INR (TSS). Arrows indicate positions of PCR primers for Smad and CHOP sites. The arrow (INR) shows the position of INR. **(C–H)** H3K27ac and SMARCA5 enrichment (ChIP assays) increased by TGF-β in WT MMC at the lncMGC promoter Smad binding site and initiator (INR) site also known as the transcription start site. However, such an increase was not detected in lncMGC-KO5 MMC, suggesting lncMGC regulation of its own promoter. **(I–K)** Effects of siSMARCA5 on the expression of lncMGC **(I)**, miR-379 **(J)**, and H3K27ac at the Smad site of the lncMGC promoter **(K)**. Data are shown as the mean of three ChIP experiments calculated by triplicate qPCRs each. One-way ANOVA with *post hoc* Tukey’s test for multiple comparisons; ±SEM; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; and ****p < 0.0001.

Previously, we identified Smad and CHOP binding sites in the promoter of lncMGC (Kato et al., 2016). Thus, we determined H3K27ac enrichment at these transcription factor binding sites by ChIP-qPCR (Figures 6B–E). Interestingly, H3K27ac levels were increased at the Smad site and initiator (INR, TSS) in WT MMC treated with TGF-β, while no changes were detected in KO5 MMC, again confirming the loss of TGF-β response in the KO5 MMC (Figures 6B–E). TGF-β treatment of WT and KO5 MMC did not alter K27ac enrichment at the CHOP binding site, although levels were significantly lower in untreated KO cells *vs.* WT MMC. These results suggest that lncMGC regulates its promoter.

Given that SMARCA5 is an lncMGC-interacting protein, we performed ChIP assays to determine SMARCA5 enrichment at the Smad and CHOP sites in the lncMGC promoter. SMARCA5 enrichment was increased in WT MMC treated with TGF-β at the Smad site and INR (Figures 6F, H), but not in KO5 MMC even after TGF-β treatment, confirming our finding of increased K27ac at the lncMGC promoter in WT MMC treated with TGF-β but not in KO5 MMC (Figure 6A). At the CHOP site, SMARCA5 binding was decreased in KO5 MMC compared to WT MMC, and TGF-β treatment did not alter SMARCA5 change in either cell type (Figure 6G). Furthermore, the expression of lncMGC and miR-379, as well as the enrichment of H3K27ac at the Smad site in the lncMGC promoter, was significantly increased by TGF-β in siNC-treated control cells but significantly reduced in MMC treated with siSMARCA5 (Figures 6I–K). These results demonstrate that the chromatin around the lncMGC promoter is closed in KO cells and this is accompanied by lower H3K27ac levels and lower expression of lncMGC (and miR-379). These data suggest that lncMGC may regulate its own promoter and other target loci regulated by SMARCA5. Nucleosome remodelers such as SMARCA5 may be recruited to the lncMGC promoter through the interaction with lncMGC RNA to subsequently alter the chromatin structure.

### 3.6 lncMGC regulates neighboring genes

Several transcripts are mapped close to the lncMGC locus, prompting a closer look at ATAC-peaks from *Dlk1* to *Rian* (Figure 7A). Interestingly, several adjacent genes *(Dlk1, Meg3, Rian, and Mirg)* were significantly decreased in KO5 MMC compared to WT MMC (Figures 7B–E). Also, ATAC-peaks at these neighboring transcripts (*Dlk1, Meg3,* and *Rian*) were reduced in KO5 MMC compared to WT MMC, regardless of TGF-β treatment (Figure 7F). These results suggest that lncMGC KO affects the chromatin structures of neighboring genes. Similar to the lncMGC promoter, the chromatin of neighboring regions of lncMGC was open in WT MMC before TGF-β treatment but closed in KO5 MMC even after TGF-β treatment. In addition, the expression of neighboring genes (*Dlk1, Meg3, Rian,* and *Mirg*) was significantly decreased in WT MMC treated with siSMARCA5, although they were significantly increased by TGF-β in siNC control-treated cell (Figures 7G–J). These results support that SMARCA5 (opening chromatin) is essential to induce TGF-β-regulated genes including neighboring genes, and that its interaction with lncMGC RNA may enhance the opening of chromatin and the expression of neighboring genes and its promoter (Figure 7A). Hi-C and Virtual 4C data (http://3dgenome.fsm.northwestern.edu/virtual4c.php) support the interactions from the human DLK1 region to the lncMGC region (Supplementary Figure S11A, S11B). Overall, these results demonstrate the regulation of neighboring genes by lncMGC through DNA/DNA and DNA/RNA interactions.

**FIGURE 7:**
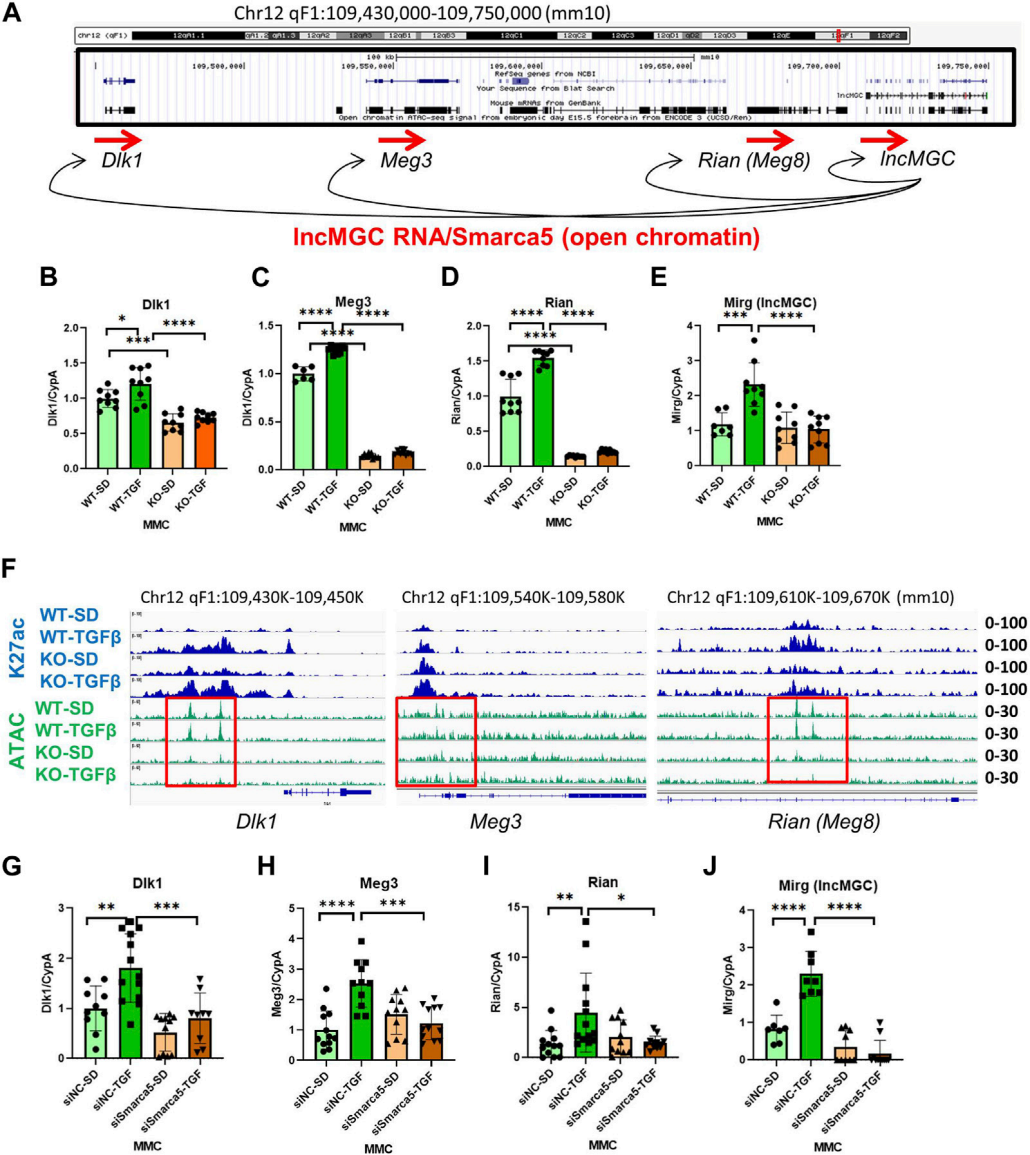
Effects of lncMGC deletion and SMARCA5 siRNA (siSMARCA5) on lncMGC neighboring genes. **(A)** Genomic structure of the Dlk1-lncMGC region and a proposed model of regulation of neighboring genes by lncMGC RNA through SMARCA5. **(B–E)** Expression levels (RT-qPCR) of lncMGC neighboring genes (*Dlk1, Meg3, Rian,* and *Mirg*) in KO5 MMC compared to WT MMC. (F) ATAC-seq and H3K27 ChIP-seq tracks in WT and lncMGC KO5 MMC showed changes at the TSS of lncMGC in KO5 MMC compared to WT MMC in control and TGF-β-treated conditions. ATAC-peaks at the TSS of lncMGC adjacent transcripts (*Dlk1, Meg2,* and *Rian*) are shown in KO5 MMC compared to WT MMC in control conditions and TGF-β-treated conditions. The positions of ATAC-peaks (green) are the same as those of H3K27ac (blue), suggesting those sites are critical for the expression of these genes. **(G–J)** Effects of siSMARCA5 in WT MMC on *Dlk1* **(G)**, *Meg3* **(H)**, *Rian* **(I)**, and *Mirg* **(J)**. Data are shown as the mean of three independent experiments calculated from triplicate qPCRs. One-way ANOVA with *post hoc* Tukey’s test for multiple comparisons; ±SEM; *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; and ****p < 0.0001.

### 3.7 Motif analysis

As shown previously, not all DKD-related genes were regulated by lncMGC. To investigate the differences between regulated and unregulated lncMGC genes, we explored enriched motifs at ATAC-peaks and differentially expressed genes. Based on differential ATAC-peaks (Figures 8A–C), Smad binding sites were significantly higher in WT MMC treated with TGF-β (Figure 8A), in line with the fact that Smad proteins transduce TGF-β signaling (Massague et al., 2005; Kato and Natarajan, 2014; Meng et al., 2016; Kato and Natarajan, 2019). Smad motifs were also lower in KO5-TGF compared to WT-TGF (Figure 8B). This is in line with our observation that the promoter regions of key TGF-β-regulated genes were closed in KO5 MMC. Zinc finger (ZF), ZBTB26 (ZF and BTB domain 26), sites were increased in WT-TGF compared to WT-SD (Figure 8A). ZF, ZBTB32 (ZF and BTB domain 32), sites were less enriched in KO-TGF compared to WT-TGF MMC (Figure 8B). Interestingly, AT-rich sequences (ARID3b) were also lower in KO-SD *vs.* WT-SD (Figure 8C). Nucleosome remodelers have AT-rich interacting domains (ARIDs) (Becker and Hörz, 2002) and, thus, may be recruited to AT-rich sequences at ATAC-peaks. Based on DEG analysis (Supplementary Tables S1–S4), ZF sites and Smad motifs were enriched in certain genes that were increased in WT MMC treated with TGF-β (Supplementary Table S1). 

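At the thresholds given for the motif analysis, fold change >1.5 and unadjusted p below 0.005, 1069 genes were higher and 1441 lower in WT-TGF than in WT-SD among the 11530 genes tested with edgeR's quasi-likelihood test. No filter on low expression moved these numbers most, to 1403 higher and 2049 lower, and scaling by library size alone gave 751 higher and 2047 lower. The motif search itself was not repeated here.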

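With fold change >1.5 and unadjusted p below 0.005, 656 genes were higher and 713 lower in the libraries labelled KO-SD than in WT-SD, and 438 were higher and 965 lower in KO-TGF than in WT-TGF (edgeR's quasi-likelihood test). With library size alone as the scaling, the numbers in TGF were 304 higher and 1231 lower. Between KO-TGF and KO-SD, 1116 genes were higher and 1860 lower.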

Interestingly, ZF motifs were also enriched in the downregulated genes in KO5 MMC compared to WT MMC (both in untreated and TGF-β conditions) (Supplementary Table S2–S4). These data suggest that the lncMGC-SMARCA5 complex may be preferentially recruited to the ZF, ARID, and Smad sites and facilitate chromatin opening and expression of the associated TGF-β-regulated genes (Figure 8D).

**FIGURE 8:**
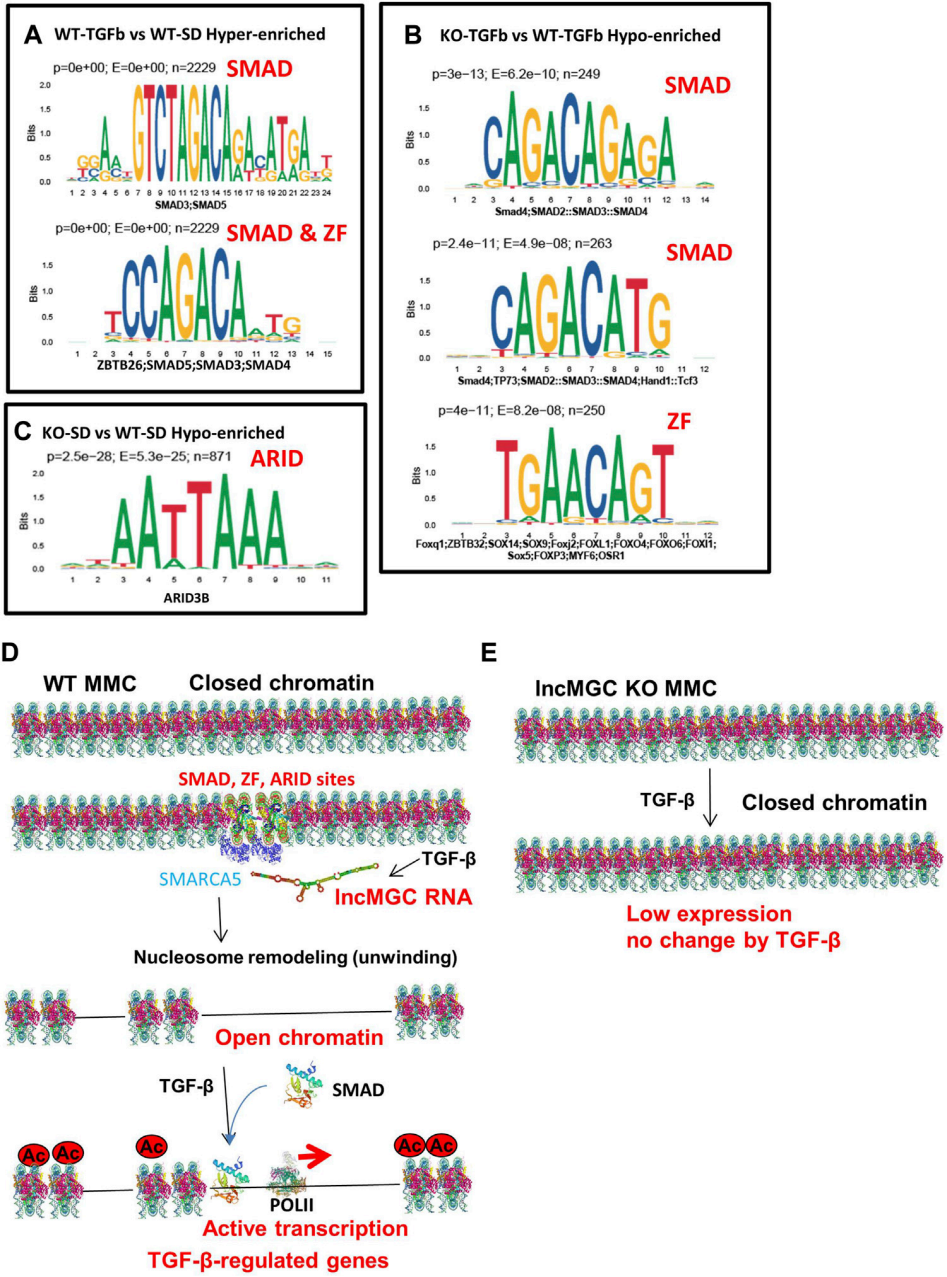
Motif analyses and proposed mechanism by which lncMGC and SMARCA5 regulate DKD-related genes by TGF-β. **(A–C)** Motif analysis (based on differential ATAC-peaks) of WT-TGFb *vs.* WT-SD Hyper (*p* < 0.0001 and enrichment >2) **(A)**, and KO-TGFb *vs.* WT-TGFb Hypo (*p* < 0.0001 and enrichment >2) **(B)** and KO-SD *vs.* WT-SD hypo (*p* < 0.0001 and enrichment >2) **(C)**. **(D)** Proposed mechanisms of gene regulation by lncMGC mediated by SMARCA5. The promoters of TGF-β-regulated genes are open through Smad and ZF ARID sites even before TGF-β treatment. TGF-β-regulated genes are upregulated by the recruitment of Smad at open chromatin regions. **(E)** In the absence of lncMGC, the promoters of TGF-β-regulated genes are closed even after TGF-β treatment, and their expression is not increased even with promoter acetylation or TGF-β treatment. Interaction of lncMGC RNA with nucleosome remodelers can enhance the gene expression through the opening of chromatin at the promoter regions of TGF-β-regulated genes.

### 3.8 ZF and ARID motif in the lncMGC DNA sequence

We also examined transcription factor (TF) motifs in the lncMGC DNA sequence and found ZF motifs (GGT/GGG/CCC/ACC repeats) and AT-rich motifs in both human and mouse lncMGC genes (Supplementary Figures S12A, S12B). Interestingly, the sequence that was deleted in lncMGC-KO5 *vs.* WT contains such important ZF and AT-rich motifs (Supplementary Figures S12C–S12E). This further supports the notion that such motifs in the lncMGC may be critical for recruiting SMARCA5 to specific binding sites (ZF and ARID) on target genes.

## 4 Discussion

Herein, we identified nucleosome remodelers, including SMARCA5, as lncMGC-interacting proteins. These chromatin remodeling factors belong to the SWI/SNF protein complex, which has an ATPase/helicase domain and participates in unwinding DNA, RNA, and nucleosomes to relax chromatin (Clapier et al., 2017). As our data showed lncMGC interacts with several nucleosome remodelers, lncMGC may regulate the chromatin structure through the SMARC family proteins (and other remodelers) to enhance gene expression. Since open chromatin can maintain the active expression of DKD-related genes (Kato et al., 2013; Kato and Natarajan, 2019), nucleosome remodelers and their interactions with lncRNAs such as lncMGC may play important roles in the regulation of such genes in the pathogenesis of DKD. STRING DB also identified nucleosome remodelers as mouse lncMGC RNA-interacting proteins. The function of lncMGC RNA may be conserved between species from human to mouse.

H3K27ac and SMARCA5 enrichments were increased at the Smad site and initiator site (INR, TSS) of the lncMGC promoter in WT MMC treated with TGF-β but unchanged in KO5 MMC (Figures 6B–E). H3K27ac at the CHOP site in KO5 MMC was lower compared to WT MMC. These results suggest that lncMGC regulates its promoter. Promoter SMARCA5 enrichment was increased in WT MMC treated with TGF-β and unchanged in TGF-β-treated KO5 MMC even after TGF-β treatment (Figures 6F–H). siSMARCA5 reduced TGF-β induced expression of lncMGC and miR-379 and also H3K27ac levels at the lncMGC promoter Smad site (Figures 6I–K), suggesting that SMARCA5 is recruited to the lncMGC promoter through the interaction with lncMGC RNA to promote chromatin structure opening (Figure 8D).

Interestingly, ATAC-seq showed that the promoter region of lncMGC was constitutively open in WT MMC but closed in KO5 MMC, even after treatment with TGF-β (Figure 6A and Supplementary Figure S10). Therefore, an open chromatin is likely critical for the expression of lncMGC, and TGF-β may increase H3K27ac at lncMGC Smad and INR sites through SMARCA5 recruitment. It is reasonable to conjecture that SMARCA5 unwinds histone structures at the promoter region of lncMGC. Smad and INR sites may create a loop structure at the lncMGC promoter to enhance chromatin remodeling and the expression of lncMGC (autoregulation). Because KO5 MMC did not show increases of H3K27ac and SMARCA5 enrichment by TGF-β treatment, lncMGC RNA may play a critical role to unwind histone structures by recruiting SMARCA5 in *cis* (at lncMGC loci). On the other hand, because the 5’ region of lncMGC was also deleted in lncMGC-KO5 MMC, we cannot totally rule out the possibility that the genomic change (deletion) in lncMGC-KO5 MMC caused the reduced expression of lncMGC.

ATAC-seq also demonstrated that the chromatin structure of transcripts adjacent to lncMGC (*Dlk1, Meg3,* and *Rian*) were similarly changed; that is, peaks were reduced in KO5 MMC compared to WT MMC in control and TGF-β-treated conditions (Figure 7). Publicly available HiC data demonstrated interactions from *DLK1* to the lncMGC region (Supplementary Figure S11), perhaps through DNA/DNA and DNA/RNA interactions. More interestingly, ATAC-seq showed that numerous TGF-β-responsive genes were regulated in the same fashion. Their expression was reduced in lncMGC KO or SMARCA5 knockdown (KD with siRNA) MMC and their chromatin state was open prior to TGF-β treatment in WT MMC but closed in TGF-β-treated KO5 MMC. This suggests that lncMGC–SMARCA5 interaction facilitates chromatin opening and promotes the expression of TGF-β-responsive genes and effects are lost in lncMGC KO cells (Figures 8D,E). Other DKD-related genes such as *Col4a3, Col4a4, Ucp2, Nkd2,* and *Nox4* were also downregulated in lncMGC KO MMC or SMARCA5 KD MMC (Figure 3). Such genome-wide effects on gene expression (especially in pro-fibrotic genes) were also observed by the antisense oligonucleotide (ASO) inhibitor (GapmeR) of lncMGC in our previous study (Kato et al., 2016), although the results in the current KO5 MMC showed clearer conclusion possibly because ASO cannot shut down gene expression completely. Therefore, lncMGC may have widespread functions in DKD-related gene expression through interactions with nucleosome remodelers such as SMARCA5 (Figures 8D, E).

Motif analysis suggested that Smad, ZF, and AT-rich sites were enriched in ATAC-seq peaks and DEGs between WT and KO MMC (Figures 8A–C, Supplementary Table S1–S4). This could be predicted given that Smad proteins are major canonical signal transducers of TGF-β signaling (Massague et al., 2005; Kato and Natarajan, 2014; Meng et al., 2016; Kato and Natarajan, 2019). Nucleosome remodelers have ARID domains (Becker and Hörz, 2002) and may be recruited to AT-rich sequences at the ATAC-peaks. Interestingly, the sequence that was deleted in lncMGC to obtain lncMGC-KO5 MMC included such ZF and ARID consensus sequences. Thus, the lncMGC-SMARCA5 complex may be preferentially recruited to such specific sites (Smad, ZF, and ARID) to enhance chromatin opening and the expression of TGF-β-regulated genes (Figure 8D). ZF and ARID sequences in lncMGC may, in turn, also assist in the recruitment of lncMGC-SMARCA5 to such specific sites through DNA/RNA or DNA/DNA interactions. As reported previously, the abundance of lncMGC RNA is relatively low (∼six copies/cell even in the TGF-β or HG condition) (Kato et al., 2016). However, a significant increase of lncMGC RNA by TGF-β may be enough for the genome-wide effects, and such low abundance may also be important for the regulation of gene expression at specific sites because the specificity might be lost if it is in abundance.

Interestingly, we found that overlaps of ATAC-peaks and CpG islands in upenriched ATAC peak sites in KO MMC (KO > WT) were significantly greater than those in downenriched ATAC-peak sites (KO < WT) in KO MMC (Supplementary Figure S13A). These results suggest that lncMGC may also mediate gene expression through CpG islands and ZF transcription factors and that lncMGC may preferentially open chromatin at non-CpG island regions but close chromatin at CpG island regions (Supplementary Figure S13B). The reanalysis of publicly available metadata (N = 33605) on DNA methylation associated with kidney function and damage suggested a negative association of eGFR with DNA methylation at key CpGs in the lncMGC loci (Supplementary Table S5) (Schlosser et al., 2021). The same report showed that the top two eGFR-associated CpGs were at the genes encoding the ZF proteins ZNF788 and JAZF1 (Schlosser et al., 2021). These data also support our results showing ZF sites were enriched at DEGs between WT and KO MMC (Supplementary Table S1–S4). Moreover, we observed KRAB-associated protein 1 (KAP1) was also an lncMGC-interacting protein (Figure 1C). The affinity of lncMGC to KAP1 is almost the same as that reported for non-coding 7SK RNA (McNamara et al., 2016) (Figure 1D). KAP1 interacts with KRAB-ZFPs and is known to be a transcriptional corepressor associated with DNA methylation and imprinting (Schultz et al., 2002; Groner et al., 2010; Yang et al., 2017). Hence, lncMGC-RNA-KAP1-ZFP may play a putative role in maintaining repressed chromatin structures in the regulation of DKD-related and TGF-β-regulated genes downregulated by lncMGC. This also supports the possibility of autoregulation of the lncMGC region by DNA methylation and KAP1 associated with lncMGC RNA, although more work is needed to verify these mechanisms.

In summary, using an integrative Omics coupled with mechanistic studies, we found that lncMGC regulates TGF-β-responsive genes, including fibrotic, inflammatory, and mitochondrial metabolic genes, via nucleosome remodelers which alter the chromatin status to a more accessible configuration. As the inhibition of lncMGC ameliorated DKD-related features in mouse models (Kato et al., 2016), targeting lncRNA-interacting nucleosome remodelers such as SMARCA5 may also be tested as potential new therapeutics for DKD in the future.

## Data Availability

All sequencing datasets generated in this study have been deposited into NCBI Gene Expression Omnibus repository, GEO (https://www.ncbi.nlm.nih.gov/geo/) with GEO numbers, GSE229686, GSE229687, GSE229688, GSE229689.

# Supplementary material for: Long non-coding RNA lncMGC mediates the expression of TGF-β-induced genes in renal cells via nucleosome remodelers
**Source:** Front Mol Biosci. 2023 May 30;10:1204124. doi: 10.3389/fmolb.2023.1204124
**Supplement:** Supplementary file 1

## **Supplementary Information**

### **Long noncoding RNA IncMGC mediates the expression of TGF- $\beta$ -induced genes in renal cells via nucleosome remodelers**

Mitsuo Kato<sup>1</sup>, Zhuo Chen<sup>1</sup>, Sadhan Das<sup>1,2</sup>, Xiwei Wu<sup>3</sup>, Jinhui Wang<sup>3</sup>, Arthur Li<sup>3</sup>, Wei Chen<sup>3</sup>, Walter Tsark<sup>4</sup>, Ragadeepthi Tunduguru<sup>1</sup>, Linda Lanting<sup>1</sup>, Mei Wang<sup>1</sup>, Roger Moore<sup>5</sup>, Markus Kalkum<sup>5</sup>, Maryam Abdollahi<sup>1</sup>, and Rama Natarajan<sup>1</sup>

<sup>1</sup>Department of Diabetes Complications and Metabolism, Arthur Riggs Diabetes & Metabolism Research Institute, Beckman Research Institute of City of Hope, 1500 E. Duarte Rd, Duarte, CA 91010, USA, <sup>2</sup>Department of Biological Sciences, Indian Institute of Science Education and Research (IISER) Mohali, Knowledge City, Sector 81, SAS Nagar, Mohali, Punjab 140306, India, <sup>3</sup>Integrative Genomics Core, Beckman Research Institute of City of Hope, 1500 E. Duarte Rd, Duarte, CA 91010, USA. <sup>4</sup>Transgenic Mouse Facility, Center for Comparative Medicine, Beckman Research Institute of City of Hope, 1500 E. Duarte Rd, Duarte, CA 91010, USA. <sup>5</sup>Department of Immunology & Theranostics, Arthur Riggs Diabetes & Metabolism Research Institute, Beckman Research Institute of City of Hope, 1500 E. Duarte Rd, Duarte, CA 91010, USA.

Mitsuo Kato, PhD

#### **Department of Diabetes Complications and Metabolism**

Arthur Riggs Diabetes & Metabolism Research Institute

Beckman Research Institute of the City of Hope

A)

Chr14 q32.2: 101,020,000-101,075,000 (hg38)

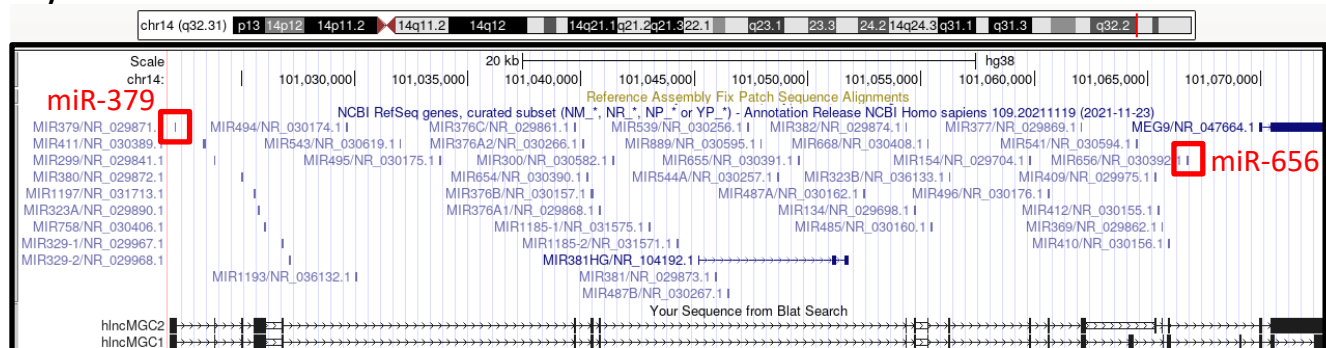

Human IncMGC

Chr14 q32.2: 101,021,800-101,022,400 (hg38)

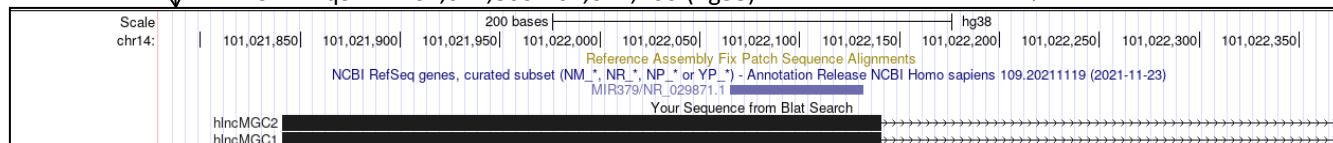

```

AGTCTTTCCAAGTTGACATGGCCTTCC
TGGAGGAATTACCACTTAGGGTAGAGG
CACCCCTTCCCCCATCAATGCCACTGC
CCCACATTGGAGGAGGGGTTGTTATG
TTCACCATGTGCCTGCTTCCAATGCCA
AATCCAGCCTCAGAAAGCTTTCTGGAA
GTGACGCCAACTTCAGGGGCAAGGCC
CTGTTTCTGGGGTCAGCACCATTCCGT
GTTTCC
  
```

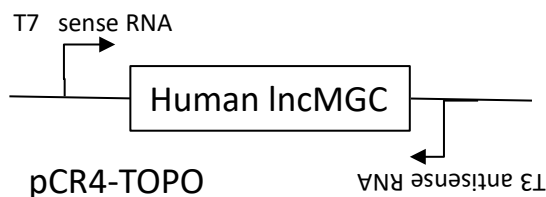

B)

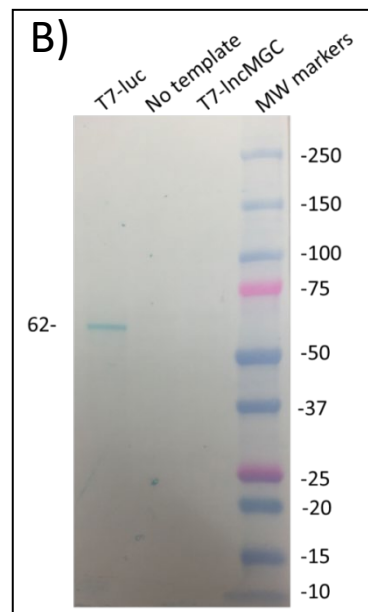

C)

chr14:100,700,894-102,100,398 (hg38)

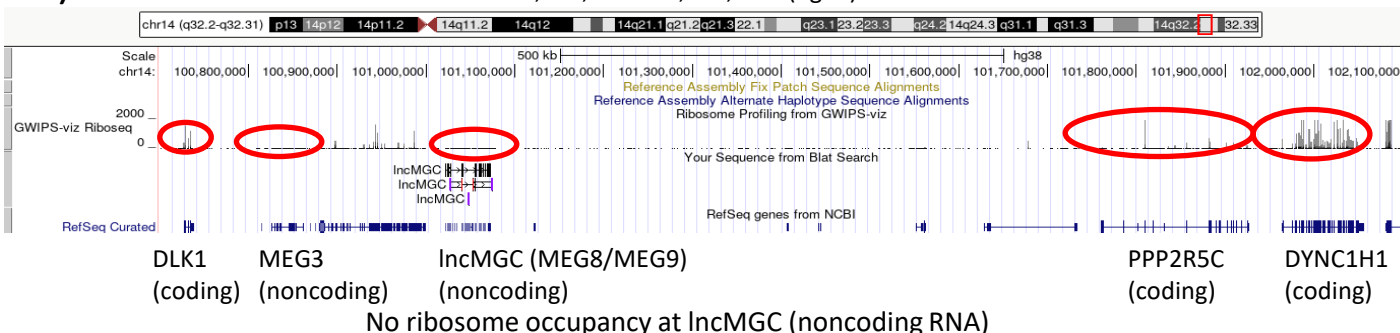

**Supplementary Figure 1. Human lncMGC and screening of human lncMGC-interacting proteins.** A, Genomic structure of human lncMGC (hlncMGC; GenBank MW802746 & MW802747) which covers miR-379 miRNA cluster from miR-379 (most 5') to miR-656 (most 3') on human Chromosome 14q32.2. hlncMGC (GenBank MW802745) was cloned into the pCR4-TOPO expression vector (ThermoFisher Scientific) by using T7 or T3 promoter in the plasmid to express sense or antisense hlncMGC RNA. B, No protein from hlncMGC RNA was detected (T7-lncMGC) although luciferase protein was detected from luc-RNA (T7-luc, positive control ). C, Ribosome occupancy (GWIPS-viz, <https://gwips.ucc.ie/>) at the lncMGC locus . Very low or no ribosome occupancy was detected at lncMGC and also other noncoding RNA regions (MEG3) although significant ribosome occupancy was detected at coding regions (DLK1, PPP2R5C and DYNC1H1).

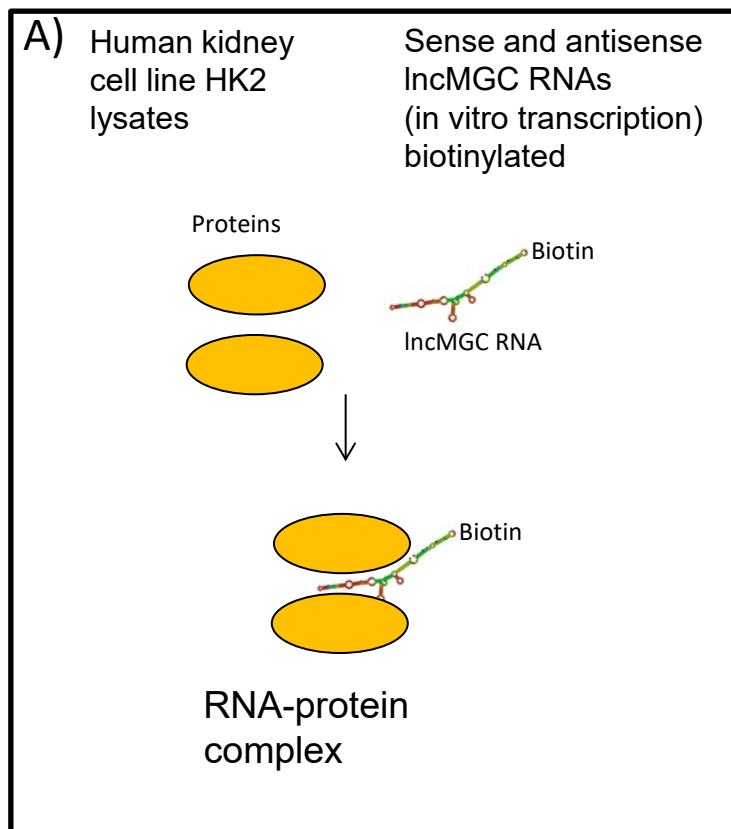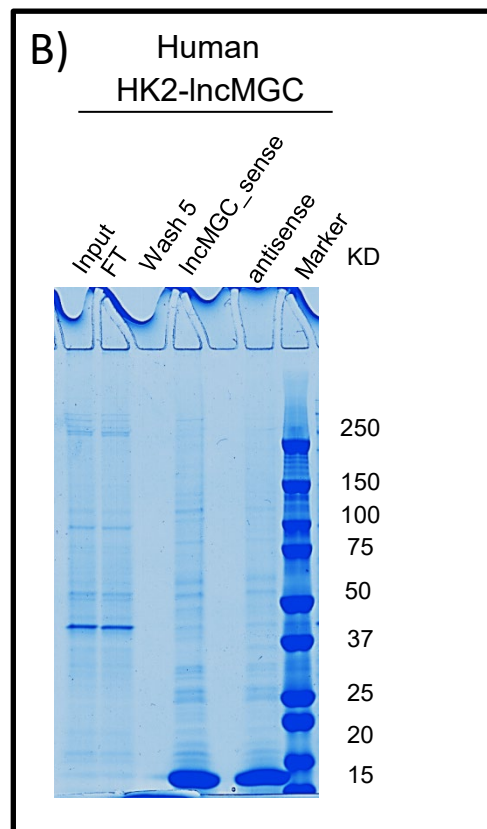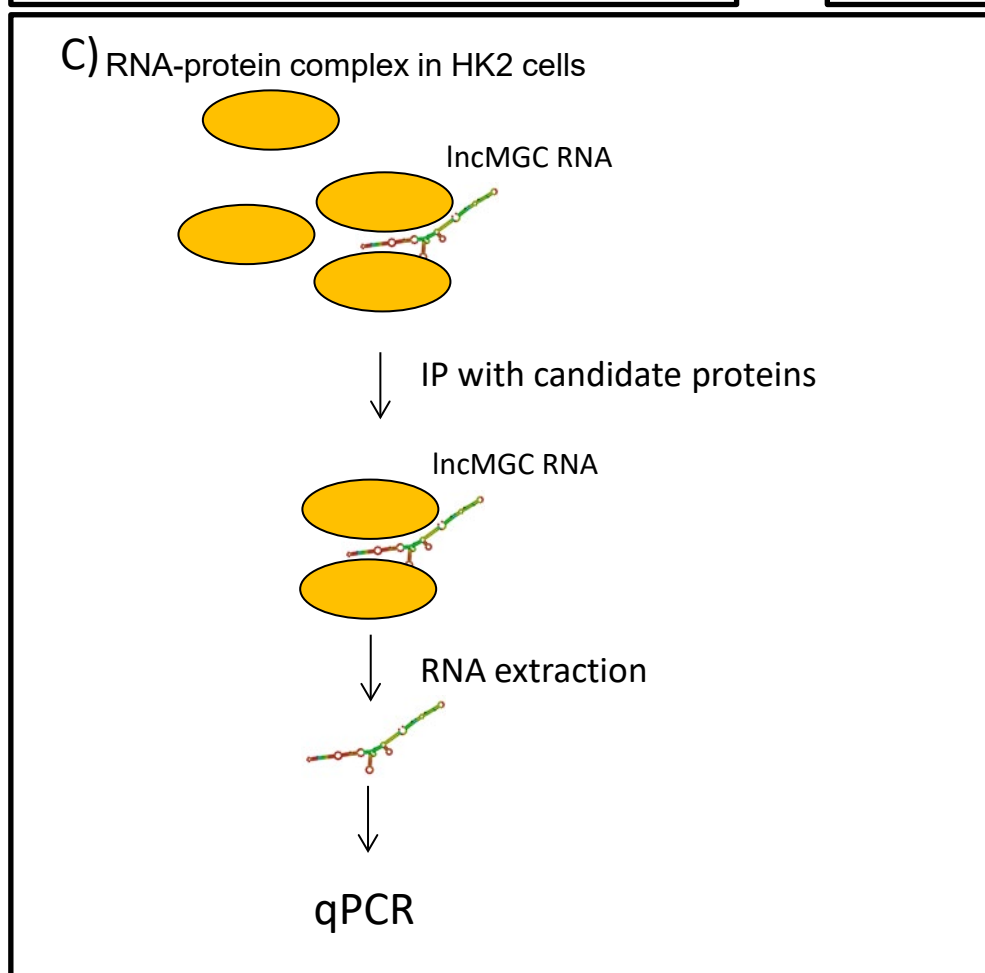

**Supplementary Figure 2. Identification of lncMGC-interacting proteins by Mass spec.**

A, *In vitro* transcribed biotinylated hIncMGC RNAs (sense and antisense) were mixed with human kidney cell (HK2) lysate and RNA-protein complexes were isolated. B, Isolated proteins were separated in SDS-PAGE gel and subjected to Mass Spectrometry. C, Confirmation of lncMGC interaction with candidate proteins. Interaction of lncMGC and candidate proteins in HK-2 cells was confirmed by immunoprecipitation (IP) with antibodies to the candidate interacting proteins followed by RT-qPCR.

A)

## Mouse IncMGC

Suppl.Fig.3

Chr12 qF1:109,708,800-109,750,000 (mm10)

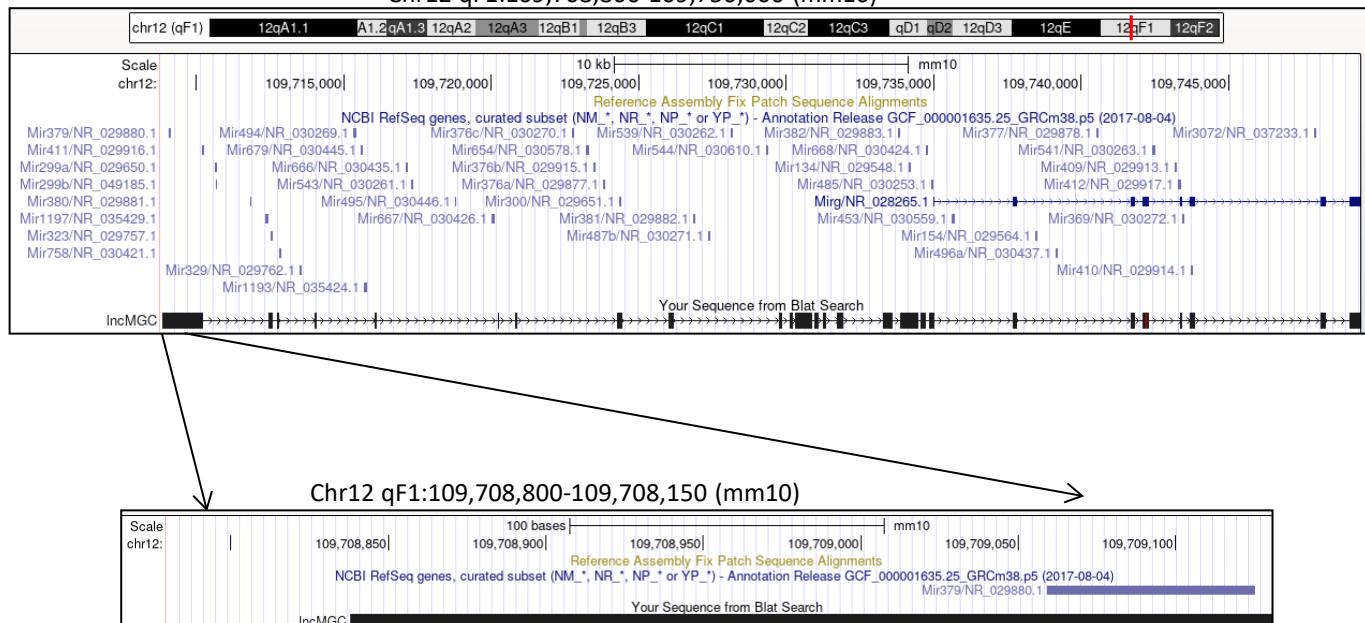

B)

```

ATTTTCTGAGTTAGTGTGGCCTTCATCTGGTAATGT
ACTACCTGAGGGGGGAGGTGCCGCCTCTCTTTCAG
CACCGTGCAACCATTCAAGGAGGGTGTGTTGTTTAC
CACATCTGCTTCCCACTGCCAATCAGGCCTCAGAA
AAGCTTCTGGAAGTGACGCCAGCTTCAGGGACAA
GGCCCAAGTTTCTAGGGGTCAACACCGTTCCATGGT
TCCTG

```

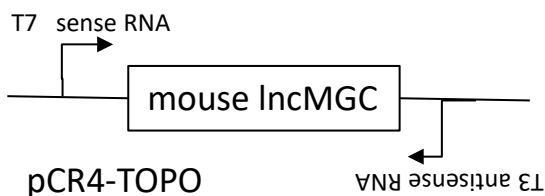

In vitro transcription

**Supplementary Figure 3. Mouse IncMGC.** A, Genomic structure of mouse IncMGC (IncMGC; GenBank MW802743, MW802744) which covers miR-379 miRNA cluster from miR-379 (most 5') to miR-3072 (most 3') on mouse Chromosome 12qF1. B, IncMGC (GenBank MW802744) was cloned into the expression vector pCR4-TOPO (ThermoFisher Scientific) to express sense or antisense IncMGC RNA.

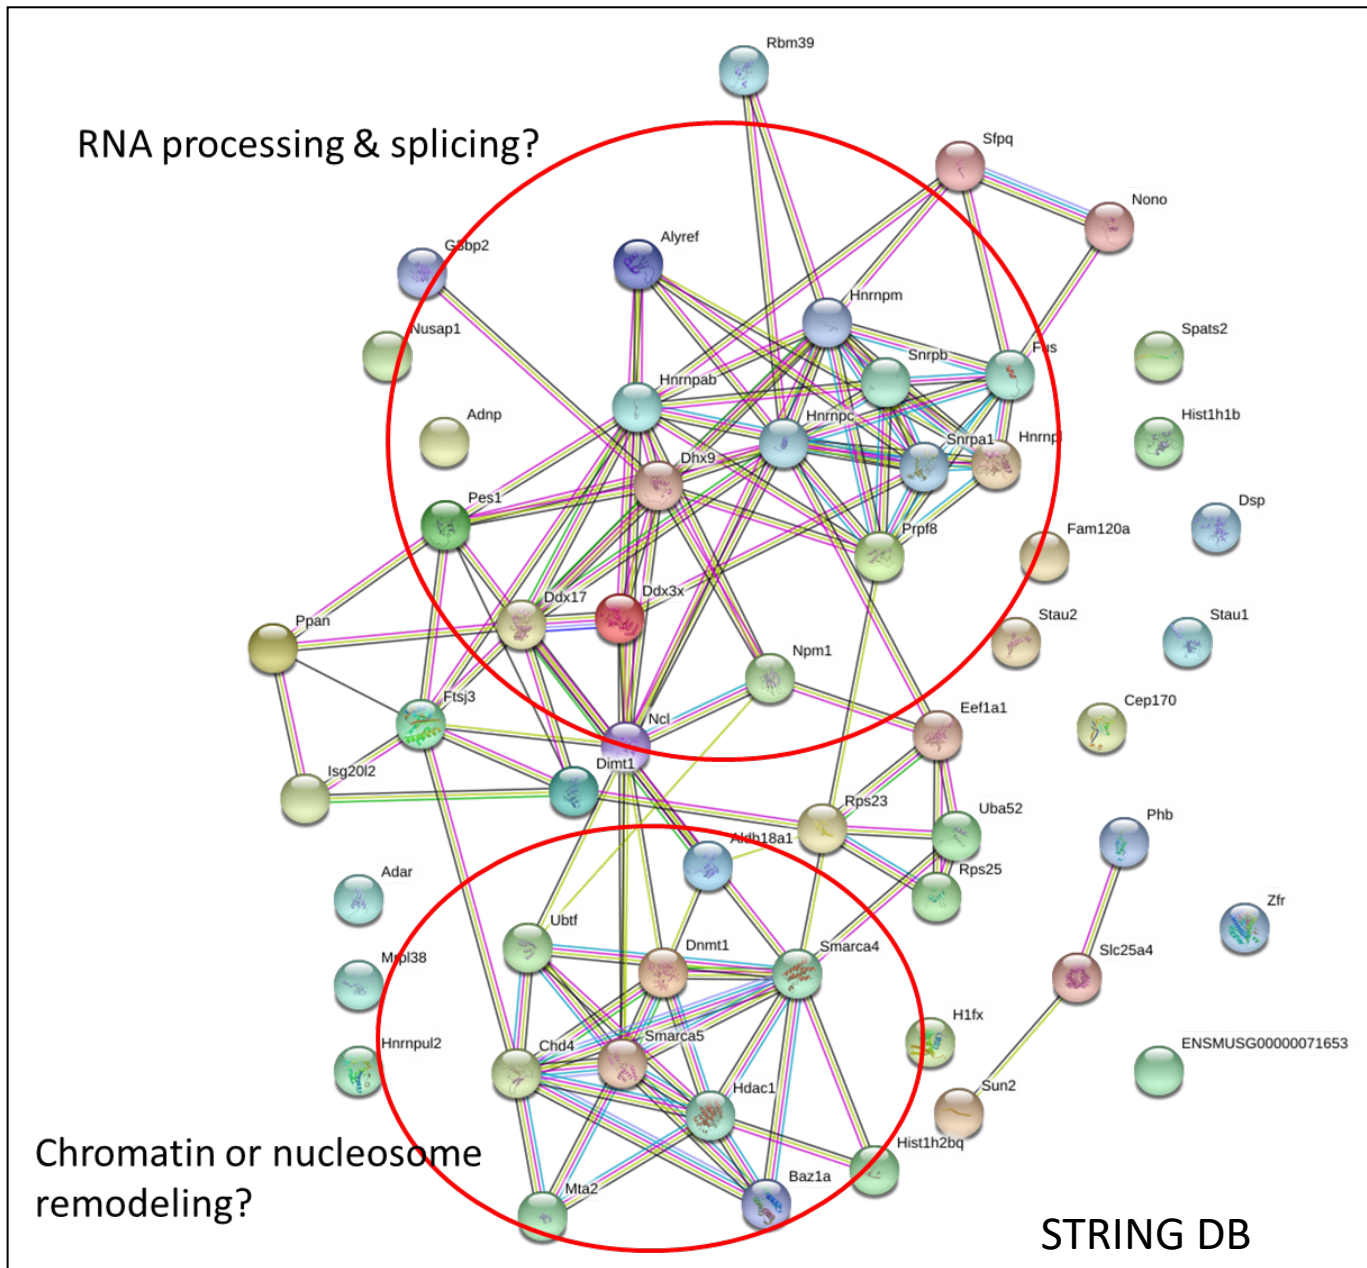

IncMGC interacting proteins in Mouse TCMK-1 cells

**Supplementary Figure 4. Mouse IncMGC-interacting proteins.** STRING DB analysis shows interaction of proteins with IncMGC in mouse kidney TCMK-1 cells identified by MS. Groups of RNA processing factors and nucleosome remodeling factors were identified. Smarca5 is in center of interaction of identified proteins.

A)

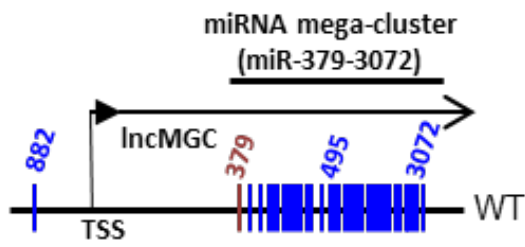

➤ ➤ Dual gRNAs (with CRISPR-Cas9)

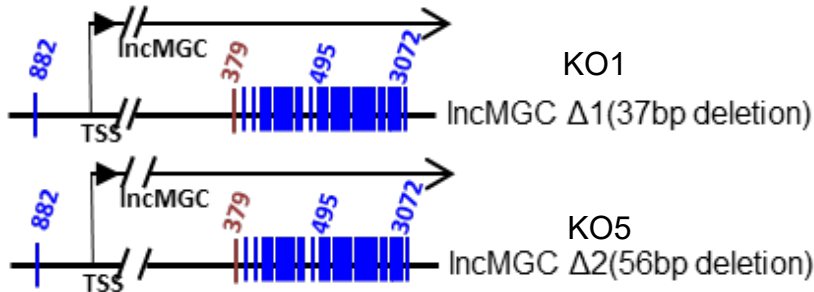

B)

Chr12 qF1:109,708,810-109,708,960 (mm10)

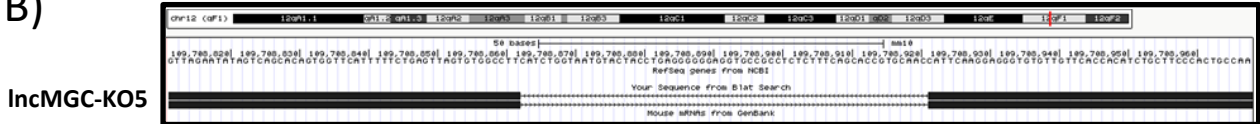

TATA TCATTTT  
PyPyAN(T/A)PyPy  
Initiator (INR)

C)

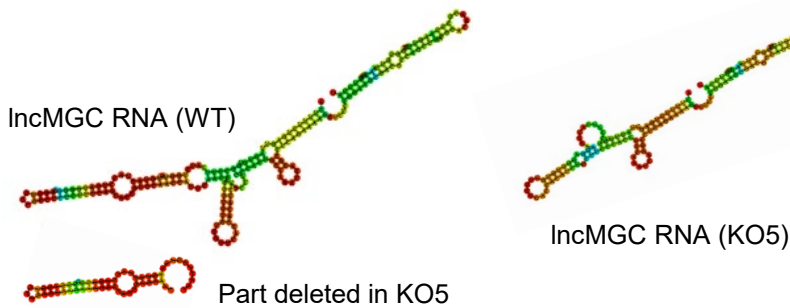

D)

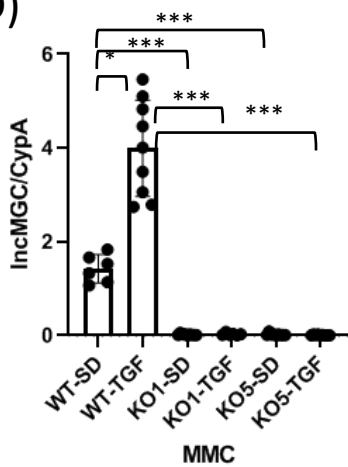

E)

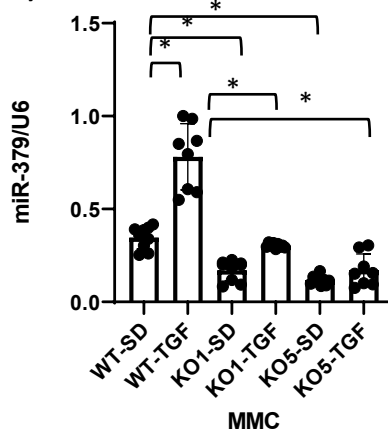

F)

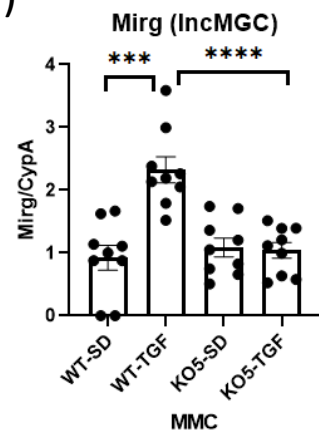

**Supplementary Figure 5. IncMGC KO mice.** A, IncMGC knockout (KO) mice were created using the CRISPR-Cas9 system and dual gRNAs to delete the sequence around the transcription start site (TSS). B, Deletions at TSS were confirmed in KO mouse lines (KO1, 37 bp and KO5, 56 bp) by the chain termination method of Sanger sequencing. C, Secondary structures of IncMGC RNA including the deleted region in KO5 and KO5 IncMGC RNA (partially deleted) were predicted by [the Vienna RNA Websuite](http://rna.tbi.univie.ac.at/) (<http://rna.tbi.univie.ac.at/>). D-F) Changes in the expression of IncMGC, miR-379, and Mirg (a part of the 3' end of IncMGC) were confirmed in IncMGC-KO MMC by RT-qPCR. Data are shown as means of three triplicate PCRs. One-way ANOVA with Tukey's post hoc test for multiple comparisons;  $\pm$ SEM; \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ; \*\*\*\*,  $P < 0.0001$ .

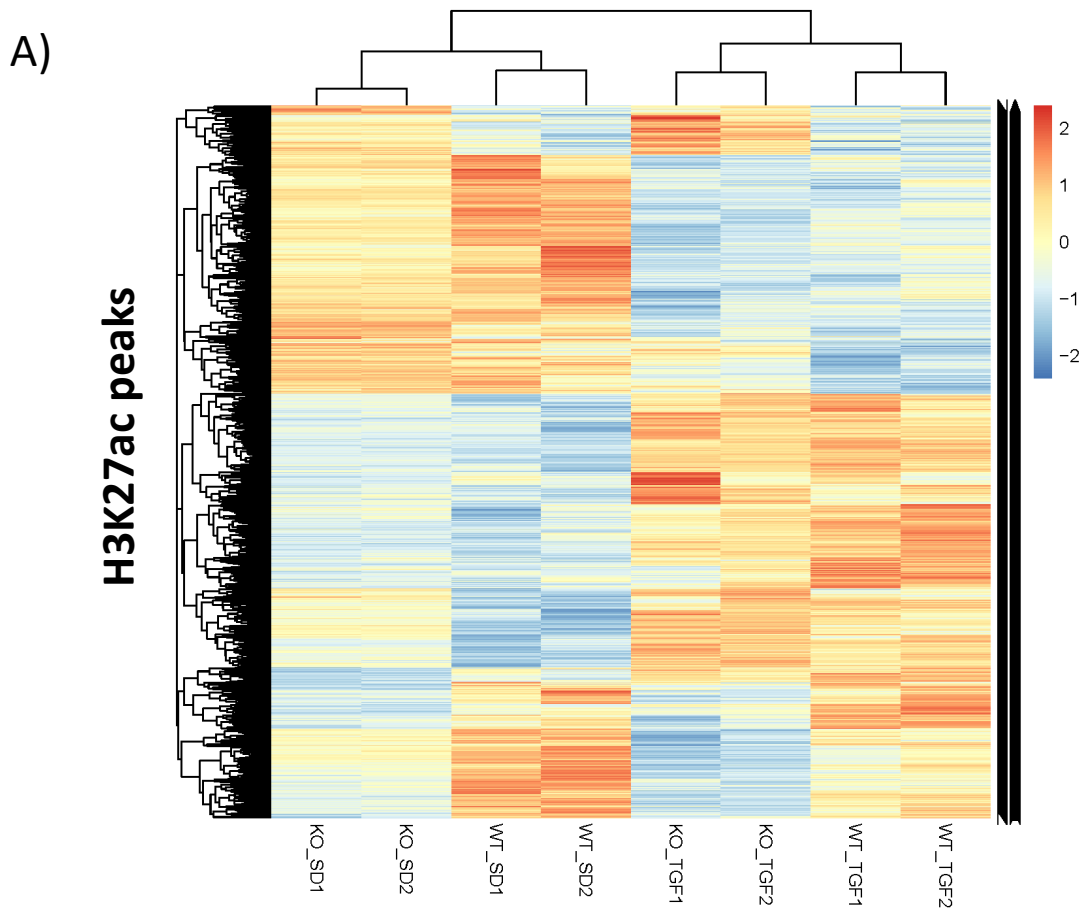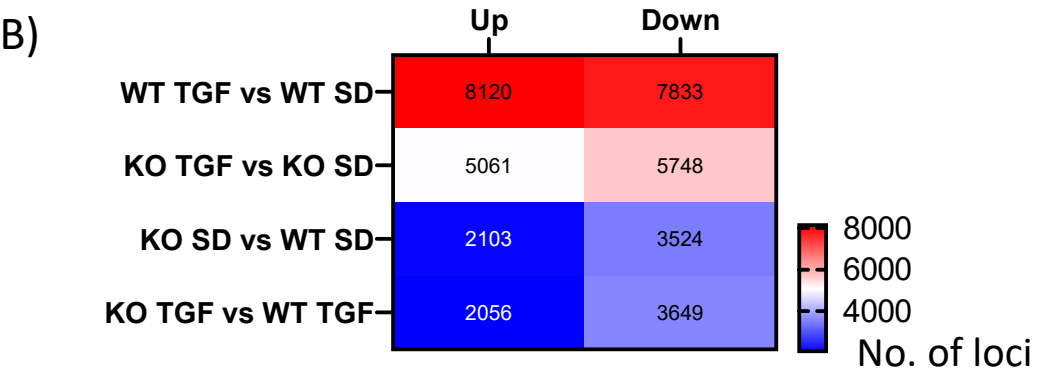

**Supplementary Figure 6. H3K27ac ChIP-seq.** A, Heat map of ChIP-seq data showing genome-wide changes in H3K27ac among samples from WT and KO under SD (control) and after TGF- $\beta$  treatment (run in duplicates). B, Heat map showing the numbers of loci depicting increases in H3K27ac enrichment (Up) or decreases in H3K27ac enrichment (Down) in the indicated comparisons.

A)

Chr7 qF1: 117,385,000-117,415,000 (mm10)

Suppl. Fig.7

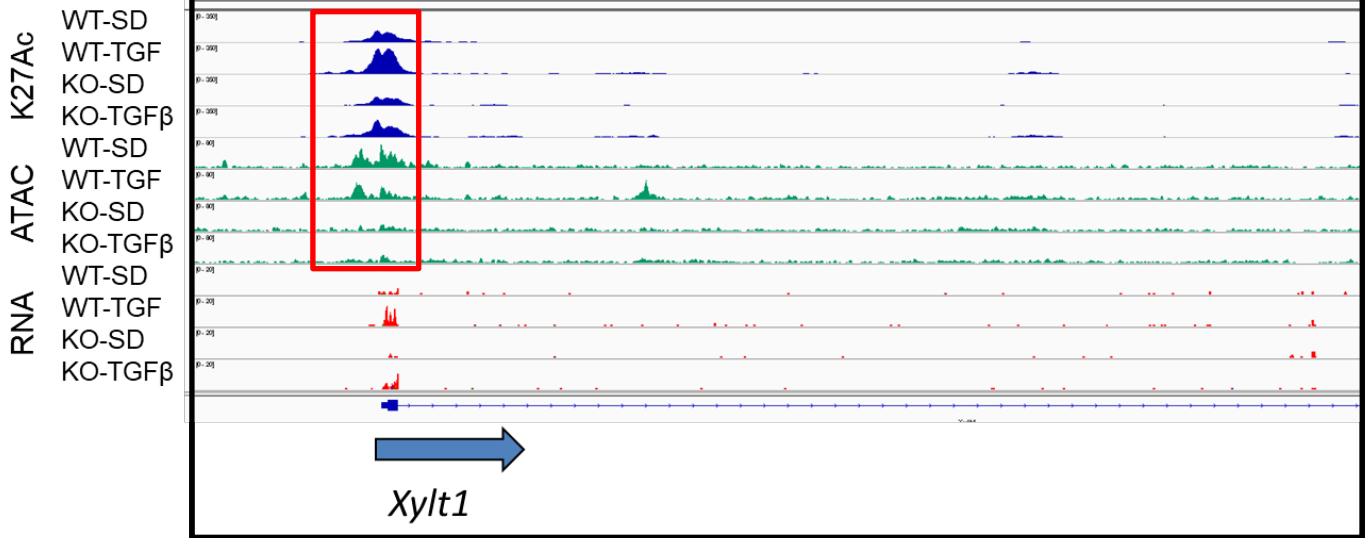

B)

ChrX qF5:163,905,000-163,935,000 (mm10)

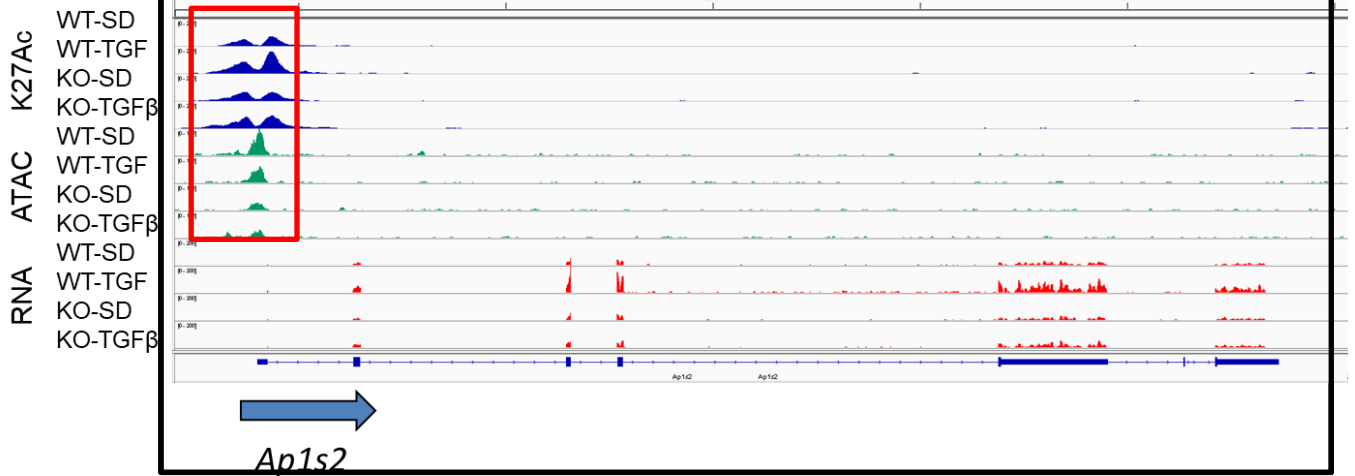

C)

Chr19 qB:17,795,000-17,845,000 (mm10)

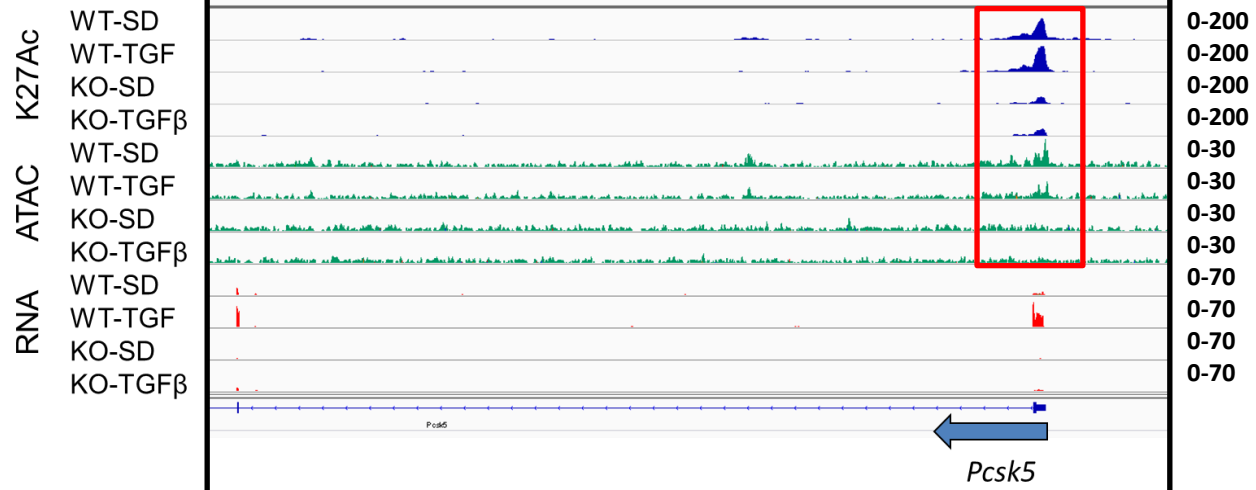

**Supplementary Figure 7. Combined analysis of H3K27ac ChIP-seq, ATAC-seq, and RNA-seq) at identified differentially expressed DKD-related genes *Xylt1* (A), *Ap1s2*(B) and *Pcsk5* (C) genes.** Genomic tracks shown at the indicated gene loci. The expression of *Xylt1*, *Ap1s2* and *Pcsk5* genes was up-regulated by TGF- $\beta$  in WT MMC but not in KO5 MMC (RNA-seq, red). The promoter regions of those genes are open before TGF- $\beta$  treatment in WT MMC but closed in KO5 MMC even after TGF- $\beta$  treatment (ATAC-seq, green). H3K27ac was increased by TGF- $\beta$  treatment in both WT and KO5 MMC (blue).

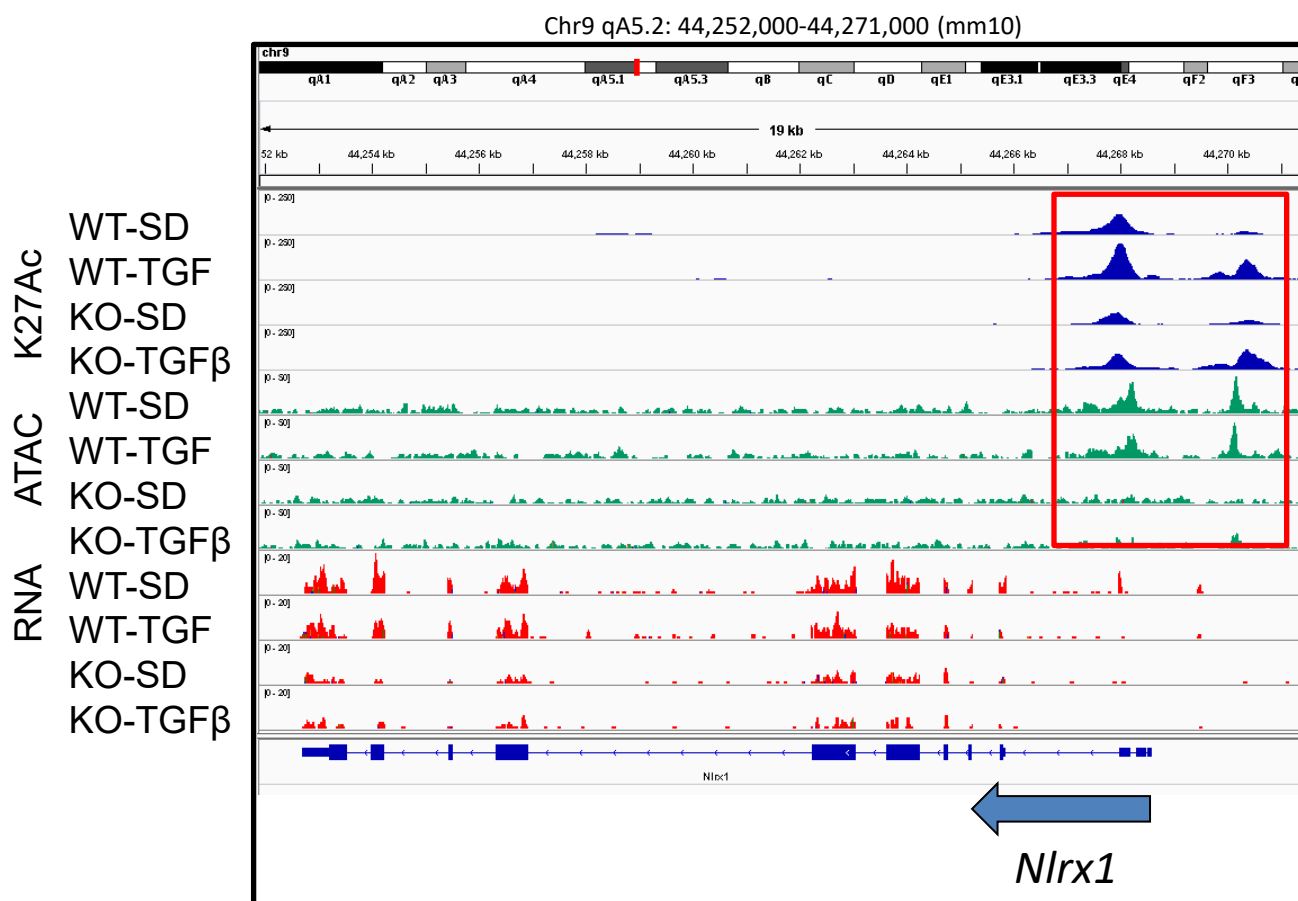

### Supplementary Figure 8. Expression of *Nlr1* (from *Nlr* family of genes) in WT and KO5 MMC.

Combined analysis of (H3K27ac ChIP-seq, ATAC-seq, RNA-seq) at the *Nlr1* gene. Genomic tracks shown. The expression of *Nlr1* gene was not up-regulated by TGF- $\beta$  in WT MMC but was decreased in KO5 MMC (RNA-seq, red) compared to WT MMC. The promoter regions of *Nlr1* was open before TGF- $\beta$  treatment in WT MMC but closed in KO5 MMC even after TGF- $\beta$  treatment (ATAC-seq, green). H3K27ac was increased by TGF- $\beta$  treatment in both WT and KO5 MMC (blue).

A)

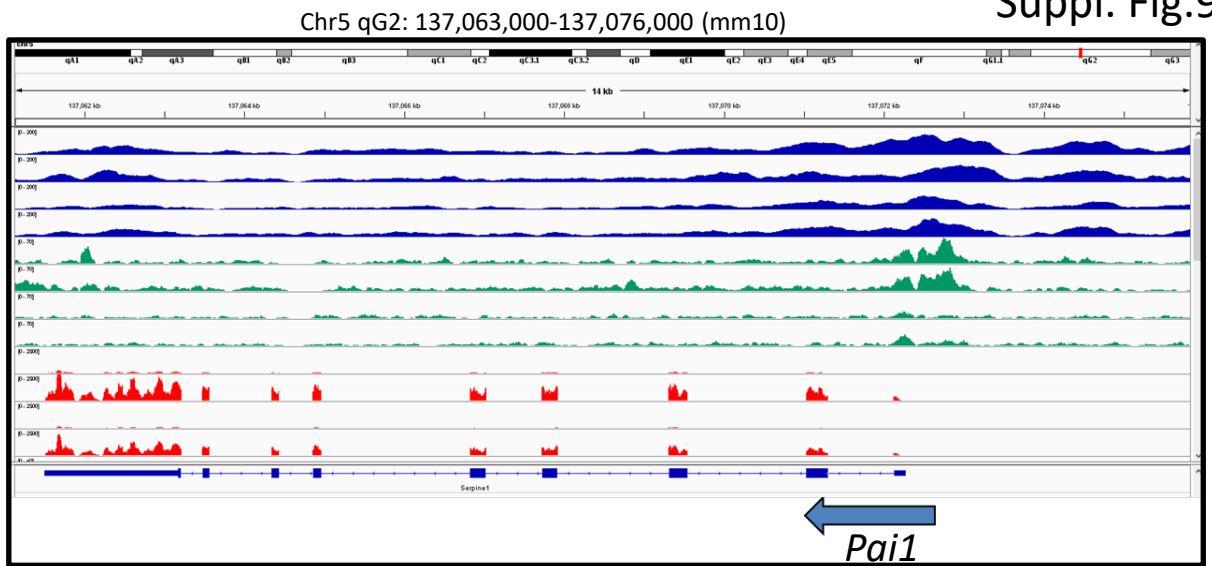

B)

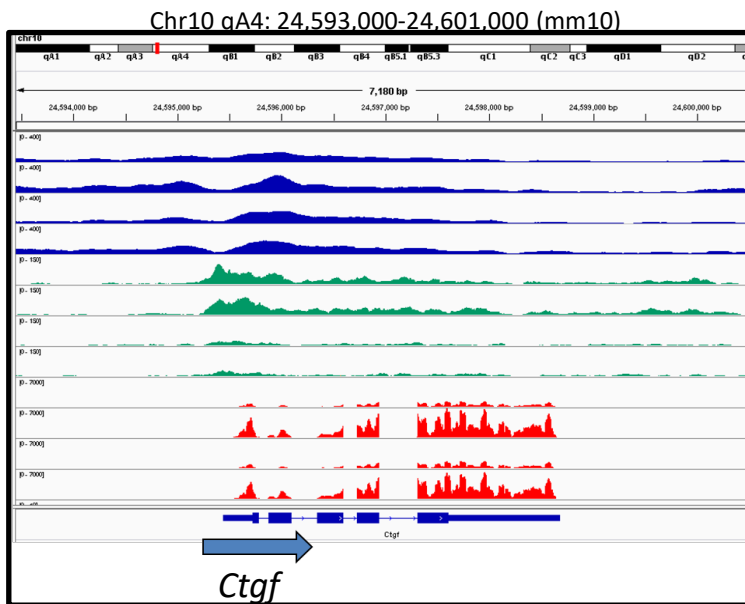

C)

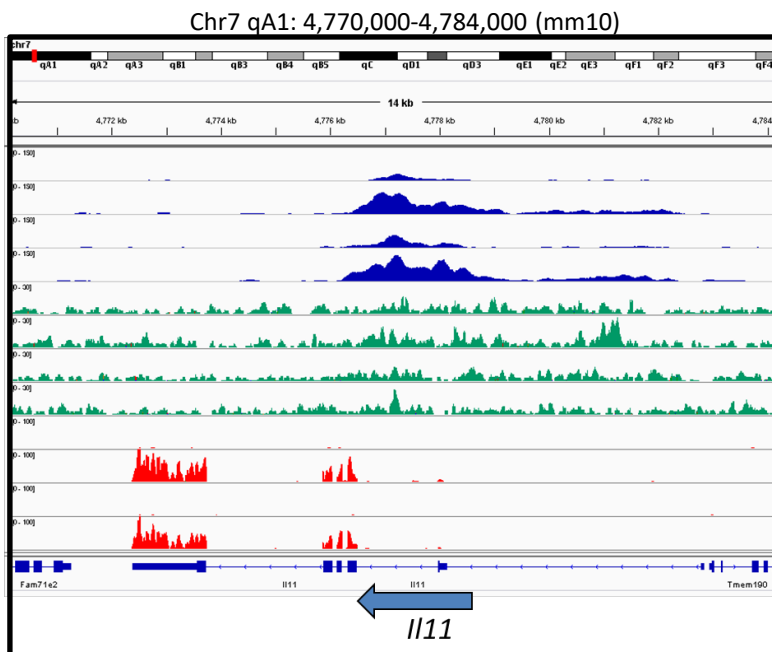

**Supplementary Figure 9.** Combined analysis (H3K27ac ChIP-seq, ATAC-seq, RNA-seq) at *Pai1*(A), *Ctgf* (B) and *li11* (C) genes in WT and KO5 MMC  $\pm$  TGF- $\beta$  treatment. Genomic tracks shown at the indicated gene loci.

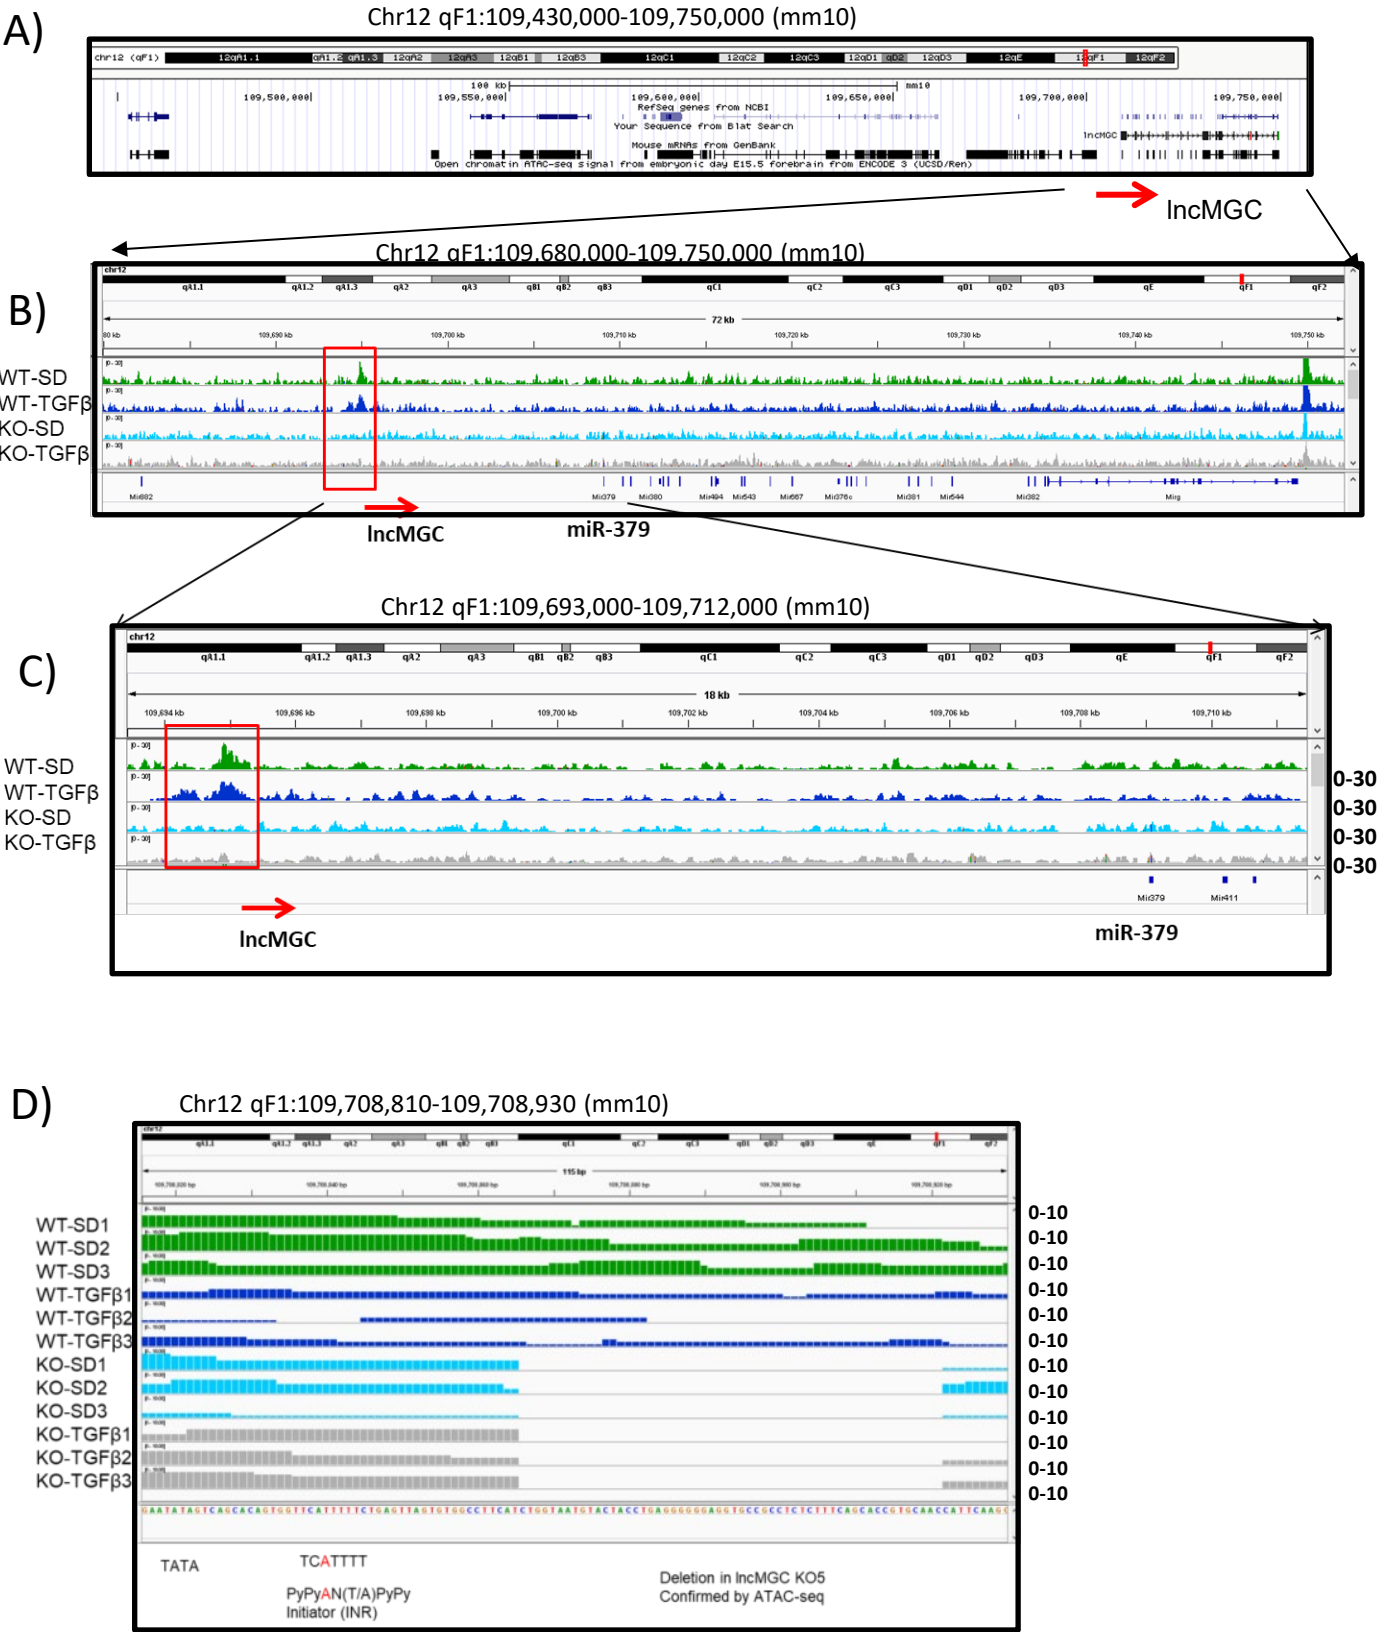

**Supplementary Figure 10. ATAC-seq analysis around the IncMGC region.** A, Genomic structure of mouse Dlk1- IncMGC region. B, ATAC-seq analysis of IncMGC region in WT and KO5 MMC  $\pm$  TGF- $\beta$  treatment (from TSS of IncMGC to 3' end of IncMGC). C, Close up figure of IncMGC region (from IncMGC to miR-379). Clear ATAC-peaks are detected at the promoter region of IncMGC in WT MMC but not in KO5 MMC. D, Higher resolution of ATAC-seq profile around the deleted region of IncMGC-KO5 MMC showing no detectable reads observed in KO5 MMC in the 56 bp deleted region relative to WT.

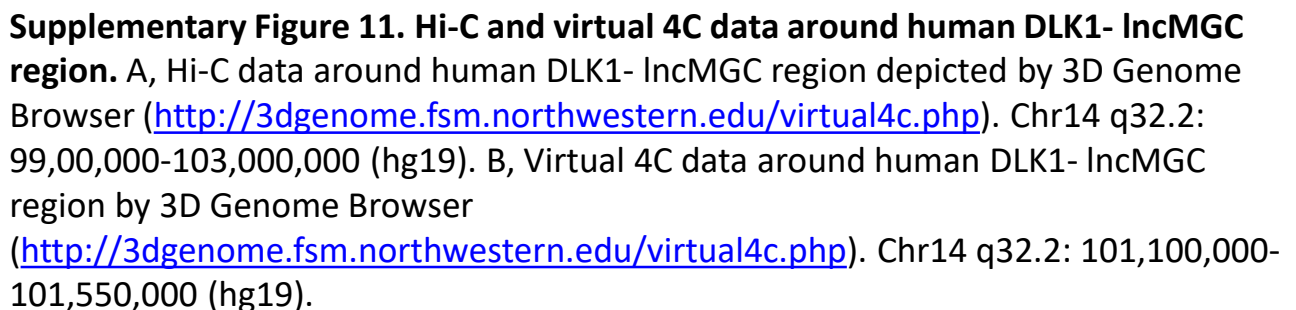

A)

Human lncMGC

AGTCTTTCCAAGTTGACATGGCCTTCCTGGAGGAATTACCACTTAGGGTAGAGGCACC  
 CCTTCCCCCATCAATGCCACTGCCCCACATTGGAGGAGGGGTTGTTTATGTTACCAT  
 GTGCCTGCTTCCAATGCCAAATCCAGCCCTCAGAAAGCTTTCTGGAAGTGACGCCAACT  
 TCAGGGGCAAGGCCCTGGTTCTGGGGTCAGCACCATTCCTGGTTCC

B)

Mouse lncMGC

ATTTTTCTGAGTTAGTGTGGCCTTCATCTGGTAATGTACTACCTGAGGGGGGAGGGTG  
 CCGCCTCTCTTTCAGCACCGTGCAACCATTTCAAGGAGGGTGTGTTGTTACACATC  
 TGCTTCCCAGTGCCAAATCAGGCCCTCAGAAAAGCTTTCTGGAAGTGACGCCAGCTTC  
 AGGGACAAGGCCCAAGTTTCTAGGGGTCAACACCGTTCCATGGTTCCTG

C)

Mouse lncMGC-KO5

ATTTTTCTGAGTTAGTGTGGCCTT-----  
 -----CATTCAAGGAGGGTGTGTTGTTACACATC  
 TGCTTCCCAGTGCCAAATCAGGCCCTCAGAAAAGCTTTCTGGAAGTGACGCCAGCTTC  
 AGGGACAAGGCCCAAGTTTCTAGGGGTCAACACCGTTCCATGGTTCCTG

D)

Deleted sequence in lncMGC-KO5

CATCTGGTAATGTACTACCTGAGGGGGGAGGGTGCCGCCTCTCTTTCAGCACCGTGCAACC

E)

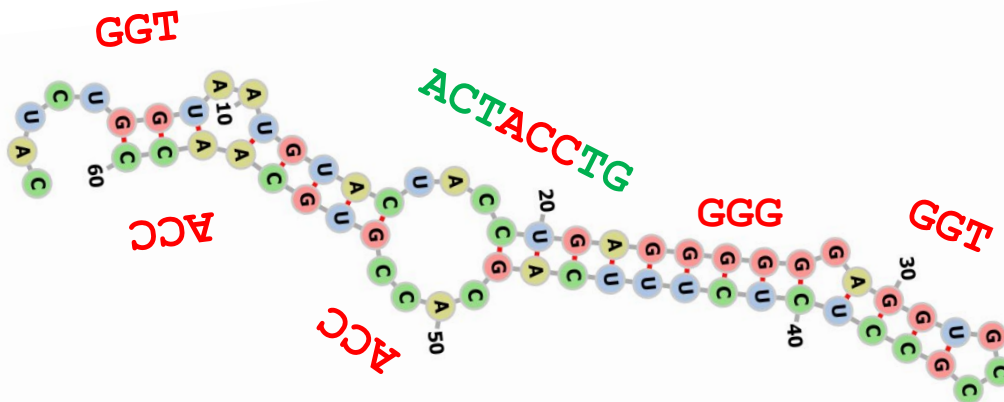

**Supplementary Figure 12. ZF and ARID motifs in lncMGC.** A, ZF motifs and AT-rich motif in human lncMGC gene. B, ZF motifs and AT-rich motif in mouse lncMGC. C, Sequence of lncMGC in mouse lncMGC-KO5. D, ZF motifs and AT-rich motif in the deleted sequence in mouse lncMGC-KO5. e, Predicted secondary structure of the RNA deleted sequence in lncMGC-KO5. The structure was predicted by [the Vienna RNA Websuite](http://rna.tbi.univie.ac.at/) (<http://rna.tbi.univie.ac.at/>). Potential ZF sites (GGT/GGG/ACC/CCC repeats) are in red and AT-rich sequence in green.

A)

## Overlaps of ATAC peaks and CpG islands

KO &gt; WT

KO &lt; WT

KO = WT

|                    | # up-enriched regions |                             |                                                  | # Down-enriched regions |                             |                                                  | # all peaks (Enriched regions) |                             |                                                  |
|--------------------|-----------------------|-----------------------------|--------------------------------------------------|-------------------------|-----------------------------|--------------------------------------------------|--------------------------------|-----------------------------|--------------------------------------------------|
|                    | all #                 | overlapped with CpG islands | 250-extended regions overlapped with CpG islands | all                     | overlapped with CpG islands | 250-extended regions overlapped with CpG islands | all #                          | overlapped with CpG islands | 250-extended regions overlapped with CpG islands |
| KO.SD vs WT.SD     | 1431                  | 207                         | 236                                              | 1392                    | 30                          | 34                                               | 59660                          | 11455                       | 12519                                            |
| KO.TGFb vs WT.TGFb | 446                   | 114                         | 121                                              | 518                     | 3                           | 3                                                | 37870                          | 9070                        | 9791                                             |

B)

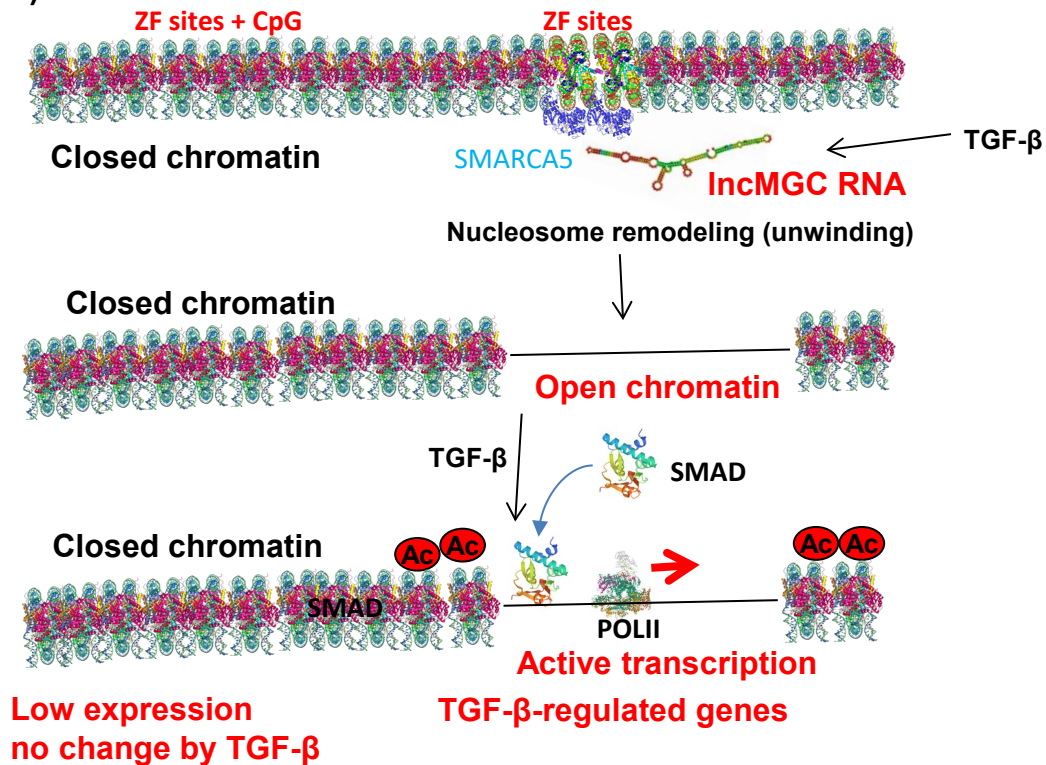

**Supplementary Figure 13. Overlaps of ATAC peaks and CpG islands.** A, Numbers of overlaps of ATAC-peaks and CpG islands were calculated in up-enriched regions (in KO>WT), down-enriched regions (in KO<WT) and same (in KO=WT) ATAC-peak sites. Overlaps of ATAC-peaks and CpG islands in up-enriched ATAC peak sites in (KO>WT) were significantly greater than those in down-enriched ATAC-peak sites (KO<WT). B, Proposed mechanism of gene regulation by IncMGC mediated by SMARCs and non-CpG-ZF sites. IncMGC-Smrca5 complex may be preferentially recruited to the non-CpG-ZF sites and enhance opening of chromatin and the expression of TGF-β-regulated genes.

**Motifs enriched in DEGs (WT\_TGF vs WT\_SD)****Upregulated genes**

| Matrix        | Accession | Factor name         | Classification | P-Value  | Yes    | No     | Yes/No  | Matched promoters p-value | Matched promoters in Yes | Matched promoters in No |
|---------------|-----------|---------------------|----------------|----------|--------|--------|---------|---------------------------|--------------------------|-------------------------|
| V\$MZF1_Q5    | M01733    | MZF1                | ZFC2H2         | 1.43E-07 | 0.3094 | 0.2007 | 1.5416  | 1.47E-07                  | 0.2702                   | 0.1797                  |
| V\$EKLQ_Q5_01 | M07281    | KLF1 group          | ZFC2H2         | 2.00E-04 | 0.0326 | 0.011  | 2.964   | 1.76E-04                  | 0.0326                   | 0.011                   |
| V\$P53_Q3     | M07053    | p53 related factors | P53            | 2.42E-03 | 0.0078 | 0.0005 | 15.6501 | 2.39E-03                  | 0.0078                   | 0.0005                  |
| V\$TATA_Q1    | M00252    | TBP-related factors | TBP            | 2.42E-03 | 0.0078 | 0.0005 | 15.6501 | 2.39E-03                  | 0.0078                   | 0.0005                  |
| V\$MEF2_Q3    | M00232    | Mef-2               | MADS           | 7.39E-03 | 0.0078 | 0.001  | 7.8251  | 7.31E-03                  | 0.0078                   | 0.001                   |
| V\$FPM315_Q1  | M01587    | FPM315              | ZFC2H2         | 9.61E-03 | 0.0444 | 0.0255 | 1.7389  | 1.63E-02                  | 0.0392                   | 0.023                   |

**Downregulated genes**

| Matrix        | Accession | Factor name           | Classification | P-Value  | Yes    | No     | Yes/No  | Matched promoters p-value | Matched promoters in Yes | Matched promoters in No |
|---------------|-----------|-----------------------|----------------|----------|--------|--------|---------|---------------------------|--------------------------|-------------------------|
| V\$CDX2_Q5_02 | M02087    | CDX group (half-site) | HOX            | 1.85E-05 | 0.2617 | 0.1607 | 1.6291  | 3.41E-03                  | 0.1852                   | 0.1311                  |
| V\$NR3C1_Q3   | M04476    | GR-like receptors     | ZFC4-NR        | 1.87E-05 | 0.0346 | 0.006  | 5.7556  | 2.49E-03                  | 0.0173                   | 0.003                   |
| V\$MAZ_Q6_01  | M02023    | MAZ                   | ZFC2H2         | 3.65E-05 | 0.1679 | 0.0921 | 1.8232  | 9.00E-03                  | 0.0765                   | 0.0455                  |
| V\$IRF1_Q5    | M07045    | IRF factors           | IRF            | 7.01E-04 | 0.0123 | 0.0005 | 24.6667 | 3.45E-03                  | 0.0099                   | 0.0005                  |

**Supplementary Table 1.** Motif analysis (based on differentially expressed genes) enriched in the comparison (WT\_TGF vs WT\_SD) (FC > 1.5 & p < 5E-3) by GeneXplain (<https://genexplain.com/>).

**Upregulated genes**

| Matrix        | Accession | Factor name              | Classification | P-Value  | Yes    | No     | Yes/No  | Matched promoters p-value | Matched promoters in Yes | Matched promoters in No |
|---------------|-----------|--------------------------|----------------|----------|--------|--------|---------|---------------------------|--------------------------|-------------------------|
| V\$E2F_Q6_01  | M00920    | E2F related factors      | E2F            | 4.32E-06 | 0.0383 | 0.003  | 12.7723 | 2.27E-05                  | 0.034                    | 0.003                   |
| V\$CDX2_Q5_02 | M02087    | CDX group (half-site)    | HOX            | 1.02E-04 | 0.2766 | 0.1604 | 1.7242  | 1.22E-02                  | 0.1872                   | 0.1299                  |
| V\$SIX1_01    | M01313    | HD-SINE factors          | HOX            | 1.75E-04 | 0.1745 | 0.0885 | 1.9724  | 6.69E-03                  | 0.1362                   | 0.083                   |
| V\$NF1A_Q6_01 | M03554    | NF-1A                    | SMAD           | 3.17E-03 | 0.1447 | 0.0825 | 1.7546  | 2.92E-03                  | 0.1362                   | 0.078                   |
| V\$RHOX11_01  | M01347    | Rhox11                   | HOX            | 4.28E-03 | 0.0128 | 0.0005 | 25.5447 | 4.23E-03                  | 0.0128                   | 0.0005                  |
| V\$RELA_Q6    | M03563    | NF-kappaB-related factor | REL            | 4.86E-03 | 0.0426 | 0.014  | 3.041   | 4.49E-03                  | 0.0426                   | 0.014                   |

**Downregulated genes**

| Matrix        | Accession | Factor name           | Classification | P-Value  | Yes    | No     | Yes/No  | Matched promoters p-value | Matched promoters in Yes | Matched promoters in No |
|---------------|-----------|-----------------------|----------------|----------|--------|--------|---------|---------------------------|--------------------------|-------------------------|
| V\$GKLF_Q4    | M01835    | KLF4 group            | ZFC2H2         | 9.14E-08 | 0.9071 | 0.5717 | 1.5866  | 4.03E-02                  | 0.4426                   | 0.3738                  |
| V\$PBX_Q3     | M00998    | Pbx                   | HOX            | 1.27E-06 | 0.0601 | 0.0065 | 9.2522  | 1.45E-01                  | 0.0164                   | 0.0065                  |
| V\$MZF1_Q5    | M01733    | MZF1                  | ZFC2H2         | 7.60E-06 | 0.3607 | 0.1924 | 1.8745  | 3.65E-05                  | 0.3005                   | 0.1724                  |
| V\$CDX2_Q5_02 | M02087    | CDX group (half-site) | HOX            | 7.35E-05 | 0.2951 | 0.1604 | 1.8394  | 1.01E-02                  | 0.1967                   | 0.1299                  |
| V\$IRF1_Q5    | M07045    | IRF factors           | IRF            | 2.30E-04 | 0.0219 | 0.0005 | 43.7377 | 2.17E-03                  | 0.0164                   | 0.0005                  |
| V\$ZIC1_Q5    | M02939    | Zic group             | ZFC2H2         | 1.98E-03 | 0.0273 | 0.0035 | 7.8103  | 1.90E-03                  | 0.0273                   | 0.0035                  |
| V\$RREB1_Q1   | M00257    | RREB-1                | ZFC2H2         | 2.12E-03 | 0.2131 | 0.1244 | 1.7126  | 3.25E-02                  | 0.1585                   | 0.1089                  |
| V\$BBX_Q3     | M02739    | Bbx                   | HMG            | 4.09E-03 | 0.0437 | 0.012  | 3.6448  | 6.83E-02                  | 0.0219                   | 0.0075                  |

**Supplementary Table 2.** Motif analysis (based on differentially expressed genes) enriched in the comparison (KO\_SD versus WT\_SD) (FC > 1.5 & p < 5E-3) by GeneXplain (<https://genexplain.com/>).

Upregulated genes

| Matrix       | Accession | Factor name         | Classification | P-Value  | Yes    | No     | Yes/No | Matched promoters p-value | Matched promoters in Yes | Matched promoters in No |
|--------------|-----------|---------------------|----------------|----------|--------|--------|--------|---------------------------|--------------------------|-------------------------|
| V\$IK_Q5_01  | M07260    | Ikaros              | ZFC2H2         | 4.89E-04 | 0.3805 | 0.2478 | 1.5358 | 6.57E-04                  | 0.322                    | 0.2173                  |
| V\$CP2_Q6    | M03868    | CP2-related factors | GRAINY         | 1.96E-03 | 0.078  | 0.031  | 2.5202 | 3.79E-03                  | 0.0732                   | 0.031                   |
| V\$GEN_INI_B | M00315    | general initiator   | GENINI         | 2.68E-03 | 0.1902 | 0.1124 | 1.6927 | 2.23E-03                  | 0.1756                   | 0.1039                  |

Downregulated genes

| Matrix        | Accession | Factor name              | Classification | P-Value  | Yes    | No     | Yes/No  | Matched promoters p-value | Matched promoters in Yes | Matched promoters in No |
|---------------|-----------|--------------------------|----------------|----------|--------|--------|---------|---------------------------|--------------------------|-------------------------|
| V\$GKLF_Q4    | M01835    | KLF4 group               | ZFC2H2         | 7.84E-12 | 0.9286 | 0.538  | 1.7261  | 5.62E-04                  | 0.4821                   | 0.3671                  |
| V\$RELA_Q6    | M03563    | NF-kappaB-related factor | REL            | 3.29E-09 | 0.1295 | 0.029  | 4.4688  | 1.03E-07                  | 0.1116                   | 0.028                   |
| V\$NR3C1_03   | M04476    | GR-like receptors        | ZFC4-NR        | 7.57E-06 | 0.0446 | 0.005  | 8.9375  | 1.63E-03                  | 0.0223                   | 0.0025                  |
| V\$PBX_Q3     | M00998    | Pbx                      | HOX            | 1.95E-05 | 0.0491 | 0.0075 | 6.5542  | 2.41E-01                  | 0.0134                   | 0.007                   |
| V\$ZIC1_05    | M02939    | Zic group                | ZFC2H2         | 3.80E-05 | 0.0402 | 0.005  | 8.0437  | 3.40E-05                  | 0.0402                   | 0.005                   |
| V\$CPHX_01    | M01478    | Cphx                     | HOX            | 5.60E-04 | 0.0268 | 0.003  | 8.9375  | 2.59E-02                  | 0.0134                   | 0.002                   |
| V\$HOXC13_01  | M01317    | Hox-13                   | HOX            | 2.00E-03 | 0.2589 | 0.1668 | 1.552   | 5.73E-03                  | 0.2188                   | 0.1494                  |
| V\$NF1A_Q6_01 | M03554    | NF-1A                    | SMAD           | 2.52E-03 | 0.1473 | 0.0819 | 1.7984  | 1.29E-02                  | 0.125                    | 0.0774                  |
| V\$FPM315_01  | M01587    | FPM315                   | ZFC2H2         | 3.40E-03 | 0.0268 | 0.005  | 5.3625  | 3.27E-03                  | 0.0268                   | 0.005                   |
| V\$TBX5_Q2    | M03856    | T-box factors            | TBX            | 3.77E-03 | 0.0134 | 0.0005 | 26.8125 | 3.73E-03                  | 0.0134                   | 0.0005                  |

**Supplementary Table 3.** Motif analysis (based on differentially expressed genes) enriched in the comparison (KO\_TGF vs WT\_TGF) (FC > 1.5 & p < 5E-3) by GeneXplain (<https://genexplain.com/>).

# Motifs enriched in DEGs (KO\_TGF vs KO\_SD)

## Upregulated genes

| Matrix       | Accession | Factor name | Classification | P-Value  | Yes    | No     | Yes/No | Matched promoters p-value | Matched promoters in Yes | Matched promoters in No |
|--------------|-----------|-------------|----------------|----------|--------|--------|--------|---------------------------|--------------------------|-------------------------|
| V\$MZF1_Q5   | M01733    | MZF1        | ZFC2H2         | 4.50E-10 | 0.315  | 0.1887 | 1.6694 | 1.28E-08                  | 0.2675                   | 0.1717                  |
| V\$EKLQ5_Q01 | M07281    | KLF1 group  | ZFC2H2         | 1.02E-04 | 0.03   | 0.009  | 3.33   | 8.99E-05                  | 0.03                     | 0.009                   |
| V\$RREB1_Q01 | M00257    | RREB-1      | ZFC2H2         | 2.81E-04 | 0.0412 | 0.017  | 2.424  | 1.17E-03                  | 0.0362                   | 0.016                   |
| V\$HBP1_Q03  | M02762    | Hbp1        | HMG            | 2.89E-03 | 0.0075 | 0.0005 | 14.985 | 1.98E-01                  | 0.0025                   | 0.0005                  |
| V\$BBX_Q03   | M02739    | Bbx         | HMG            | 3.43E-03 | 0.025  | 0.01   | 2.4975 | 1.81E-02                  | 0.0138                   | 0.005                   |

## Downregulated genes

| Matrix         | Accession | Factor name              | Classification | P-Value  | Yes    | No     | Yes/No | Matched promoters p-value | Matched promoters in Yes | Matched promoters in No |
|----------------|-----------|--------------------------|----------------|----------|--------|--------|--------|---------------------------|--------------------------|-------------------------|
| V\$MAZ_Q6_Q01  | M02023    | MAZ                      | ZFC2H2         | 1.22E-09 | 0.2136 | 0.1031 | 2.072  | 1.83E-04                  | 0.1105                   | 0.0626                  |
| V\$RELA_Q6     | M03563    | NF-kappaB-related factor | REL            | 2.05E-05 | 0.0773 | 0.0325 | 2.3776 | 1.49E-04                  | 0.0681                   | 0.031                   |
| V\$CDX2_Q5_Q02 | M02087    | CDX group (half-site)    | HOX            | 8.52E-05 | 0.2376 | 0.1577 | 1.5069 | 4.97E-04                  | 0.1878                   | 0.1296                  |
| V\$FPM315_Q01  | M01587    | FPM315                   | ZFC2H2         | 1.24E-04 | 0.0442 | 0.015  | 2.9436 | 1.20E-04                  | 0.0387                   | 0.012                   |
| V\$NR3C1_Q03   | M04476    | GR-like receptors        | ZFC4-NR        | 2.83E-04 | 0.0258 | 0.006  | 4.2928 | 1.00E-02                  | 0.0129                   | 0.003                   |
| V\$ZIC1_Q05    | M02939    | Zic group                | ZFC2H2         | 1.02E-03 | 0.0203 | 0.0045 | 4.4972 | 9.69E-04                  | 0.0203                   | 0.0045                  |

**Supplementary Table 4.** Motif analysis (based on differentially expressed genes) enriched in the comparison (KO\_TGF vs KO\_SD) (FC > 1.5 & p < 5E-3) by GeneXplain (<https://genexplain.com/>).

## The specific negative association of eGFR with DNA methylation of lncMGC loci

| eGFR       |     |          |                 |                |          |       |              |
|------------|-----|----------|-----------------|----------------|----------|-------|--------------|
| probeID    | CHR | MAPINFO  | Effect estimate | Standard error | P-value  | n     |              |
| cg18397314 | 14  | 1E+08    | -3.67E-05       | 9.11E-06       | 5.60E-05 | 33590 |              |
| cg01811583 | 14  | 1E+08    | -4.26E-05       | 9.35E-06       | 5.36E-06 | 33582 |              |
| cg01513978 | 14  | 1.01E+08 | -4.07E-05       | 8.49E-06       | 1.58E-06 | 33585 | DLK1         |
| cg02032125 | 14  | 1.01E+08 | -5.13E-05       | 1.24E-05       | 3.57E-05 | 33588 | miR-379      |
| cg11820913 | 14  | 1.01E+08 | -4.90E-05       | 1.10E-05       | 7.97E-06 | 33586 | miR-379      |
| cg17916177 | 14  | 1.01E+08 | -4.62E-05       | 1.00E-05       | 4.10E-06 | 33588 | LncMGC/ MEG9 |
| cg19509303 | 14  | 1.01E+08 | -3.09E-05       | 7.42E-06       | 3.09E-05 | 33520 |              |
| cg21230021 | 14  | 1.02E+08 | -3.86E-05       | 8.94E-06       | 1.54E-05 | 33569 | DIO3         |
| cg20547131 | 14  | 1.02E+08 | -4.26E-05       | 9.50E-06       | 7.56E-06 | 33586 | DIO3         |
| cg11789371 | 14  | 1.03E+08 | -3.61E-05       | 7.90E-06       | 4.79E-06 | 33591 |              |
| cg13496568 | 14  | 1.03E+08 | 3.27E-05        | 8.29E-06       | 7.94E-05 | 33588 |              |
| cg04987734 | 14  | 1.03E+08 | 9.16E-05        | 1.65E-05       | 2.71E-08 | 32070 | MARK3        |
|            |     |          |                 |                |          |       |              |
| UACR       |     |          |                 |                |          |       |              |
| probeID    | CHR | MAPINFO  | Effect estimate | Standard error | P-value  | n     |              |
| cg01513978 | 14  | 1.01E+08 | 0.000174        | 0.000164       | 0.288695 | 14498 | DLK1         |
| cg02032125 | 14  | 1.01E+08 | -9.45E-05       | 0.000286       | 0.740648 | 14502 | miR-379      |
| cg11820913 | 14  | 1.01E+08 | -0.00024        | 0.000235       | 0.313998 | 14498 | miR-379      |
| cg17916177 | 14  | 1.01E+08 | -0.00012        | 0.000215       | 0.567875 | 14503 | LncMGC/ MEG9 |
| cg19509303 | 14  | 1.01E+08 | -0.00027        | 0.000138       | 0.048889 | 14439 |              |
| cg21230021 | 14  | 1.02E+08 | -0.00014        | 0.000177       | 0.43703  | 14486 | DIO3         |
| cg20547131 | 14  | 1.02E+08 | -8.73E-05       | 0.000207       | 0.67258  | 14502 | DIO3         |
|            |     |          |                 |                |          |       |              |
| CKD        |     |          |                 |                |          |       |              |
| probeID    | CHR | MAPINFO  | Effect estimate | Standard error | P-value  | n     |              |
| cg01513978 | 14  | 1.01E+08 | 0.000543        | 0.000562       | 0.334198 | 25599 | DLK1         |
| cg02032125 | 14  | 1.01E+08 | 0.002604        | 0.000824       | 0.001572 | 25598 | miR-379      |
| cg11820913 | 14  | 1.01E+08 | 0.002063        | 0.000679       | 0.002386 | 25595 | miR-379      |
| cg17916177 | 14  | 1.01E+08 | 0.001486        | 0.000614       | 0.015488 | 25598 | LncMGC/ MEG9 |
| cg19509303 | 14  | 1.01E+08 | 0.000921        | 0.000499       | 0.064904 | 25568 |              |
| cg21230021 | 14  | 1.02E+08 | 0.0014          | 0.000598       | 0.019164 | 25587 | DIO3         |
| cg20547131 | 14  | 1.02E+08 | 0.001542        | 0.000609       | 0.011294 | 25595 | DIO3         |

**Supplementary Table 5.** Re-analysis of Meta data (N=33605) on DNA methylation associated with kidney function and damage<sup>6</sup>. A negative association of eGFR (estimated glomerular filtration rate) with lncMGC loci was detected but no association with UACR (Urinary albumin to creatinine ratio) and CKD (chronic kidney disease) was noted. . Meta-analyses identify DNA methylation associated with kidney function and damage. (Schlosser et al., *Nature communications* **12**, 7174, 2021).

Supplementary Table 6. PCR primers. used for qPCR in this study

How the deposited data were processed for this re-analysis (not part of the article)

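RNA-seq libraries of mouse mesangial cells (MMC) were analysed, from wild-type (WT) mice and from the lncMGC-KO5 line, each either serum-depleted (SD) or treated with TGF-β at 10 ng/ml for 24 h. Each of the 4 groups (WT-SD, WT-TGF, KO-SD and KO-TGF) had 3 libraries, which the sample labels and the paper name in the same way. The authors prepared libraries from mRNA, aligned single-end reads to mm10 with TopHat and counted reads on each RefSeq gene with HTSeq-count, on the strand of the gene and without low-quality alignments. The values deposited by the authors are these counts, one whole number per gene and library, without normalization or a filter on genes. The alignment and the counting were not repeated here, and reads that align equally well to several genes are not in the counts, so the values of genes with near-identical copies are uncertain.

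The counts listed 25230 genes, of which 18565 had a count in at least one library. Reads given to no gene because they fell outside the annotated exons made up 10.3% to 15.4% of each library, reads with several alignments 11.2% to 11.7% and reads on overlapping genes 0.225% to 0.274%. These totals were left out of the library sizes and of all tests. The 10 genes with the most counts took between 6.71% and 10.7% of the counts of a library. The ribosomal RNA gene Rn45s took between 0.636% and 2.07%. It has no exon length in the annotation and was in the library sizes but was not tested. Each library had about equal depth, between 19898050 and 22827706 counts on genes, and intervals from such counts cover counting error only. A count of 3 was taken as the floor of detection, and a fold change against a group with no library above it was written as a lower bound, computed against the floor.

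Gene symbols were matched to RefSeq genes of GRCm38.p6, the assembly of mm10, for coordinates: 24942 matched by symbol, 199 by an older symbol and 89 not at all. Exon lengths were the union of exons in GENCODE vM21, and 24716 genes had one, among them 99.5% of the genes with CPM >1 in at least 3 libraries. Following the methods of the paper, genes with RPKM >1 in at least one library were kept, 11530 genes in all. The counts were normalized by TMM and tested in edgeR 4.0.16 (R 4.3.3) with the quasi-likelihood test and Benjamini-Hochberg adjustment, in one fit of all 12 libraries with one mean per group. The 5 contrasts were TGF-β against SD in each genotype, KO against WT in each condition, and the interaction, which is the TGF-β response in KO minus that in WT. Differentially expressed genes had FDR <5% and fold change >2. TGF-β upregulated genes also had RPKM >1 in at least 3 libraries, and the thresholds for the motif analysis were fold change >1.5 and unadjusted p below 0.005. Genes under the RPKM limit that are named in the text were read from a fit of all genes with a count. CPM values (counts per library size, with sizes scaled by TMM) are means over 3 libraries with the SD between them. Standard errors of log2 fold changes come from the same fits.

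Gene sets were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a correlation between genes of 0.01. The 14 lists written by hand were RIG-I-like receptor, NOD-like receptor and JAK-STAT signaling, podocytes, glomerular endothelial cells, tubular epithelial cells, macrophages, mesangial and smooth muscle cells, interferon-stimulated genes, cell cycle, imprinted genes, neighbors of lncMGC on chromosome 12, sex-linked genes, and Nnt as the gene that differs between C57BL/6 substrains. Ribosomal proteins, aminoacyl-tRNA synthetases and collagens were taken by symbol. Adjusted p-values of sets were computed over 12 tests for the signaling, ribosomal, synthetase and collagen sets and over 20 tests for the other lists. The genes named in the text are every gene that the paper names for RNA-seq or shows in Figures 2, 3A and 5, in Supplementary Figures 7 to 9 or at the lncMGC locus, the sex-linked genes and Nnt. They also include, for each contrast, the 3 genes with the largest positive and the 3 with the largest negative log2 fold change among those with FDR <5%, a mean of at least 5 CPM in the higher group and, between a pair of groups, no overlap of libraries. Markers on the cell type lists are named outside this rule and were chosen after their values were seen. Results for some genes that meet the rule are not reported here. The mapping of libraries to groups, the contrasts, the lists and the rule were fixed before the data were examined.

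The alternatives tried were scaling by library size alone, DESeq2 1.42.0 without independent filtering, edgeR's likelihood ratio test and exact test, a filter of CPM >1 in at least 3 libraries, no filter, a fit of only the groups compared, the replicate number as a block, each of the 12 libraries left out, and fry for the gene sets. A correction of each library for GC content, camera with an estimated correlation, and the alternatives for the cell type and culture lists were added after seeing the data. The steps were tested on simulated counts of 11530 genes with 200 genes, of those with CPM >1, changed by more than 2-fold. All 200 were recovered, with 10 unchanged genes called at FDR <5% and 0 of these with fold change >2. Of the changed interactions, 198 were recovered with 15 false ones. A set of 50 genes shifted by -0.5 gave a median of -0.51, and of 20 unchanged sets camera called 0 and fry 3. The simulated genes were drawn independently of each other. The recovery of smaller changes in single genes, and sets of genes that vary together, were thus not tested. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and plots drawn with matplotlib 3.10.9.

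lncMGC is not among the genes counted, so its deletion could not be checked, and directions are those of the libraries as labelled. The text of the paper does not name how many mice the libraries of a genotype came from. KEGG sets, Ingenuity Pathway Analysis, the search for motifs, ATAC-seq, ChIP and RT-qPCR data were not analysed here.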

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

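The tests of regrouped libraries, GC content, macrophages, chromosome 14 and differences between cultures were chosen only after the results were seen. The test of endothelial cells was not, but the markers named for it were.

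The response to TGF-β differed between the genotypes by a direct test of the difference. The interaction was negative at FDR <5% for 1916 genes and positive for 1000, and with a difference over 2-fold for 276 and 39 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Negative interactions outnumbered positive ones in every alternative run, from 1335 against 1019 with DESeq2 to 2648 against 686 with scaling by library size alone, and were closest without one of the KO-TGF libraries, at 1420 against 1324 without KO-TGF replicate 1. Of 100 regroupings of the libraries by genotype within each treatment, 1, the real one, gave as many genes, and the next largest gave 2435. Regroupings that mix the genotypes carry part of the difference between KO and WT into the interaction, so they are not free of signal. They also carry part of it into the spread within a group, which lowers their number of genes. The rank of the real grouping thus does not test the interaction. Correcting each library for GC content left 2080 negative and 1128 positive interactions, and the differentially expressed genes between KO-SD and WT-SD numbered 736 after it, against 743 before it, which argues against GC content as the whole cause. The biological coefficient of variation between libraries of a group was 0.0268. The RNA-seq covers the KO5 line alone, and the paper's text does not name how many animals the libraries of a genotype came from, so an effect of the deletion and other differences between the animals or cultures cannot be told apart, because every KO library differs from every WT library in both.

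The interaction was past FDR <5% for 42 of the 85 genes named by the rule for named genes. Given here are the 5 of them that TGF-β moved in opposite directions in the genotypes (Abat, Erg, Peg10, Stat6 and Tll1) and the largest positive interaction (Mmp9), a choice made after the values were seen. Tll1 rose with TGF-β from 18.9 ± 0.574 to 35.0 ± 1.49 CPM (SD, n = 3) in WT MMC and fell from 129 ± 7.75 to 49.4 ± 1.65 CPM in the libraries labelled KO, a difference in log2 response of -2.28 (adjusted p = 8.25e-21). Mmp9 rose from 1.02 ± 0.361 to 1.76 ± 0.0899 CPM in WT and from 0.438 ± 0.131 to 9.36 ± 0.956 CPM in KO, a difference of 3.62 (adjusted p = 3.86e-09). Erg rose in WT and fell in KO, a difference of -2.41. Peg10 rose in WT and fell in KO, a difference of -1.09. Abat rose from 128.6 ± 1.26 to 136 ± 2.99 CPM in WT and fell from 28.3 ± 1.50 to 14.1 ± 1.14 CPM in KO, also a difference of -1.09. Stat6 fell from 150.1 ± 1.90 to 143 ± 3.26 CPM in WT and rose from 126 ± 2.26 to 134 ± 2.88 CPM in KO, a small difference of 0.16 (adjusted p = 0.00318). The direction and the call of these 6 interactions held in every alternative run and with each library left out. The log2 fold changes of Abat in WT and of Stat6 in KO were both 0.09 with TMM. Library size alone moved the median of all genes from -0.005 to -0.16 in WT and from -0.03 to -0.23 in KO. The opposite directions of Abat and Stat6 thus depend on the scaling. Erg and Flt1 are also expressed by endothelial cells, and fewer glomerular endothelial cells in the KO cultures were tested as a source. Pecam1, Cdh5, Kdr and Emcn had at most 10 counts in any library, while Flt1 had 420 to 968 counts in the WT libraries. This argues against endothelial cells that express those markers as the source. Of the 17 markers listed, the 3 that passed the RPKM limit had a median log2 fold change between KO and WT of -0.82 in SD (2 lower, 1 higher) and -1.62 in TGF (3 lower). Why the other 5 genes respond differently was not tested.

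The cell cycle list stood apart in a signal that the paper does not analyse. The median log2 fold change of its 30 genes between KO and WT was 1.87 in SD, where 30 were higher (camera, adjusted p = 2.63e-15), and 0.58 in TGF, where 28 were higher (adjusted p = 2.07e-05). With scaling by library size alone the medians were 1.79 and 0.46. The call in TGF was lost under camera with an estimated correlation. With TGF-β the median log2 fold change was -1.38 in WT and -2.47 in KO, and the median interaction was -1.13 with 0 of 30 genes positive (camera, unadjusted p = 3.01e-18). A candidate explanation is that the KO cultures were dividing more at the end of serum depletion. Whether this comes from the deletion or from other differences between the animals or cultures cannot be told apart, since the genotype is confounded with them and the coefficient of variation of 0.0268 describes only the libraries within a group.

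Macrophage markers also stood apart. Of the 14 markers on the list, 13 were lower in KO-SD than in WT-SD at FDR <5% in the fit of all genes with a count, and 13 in KO-TGF than in WT-TGF, and 0 were higher. The libraries did not overlap for 14 markers in SD and 13 in TGF, where chance gives 10%. Only 5 of the 14 passed the RPKM limit, and their median log2 fold change was -2.37 in SD (camera, adjusted p = 0.000494) and -1.54 in TGF (adjusted p = 0.000662). Over the 13 markers above the floor in at least one group, with those at the floor in KO set to their bound, the medians were -1.75 and -1.74. The sum of the markers was 40.5 ± 1.47 CPM (SD, n = 3) in WT-SD, 23.4 ± 2.00 CPM in WT-TGF, 9.22 ± 0.869 CPM in KO-SD and 2.80 ± 0.166 CPM in KO-TGF. Lyz2 had 237 to 308 counts in WT-SD and 6 to 10 in KO-SD, Adgre1 167 to 178 and 0, Ctss 10 to 19 and 0, and Tyrobp 8 to 13 and 0. Of the 14 markers, 8 were at or under 3 counts in every KO library, while others such as Cd14, with 131 to 168 counts in KO-SD, are also expressed without macrophages or were left in KO. Fewer macrophages in the KO cultures are a candidate explanation. That 13 of the 14 markers were lower is the pattern itself and no separate test of it. Ctss and Tyrobp were far below Lyz2 and Adgre1, no reference for the levels of these genes in macrophages was used here, and lower expression of single markers in MMC was not tested. Whether such cells explain the lower signaling sets was tested on the more abundant genes of each set, by the larger of the unadjusted camera p-values in SD and TGF. It was 0.00368 for the RIG-I-like receptor set and 0.0344 for the JAK-STAT set, so these shifts are not carried by low genes alone. Abundance does not tell which cells a gene is expressed in, or whether other cells act on it, so this does not decide about macrophages. For the NOD-like receptor set it was 0.119, in TGF (median -0.03), against a camera p of 0.0232 in SD (median -0.11). The more abundant genes of the NOD-like receptor set were thus shifted in SD only. Fewer macrophages and a shift in MMC cannot be told apart for any of these sets.

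Genes of chromosome 14 were higher in KO as a group. The median log2 fold change of its 380 genes was 0.15 in SD and 0.11 in TGF, and 72.6% of them were higher in KO-SD. The medians of the other chromosomes lay between -0.05 and 0.07 in SD and between -0.07 and 0.07 in TGF. Of 10000 random sets of the same size matched on mean expression, the highest median was 0.0665 in SD and 0.0529 in TGF. In SD, chromosomes 3, 5 and 15 also lay above it, at 0.0705, 0.0696 and 0.0724. In TGF they did so at 0.0696, 0.0564 and 0.0549. Passing the random sets thus does not set chromosome 14 apart, and only its distance from the other chromosomes does. In bins of 10 Mb with at least 10 genes tested, 9 of 9 were above the median of all genes in SD, from 0.0585 to 0.226, and 8 of 9 in TGF, where the bin from 100 Mb was at -0.043. Other parts of the chromosome had too few genes for a bin. A candidate explanation is extra copies of chromosome 14 in part of the KO cells. It predicts a shift along the whole chromosome, which these bins show only in part, and it cannot be told apart from a change in expression along the chromosome, because no copy number of DNA was analysed here. Chromosome 14 carries Klhl1, which was lower in KO-TGF.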

How the results depend on the processing

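GC correction, camera with an estimated correlation and the alternatives for the cell type and culture lists were chosen after seeing the data. The other alternatives were not.

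Without a filter on low expression, more genes are tested by construction (18565 in place of 11530). The differentially expressed genes were then 600 higher and 1007 lower in KO-SD against WT-SD, 300 higher and 1172 lower in KO-TGF against WT-TGF, 1772 lower with TGF-β in KO, and 753 higher and 1278 lower with TGF-β in WT. The lower genes at the motif thresholds were 1310 in SD and 1530 in TGF between the genotypes, and the median log2 fold change of the TGF-β upregulated genes in KO was 1.39. With CPM >1 in at least 3 libraries, 12420 genes were tested, the lower genes were 607 in KO-SD and 828 in KO-TGF, and that median was 1.40.

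With scaling by library size alone, the median log2 fold change of all genes became -0.16 with TGF-β in WT, -0.23 with TGF-β in KO, -0.06 and -0.13 between the genotypes in SD and TGF, and -0.08 for the interaction, so that directions of change moved with it by construction. The share of lower genes then rose from 58.3% to 70.5% of the differentially expressed genes with TGF-β in WT (377 higher, 900 lower) and from 67.6% to 79.7% in KO (353 higher, 1383 lower). At the motif thresholds it rose from 57.4% to 73.2% in WT (751 higher, 2047 lower), from 62.5% to 79.6% in KO (697 higher, 2725 lower) and from 68.8% to 80.2% between KO-TGF and WT-TGF (304 higher, 1231 lower). Of the TGF-β upregulated genes, 144 were then higher in KO-TGF and 55 had a positive interaction, and their median log2 fold changes were 1.44 in KO and 1.53 in WT. With DESeq2 the median in KO was 1.44. The collagens, not called by camera, were called with library size alone (median 0.24 in SD and -0.11 in TGF) and by fry (0.31 and 0.0088). The aminoacyl-tRNA synthetases in SD lost their call under camera with an estimated correlation, at 0.13. Their median in TGF was -0.01 with library size alone. Beyond the shift of all genes, the cause was not tested.

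Values of single genes near 0 reversed. With library size alone, the log2 fold change of Ccn2 between KO-TGF and WT-TGF became -0.10, that of Meg3 -0.029, those of Dlk1 -0.016 in SD and -0.11 in TGF, those of Smarca5 -0.047 in SD and -0.052 in TGF, and that of Nnt in TGF -0.10. These reversals follow from the shift of all genes between the scalings. Dlk1 and Mirg are both read from the fit of all genes with a count, and moved alike with library size alone. In SD Dlk1 went from 0.088 to -0.016 and Mirg from 0.68 to 0.57. With GC correction the interaction of Nox4 became 0.0063 and the value of Smarca5 in SD -0.016. With no filter the value of Il11 in SD became 0.00084, and in a fit of only the groups compared the TGF-β response of Meg3 in KO became 0.00048. The cause of the reversals under GC correction, no filter and the fit of only the groups compared was not tested.

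Across the 12 fits that each left out one library, the number of TGF-β upregulated genes ranged from 429 to 468, those of genes higher and lower in KO-SD from 357 to 376 and from 359 to 387, and those in KO-TGF from 156 to 170 and from 530 to 555. Negative interactions ranged from 1378 (without KO-TGF replicate 3) to 2039 and positive ones from 869 to 1324. The TGF-β upregulated genes lower in KO-TGF with fold change >2 ranged from 17 to 34, with 17, 19 and 19 without WT-TGF replicates 1, 2 and 3. In these fits a gene with RPKM >1 only in WT-TGF is lost by construction, so the drop does not measure stability. The median log2 fold change of the TGF-β upregulated genes in KO ranged from 1.39 to 1.44. The collagen median in SD ranged from 0.095 (without KO-SD replicate 3) to 0.43 (without KO-SD replicate 2), and the set was called without KO-SD replicate 1, KO-TGF replicate 1 or KO-TGF replicate 3. Signs of single genes also changed: the value of Ap1s2 in SD ranged from -0.070 to 0.020 (without WT-SD replicate 1), that of Dlk1 in TGF from -0.15 (without KO-TGF replicate 2) to 0.22 (without KO-TGF replicate 3), and that of Il11 in SD from -0.18 (without WT-SD replicate 2) to 0.11 (without WT-SD replicate 1). The Il11 interaction ranged from -0.28 to 0.010 (without WT-SD replicate 2), the Meg3 response in KO from -0.088 to 0.028 (without KO-TGF replicate 2), the Nox4 interaction from -0.094 to 0.021 (without KO-SD replicate 1) the value of Smarca5 in SD from -0.044 (without KO-SD replicate 1) to 0.068 and that of Nnt in TGF from -0.030 (without WT-TGF replicate 3) to 0.055. The cause was not tested. Among the values of single genes and lists, 46 others lost and 4 gained a call with a library left out, while 21 lost and 9 gained one under another alternative. The values that did not change in direction or call numbered 1999 and 1353.

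The labels number the replicates 1 to 3 in each group, but the numbers do not pair the libraries. The correlations of deviations from the group means ranged from -0.07 to 0.23 over 18 pairs with the same number, 4 of them over 0.1, and from -0.20 to 0.12 over 36 pairs with different numbers. With the replicate number as a block, 368 genes were higher and 369 lower in KO-SD against WT-SD, and 2078 interactions were negative and 1090 positive, and no result at a claim changed its call.

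The depth limits the genes near the floor of 3 counts, or 0.144 CPM. Klhl1 had 2 to 7 counts in WT-SD and 1 to 2 in KO-SD, and Ucp2 had 2 to 4 in KO-SD. Dlk1, with 30 to 58 counts per library, and Mirg, with 47 to 89, lay above the floor. The interaction was called for none of these genes, which does not show that the responses of the genotypes are equal.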

Differences from the paper's values

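No test in this part was chosen after the results were seen.

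The log2 fold changes of the volcano plots were compared with values read by eye, where matching a gene name to its point is uncertain. In Fig. 2A the paper shows Col4a3 at about -1.7 and Col4a4 at about -4.1, read by eye, against -3.91 and -3.56 here for KO-SD against WT-SD. It shows Tll1 at about 1.8 and Cavin2 at about 3.2 in Fig. 2A, read by eye, against 2.78 and 3.82 here. In Fig. 2B the paper shows Col4a3 at about -4.8 and Ddr2 at about 2.7, read by eye, against -4.56 and 3.57 here for KO-TGF against WT-TGF. The alternatives set before the data were examined did not close any of these gaps. They ranged from -3.98 to -3.79 for Col4a3, from -3.64 to -3.52 for Col4a4, from 2.70 to 2.82 for Tll1 and from 3.68 to 4.00 for Cavin2 in SD, and from -4.68 to -4.52 for Col4a3 and from 3.45 to 3.62 for Ddr2 in TGF.

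The paper describes the genes of Figure 3A as upregulated by TGF-β in WT MMC and attenuated in KO5 MMC. Here, Nlrx1 was not higher in WT-TGF than in WT-SD (log2 fold change -0.10), which the legend of Supplementary Figure 8, where the gene is written Nlr1, also states, and the log2 response was smaller in the libraries labelled KO for 8 of the 25 genes and larger for 6. The numbers over the alternatives without a library left out were also 8 and 6. Without KO-TGF replicate 2, 10 genes had a smaller response, with Nkd2 and Col4a4 called as well. By RT-qPCR the paper detected no decrease of Col4a3, Col4a4, Ucp2, Nox4 and Nkd2 in KO5 MMC in SD. Here, their log2 fold changes in SD were -3.91, -3.56, -2.34, -0.75 and -1.45, with Ucp2 close to the floor of detection.

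The paper states that the induction of Nox4 and Ucp2 by TGF-β was lower in KO5 MMC. Here, the log2 responses were 1.66 in WT and 1.62 in KO for Nox4 and 5.22 and 6.00 for Ucp2, and the interaction was past FDR <5% in no alternative run, from -0.09 to 0.02 for Nox4 and from 0.58 to 1.02 for Ucp2. In CPM the rise was smaller in KO, 85.8 against 149.9 for Nox4 and 9.19 against 26.7 for Ucp2. The paper describes similar trends for Nkd2, Cadm1 and Klhl1. Here, the interaction of Cadm1 was positive (0.89), and those of Nkd2 (-0.42) and Klhl1 (-0.46) were not past the threshold, although Nkd2 was called without KO-TGF replicate 2, at -0.61. The Klhl1 interaction ranged from -1.13 without WT-SD replicate 3 to -0.13 without WT-SD replicate 2, with no call.

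The legend of Supplementary Figure 7 describes Xylt1, Ap1s2 and Pcsk5 as not upregulated in KO5 MMC. Here, their log2 fold changes with TGF-β in KO were 2.01, 0.72 and 2.34, and all were past FDR <5% in every alternative run.

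The network of Figure 2E was drawn from genes that TGF-β raised in WT MMC and that were decreased in KO5 MMC, and includes Tnf, Myd88 and Smad3. The paper does not state that each gene of the network was itself raised. Here, TGF-β lowered Tnf, Myd88 and Smad3 in WT, with log2 fold changes of -1.54, -0.26 and -0.50, and no alternative run reversed this. These values do not contradict the paper's text on the network.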

Other observations

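The tests of sex, of the C57BL/6 substrain, of podocytes in general, of the choice of genes on WT-TGF and of other splits for the differentially expressed genes were not chosen after the results were seen, and all other tests in this part were.

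In level, the counts at the lncMGC locus moved against the lower expression that the paper reports for lncMGC and its neighbors by RT-qPCR. Rian, on chromosome 12 of mm10 from 109603945 to 109661716 on the plus strand, was 42.3 ± 2.60 CPM (SD, n = 3) in WT-SD, 76.2 ± 3.20 CPM in WT-TGF, 69.9 ± 0.866 CPM in the libraries labelled KO-SD and 99.3 ± 5.52 CPM in KO-TGF. It was higher in KO by a log2 fold change of 0.72 in SD (adjusted p = 2.58e-14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.38 in TGF (adjusted p = 5.3e-09). Meg3 was higher in SD by 0.37 (adjusted p = 1.68e-09). In TGF its value of 0.09 (adjusted p = 0.0439) lost its call under the exact test, the likelihood ratio test and 8 of the 12 fits without one library, and was -0.03 with scaling by library size alone. Dlk1 was at 1.55 ± 0.123 CPM in WT-SD and 1.61 ± 0.151 CPM in KO-SD, and did not differ between the genotypes in SD (log2 fold change 0.09, adjusted p = 0.794) or in TGF (0.03, adjusted p = 0.996), with values of -0.02 and -0.11 under library size alone and -0.15 without KO-TGF replicate 2. The TGF-β response, by contrast, was smaller in KO for Rian, with a log2 fold change of 0.51 against 0.85 in WT (adjusted p = 0.000112 for the interaction, same test). It was also smaller for Meg3, -0.02 against 0.26 (adjusted p = 0.000257). The interactions of Mirg (-0.42, adjusted p = 0.202) and Dlk1 (-0.06) were not past the threshold. The lowest value of Rian between the genotypes in SD over the scalings by TMM, library size alone and DESeq2 was 0.65, which argues against scaling as the cause of its higher level. An exchange of the WT and KO labels would make Col4a3 higher in KO. Its log2 fold change in TGF was -4.56, the direction that the paper reports by RT-qPCR, which argues against an exchange. In SD, where Col4a3 was at -3.91 here, the paper detected no decrease by RT-qPCR, so only the TGF condition bears on this. What raises Rian and Mirg in these libraries was not tested.

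The sex of the cultures and the substrain at Nnt do not separate the genotypes. Xist had at most 9 counts in any library, while Ddx3y had at least 3399, Eif2s3y at least 948, Kdm5d at least 899 and Uty at least 683, so animals of different sex are excluded as the source of the differences between KO and WT. Eif2s3y was lower in KO by a log2 fold change of -0.43 in SD (adjusted p = 8.38e-10) and -0.44 in TGF (adjusted p = 1.37e-09). The median of the 4 sex-linked genes tested was -0.18 in SD (camera, adjusted p = 0.0481), a call lost in 7 of the 12 fits without one library, for example without KO-SD replicate 2 (-0.15), and with CPM >1 in at least 3 libraries or library size alone, and -0.10 in TGF (adjusted p = 0.211), or -0.06 without KO-TGF replicate 2. Nnt had a log2 fold change of 0.15 in SD (adjusted p = 0.0124) and 0.02 in TGF (adjusted p = 0.78). Its call in SD was lost with library size alone and without any one of KO-SD replicates 2 and 3 and WT-SD replicates 1 and 2, and its sign in TGF changed with library size alone (-0.10) and without WT-TGF replicate 3 (-0.030). These changes are small, where a difference in substrain predicts a change of several-fold.

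Podocytes were tested as a source of Col4a3 and Col4a4. The 12 podocyte markers tested, of 17 listed, had a median log2 fold change between KO and WT of -0.78 in SD (camera, adjusted p = 4.83e-06), from -3.71 for Clic5 to 0.53 for Thsd7a, with 11 lower and 1 higher, and of -1.19 in TGF (adjusted p = 0.000303). Another 4 markers had at most 4 counts in every library. Nphs1 had at most 1 count, which argues against fewer podocytes that express it in the KO cultures. Fewer podocytes in general that have lost this gene in culture, and lower expression of the other markers in MMC, cannot be told apart, because the markers with counts are not exclusive to podocytes and spread over the range given.

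The other lists had these medians of log2 fold changes between KO and WT, with adjusted p-values from camera over 20 tests. Tubular epithelial markers (6 tested) had -0.57 in SD (adjusted p = 0.000978) and -0.93 in TGF (adjusted p = 0.000217). Interferon-stimulated genes (16) had -0.38 (adjusted p = 0.000978) and -0.63 (adjusted p = 0.000217), with 15 of 16 lower in both conditions. Imprinted genes (19) had 0.38 (adjusted p = 0.0127) and 0.18 (adjusted p = 0.130), the latter 0.09 without WT-TGF replicate 1, 0.05 with CPM >1 in at least 3 libraries, and 0.05 with a call under library size alone. Mesangial and smooth muscle markers (13) had 0.83 (adjusted p = 0.0127) and 0.41 (adjusted p = 0.163), but 0.39 without a call and -0.03 with CPM >1 in at least 3 libraries, and library size alone called the TGF value, at 0.29. Glomerular endothelial markers (3 of 17) had -0.82 (adjusted p = 0.0478) and -1.62 (adjusted p = 0.00281). Their call in SD was lost in 6 of the 12 fits without one library, for example without KO-SD replicate 2, and under library size alone. Neighbors of lncMGC (10) had 0.18 (adjusted p = 0.0523), called without WT-TGF replicate 1 and 0.12 without KO-SD replicate 1, and 0.09 (adjusted p = 0.0127), which was -0.04 with library size alone. Under camera with an estimated correlation, the calls in SD of the imprinted genes, the mesangial markers, the endothelial markers and the sex-linked genes were lost. Fry called every list in both conditions.

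The set of TGF-β upregulated genes depends on the genotype it is chosen on. The median difference in log2 response, KO minus WT, was -0.0653 for the genes chosen on WT. In 10 simulations with KO equal to WT, choosing genes on the WT-TGF libraries gave a lowest value of -0.0264 and called 0 genes as different. For the 489 genes chosen on KO it was 0.14, with 177 positive interactions, 69 negative and 243 neither. The sign of the median thus followed the genotype that the genes were chosen on. Choosing on KO favors genes with a large response in KO, so the value of 0.14 cannot exclude a smaller response in KO. How much of the value for the genes chosen on WT comes from the choice cannot be told apart, since it exceeds the simulations but not its mirror.

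Each of the 10 splits of 6 libraries into 3 and 3 was counted once. Each split but the real one mixes libraries of both groups on each side, so the real difference enters the spread within a side. That holds down the genes called in those splits by construction, so their number does not test the real grouping. For the differentially expressed genes, 1 of the 10 splits, the real one, gave as many genes in each of the 4 contrasts, with 1144 genes for TGF-β in WT, 1547 for TGF-β in KO, 741 for KO-SD against WT-SD and 701 for KO-TGF against WT-TGF in fits of the 6 libraries, and 0 in any other split. At the motif thresholds, which use an unadjusted p, it was also 1 of the 10 splits in each contrast, and the next largest gave at most 2 genes. For the camera p-values in SD, 1 of the 10 splits was as small for the RIG-I-like receptor and NOD-like receptor sets, 2 for the JAK-STAT, ribosomal protein and aminoacyl-tRNA synthetase sets and 3 for the collagens. In TGF it was 2 for the ribosomal proteins and 1 for each of the other 5 sets. With 10 splits the share cannot go under 0.1.

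Other genes that the rule for named genes picked are given as values. Pi15 fell with TGF-β from 3.30 ± 0.460 to 0.296 ± 0.0558 CPM (SD, n = 3) in WT and from 114 ± 12.7 to 0.867 ± 0.231 CPM in KO. Arc rose from 1.17 ± 0.108 to 17.8 ± 1.21 CPM in WT and from 2.33 ± 0.277 to 4.56 ± 0.141 CPM in KO. Abcb1a rose from 3.03 ± 0.307 to 5.00 ± 0.420 CPM in WT and from 0.919 ± 0.288 to 6.61 ± 0.310 CPM in KO. Havcr1 fell from 7.64 ± 1.34 to 3.79 ± 1.25 CPM in WT and was 0.250 ± 0.0792 and 0.444 ± 0.115 CPM in KO. The largest responses shared by the genotypes were those of Olfm2 (log2 fold change 6.46 in WT and 7.53 in KO), Acsbg1 (6.32 and 6.03) and Adamtsl2, which rose at least 55.7-fold in WT and at least 27.9-fold in KO. Cxcl5 fell by 4.73 on the log2 scale in WT and at least 44.5-fold in KO. Peg10, an imprinted gene, was 75.9 ± 2.42 CPM in WT-SD, 98.6 ± 4.18 CPM in WT-TGF, 486 ± 11.0 CPM in KO-SD and 296 ± 16.3 CPM in KO-TGF. Smarca5 rose with TGF-β by a log2 fold change of 0.31 in WT (adjusted p = 3.58e-07) and 0.35 in KO (adjusted p = 4.2e-08) and did not differ between the genotypes in SD (0.03, adjusted p = 0.621) or TGF (0.07, adjusted p = 0.19), values that were -0.05 in both conditions with library size alone and -0.04 in SD without KO-SD replicate 1.

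Reads outside the annotated exons made up 15.2% to 15.4% of the WT-SD libraries, 12.2% to 12.5% of WT-TGF, 12.7% to 13.4% of KO-SD and 10.3% to 10.9% of KO-TGF, and the genes with at least 1 count numbered 15902 to 15951 in WT-SD and 14965 to 14992 in KO-TGF. These groups do not overlap, although their depth is alike. What these reads are was not tested.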
